# The placental effects of trisomy for human chromosome 21 orthologs in four mouse models of Down syndrome

**DOI:** 10.1242/bio.062296

**Published:** 2025-12-18

**Authors:** Taisuke Sato, Laura L. Baxter, April D. Adams, Lauren A. Bishop, Faycal Guedj, Diana W. Bianchi

**Keywords:** Trisomy 21, Down syndrome, Mouse models, Transcriptomics

## Abstract

Down syndrome (DS) is caused by trisomy for human chromosome 21 (*Hsa*21) and is associated with atypical neurodevelopment that begins prenatally. The developing human fetus receives nutritional support and gas exchange from the placenta, and normal placental function is essential for proper development. Placentas that sustain fetuses with trisomy 21 contain trisomic cells, but little is known about which *Hsa*21 genes are overexpressed in the placenta or their downstream molecular, cellular, and functional effects. Although access to human placentas is limited, mouse models of DS provide excellent *in vivo* systems for investigating the prenatal effects of trisomy. This study examined the placental transcriptome in four mouse models of DS: Dp(16)1/Yey, Ts65Dn, Ts66Yah, and Ts1Cje. Placental gene and protein expression analyses showed that trisomy increased the expression of *App*, *Sod1*, and *Ifnar1* in Dp(16)1/Yey, Ts65Dn, and Ts66Yah; APP and SOD1 in Dp(16)1/Yey and Ts66Yah; and IFNAR1 in Ts66Yah. Despite modest overlap of trisomy-associated gene dysregulation among these four models, altered extracellular matrix pathways in all four models and upregulation of immune system pathways in Dp(16)1/Yey and Ts66Yah were identified. Altered redox homeostasis was observed for all four models, with Ts1Cje showing distinct changes in SOD activity and antioxidant capacity in comparison to the other three models. Immunofluorescence staining revealed region-specific upregulation of APP, SOD1, and IFNAR1 in Ts66Yah trisomic placentas. This work provides a foundation for understanding the effects of trisomy for *Hsa*21 orthologs on the mouse placenta and on prenatal development.

## INTRODUCTION

Down syndrome (DS), caused by trisomy for human chromosome 21 (*Hsa*21), is the most common autosomal chromosome disorder compatible with survival, occurring in 1 in 643 live births in the United States (https://www.cdc.gov/birth-defects/data-research/facts-stats/; Stallings et al., 2024). Trisomy 21 (T21) is associated with a wide variety of phenotypes that affect most organ systems including the brain, and T21 is the most frequent genetic cause of intellectual disability (Antonarakis et al., 2020). Craniofacial and brain phenotypes associated with T21 are visible prenatally, and include reduced growth, altered structure, and cellular hypotrophy (Baburamani et al., 2019; Bahado-Singh et al., 1992; Contestabile et al., 2007; Guidi et al., 2008, 2011, 2018; Guihard-Costa et al., 2006; Kitano et al., 2023; Klein and Haydar, 2022; Larsen et al., 2008; Lu et al., 2012; Patkee et al., 2020; Rotmensch et al., 1997; Stagni et al., 2018, 2019, 2020; Tarui et al., 2020; Wisniewski et al., 1984; Yun et al., 2021).

Fetal development relies on the placenta, a remarkable mammalian organ that forms and persists throughout pregnancy and provides essential functions of gas and nutrient exchange, waste removal, hormone synthesis, and immunological protection. The placenta consists of both maternal cells and cells derived from embryonic trophoblasts, thus placentas supporting fetuses with DS contain cells with T21. Evidence suggests that T21 alters placental structure and function, as previous studies have shown reduced size, hypovascular irregular villi, and increased senescence (Amiel et al., 2013; Qureshi et al., 1997; Stoll et al., 1990). Furthermore, *in vitro* analyses of cultured cytotrophoblasts from T21 placentas showed abnormal fusion into syncytiotrophoblasts, abnormal hormone production, and abnormal oxidative status (Frendo et al., 2001, 2000; Pidoux et al., 2004). The mechanisms by which T21 leads to these placental abnormalities are unknown, and the extent to which they contribute to atypical fetal development in T21 is unclear.

Mouse models are highly informative systems for analysis of many aspects of mammalian development, including placental function. Although morphological differences are present, mouse and human placentas show functional similarities that include fetal trophoblast invasion into the maternal endometrium, hemochorial placentation in which fetal trophoblasts are in direct contact with maternal blood, and syncytialization of the cellular layer contacting maternal blood (Adams et al., 2020; Woods et al., 2018). Mouse models have also been exceptional systems for molecular and functional studies of the atypical development seen in T21 (Aziz et al., 2018; Das and Reeves, 2011; Gupta et al., 2016; Herault et al., 2017; Klein and Haydar, 2022; Moore and Roper, 2007; Starbuck et al., 2014). *Hsa*21 exhibits three chromosomal regions with orthology to the mouse genome: a large segment of mouse chromosome (*Mmu*)16 and smaller regions of *Mmu*10 and *Mmu*17. This conserved synteny between the human and mouse genomes has facilitated the construction of a variety of trisomic mouse models of DS (Antonarakis et al., 2020; Herault et al., 2017; Tosh et al., 2022).

Although the placenta plays an important role in fetal development and potentially in the pathophysiology of DS, very little information exists regarding placental phenotypes in DS or mouse models of DS. We previously examined embryonic and placental weight, volume, and pathology in four genetically engineered mouse models of DS. We found that trisomy resulted in similarities and differences in morphometric measurements among these models, with the Ts66Yah model showing a notable reduction in placental size (Adams et al., 2021, 2024). The mice used for these studies – Dp(16)1/Yey, Ts65Dn, Ts66Yah, and Ts1Cje – are trisomic for overlapping *Mmu*16 segments. Dp(16)1/Yey (hereafter Dp16) carries a duplication of the full ∼23 Mb *Mmu*16 segment orthologous to *Hsa*21, from *Lipi* to *Zbtb21* (Li et al., 2007). Ts65Dn carries a small, freely segregating chromosome containing the distal *Mmu*16 segment from *Mrpl39* to *Zbtb21* fused to a proximal *Mmu*17 segment that contains 45 non-*Hsa*21-orthologous protein-coding genes (Davisson et al., 1990; Reeves et al., 1995). Ts66Yah was generated from Ts65Dn and carries the same freely segregating chromosome, but the non-*Hsa*21 orthologous genes have been removed (Duchon et al., 2022). Ts65Dn and Ts66Yah both mimic the aneuploidy present in the ∼95% of DS individuals that carry a third, freely segregating copy of *Hsa*21, but these two models show differences in prenatal gene expression and behavioral phenotypes of neonates and adults, suggesting the extraneous trisomic genetic material in Ts65Dn may contribute to its phenotypes (Guedj et al., 2023). Ts1Cje is trisomic for a smaller *Mmu*16 segment from *Sod1* to *Zbtb21* (which does not include *App*) that was translocated to distal *Mmu*12 as part of a targeted deletion of the *Sod1* locus (Sago et al., 1998). This translocation deleted seven *Mmu*12 genes, thus rendering this model monosomic for these genes that are unrelated to DS (Duchon et al., 2011).

To the best of our knowledge, no previous studies have compared the transcriptomic or biochemical differences in the placentas of multiple mouse models of DS. In this study, we examined placental gene expression changes that resulted from trisomy at embryonic day (E)18.5 in Dp16, Ts65Dn, Ts66Yah, and Ts1Cje mice. Enriched pathway analyses showed that all four models exhibited altered extracellular network pathways, and Dp16 and Ts66Yah showed notable enrichment of immune system pathways. Given the upregulation of the trisomic genes superoxide dismutase 1 (*Sod1*), amyloid beta precursor protein (*App*), and interferon (alpha and beta) receptor 1 or 2 (*Ifnar1* or *Ifnar2*, respectively) in Dp16, Ts65Dn, and Ts66Yah, and the potential roles of these genes in human DS phenotypes (Barone et al., 2018; Galbraith et al., 2023; Lott et al., 2006; Malle and Bogunovic, 2021), we examined redox homeostasis, amyloid metabolism, and inflammatory factor status across all four mouse models. Additionally, trisomy-associated differences in SOD1, APP, and IFNAR1/2 expression were quantitated in Ts66Yah placentas by immunofluorescence, revealing region-specific upregulation. This examination of the effects of trisomy for mouse orthologs of *Hsa*21 on gene and protein expression in the placenta across multiple mouse models of DS provides a foundation for future studies regarding the relevance of this important organ to developmental phenotypes.

## RESULTS

### Dysregulated placental gene expression in four mouse models of Down syndrome

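Dp16 mice carry a duplicated copy of the Mmu16 segment that is orthologous to Hsa21. Ts65Dn and Ts66Yah mice carry most of that segment on an extra chromosome, which in Ts65Dn also holds genes of centromeric Mmu17 such as Snx9, Tmem242 and Scaf8. Ts1Cje mice carry the distal part of the segment, from Sod1 to Zbtb21, translocated to Mmu12 beside the axonemal dynein gene Dnah11. The paper states that this translocation also deleted 7 genes of Mmu12. RNA was taken at embryonic day (E) 18.5 from a piece of each placenta that held all layers, the maternal decidua included, and was hybridised to Mouse Clariom S arrays, 1 array per placenta. The dams of the Ts65Dn litters were trisomic, and those of the other models were not. The 140 placentas were 20 trisomic and 20 euploid from 7 Dp16 litters, 19 trisomic and 17 euploid from 6 Ts65Dn litters, 9 trisomic and 14 euploid from 6 Ts66Yah litters, and 24 trisomic and 17 euploid from 7 Ts1Cje litters. The authors summarised the probes into probe sets with robust multi-array averaging in the Transcriptome Analysis Console, and the deposited values are log2 signals with 2 decimals. The median signal of an array lay between 4.17 and 4.42 in Dp16, 4.48 and 4.67 in Ts65Dn, 6.12 and 6.29 in Ts66Yah, and 4.58 and 4.76 in Ts1Cje. The arrays appear to have been normalized separately for each model, so trisomic placentas were compared with euploid placentas of the same model, and levels are not compared between models. Each probe set was tested with limma (a linear model with moderated variance), and p-values were adjusted over all probe sets with the Benjamini-Hochberg method. DEGs had an adjusted p under 0.1 and a fold change above 1.2 in either direction, and MDGs had an unadjusted p under 0.05 and the same fold change. A probe set is called bright where its mean lies above the median probe set of the model, and dim otherwise. Of the probe sets, 19572 carry 1 gene symbol in the platform table, 284 more were named through Table S1, and 2350 stayed unnamed. In 11 of the 140 placentas the Y-linked genes went against the sex label, and in 3 placentas of Dp16 and Ts65Dn the genes from Sod1 to Zbtb21 lay at the level of the other genotype label. In 16 of the 24 Ts1Cje placentas labelled trisomic these genes lay near the euploid level, at -0.02 to 0.11 on the log2 scale. In 1 Ts1Cje placenta labelled euploid Dnah11 stood at the trisomic level. All placentas were kept under their labels, and the number of arrays limits the precision of every value.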

To examine the effects of trisomy for mouse orthologs of *Hsa*21 on the placenta, high-throughput microarray analyses were performed on E18.5 euploid and trisomic placentas from four mouse models of DS: Dp16, Ts65Dn, Ts66Yah, and Ts1Cje (Fig. 1A). Principal component analysis (PCA) using expression data from all microarray probes (Fig. 1B) showed that Ts66Yah and Ts1Cje samples clustered independently, while Ts65Dn and Dp16 showed partially overlapping clusters. 

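Ts66Yah placentas stood apart from those of the other three models along the first principal component, and Ts1Cje placentas along the second. Over all probe sets the first component held 57.1% of the variance and the second 7.65%. Scores on the first component ran from 183 to 196 in Ts66Yah, from -93.2 to -58.1 in Dp16, from -36.5 to -23.6 in Ts65Dn and from -25.8 to -9.6 in Ts1Cje. On the second component the 41 Ts1Cje placentas lay between 34.7 and 56.2 and all other placentas between -38.9 and 1. The model accounted for 66.6% of the variation between arrays (PERMANOVA on Euclidean distances, p = 1e-04, the smallest that the permutations can give). Because the values of each model appear to have been normalized on their own, the distance between models holds that step as well as the mouse strains and the models themselves.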

None of the four models showed separation by PCA according to genotype, indicating moderate transcriptomic differences between euploid and trisomic placentas.

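Within a model, the litter accounted for more of the variation between placentas than random labels would, and the genotype for a share close to that of random labels. The genotype label accounted for 2.74% of the variation in Dp16, where random labels average 2.56% (p = 0.198), 3.40% in Ts65Dn (random 2.86%, p = 0.0538), 4.46% in Ts66Yah (random 4.55%, p = 0.441) and 2.70% in Ts1Cje (random 2.50%, p = 0.193). The litter accounted for 18.62% (random 15.38%, p = 0.0011), 17.80% (random 14.29%, p = 1e-04), 27.63% (random 22.73%, p = 0.0058) and 19.17% (random 15.00%, p = 1e-04) in the same order. Sex accounted for 2.67% in Dp16 (random 2.56%, p = 0.269), 3.09% in Ts65Dn (random 2.86%, p = 0.166), 5.29% in Ts66Yah (random 4.55%, p = 0.166) and 3.62% in Ts1Cje (random 2.50%, p = 9e-04). Pooled over the 4 models, with permutations kept within the model, genotype held 0.34% of the variation (p = 0.0047), and 1.02% once each model was centred on its own mean. All shares come from PERMANOVA permutation tests, which give 1e-04 as their smallest p. From the lack of separation by genotype, the paper concludes that the transcriptomic differences between euploid and trisomic placentas are moderate.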

**Fig. 1.**
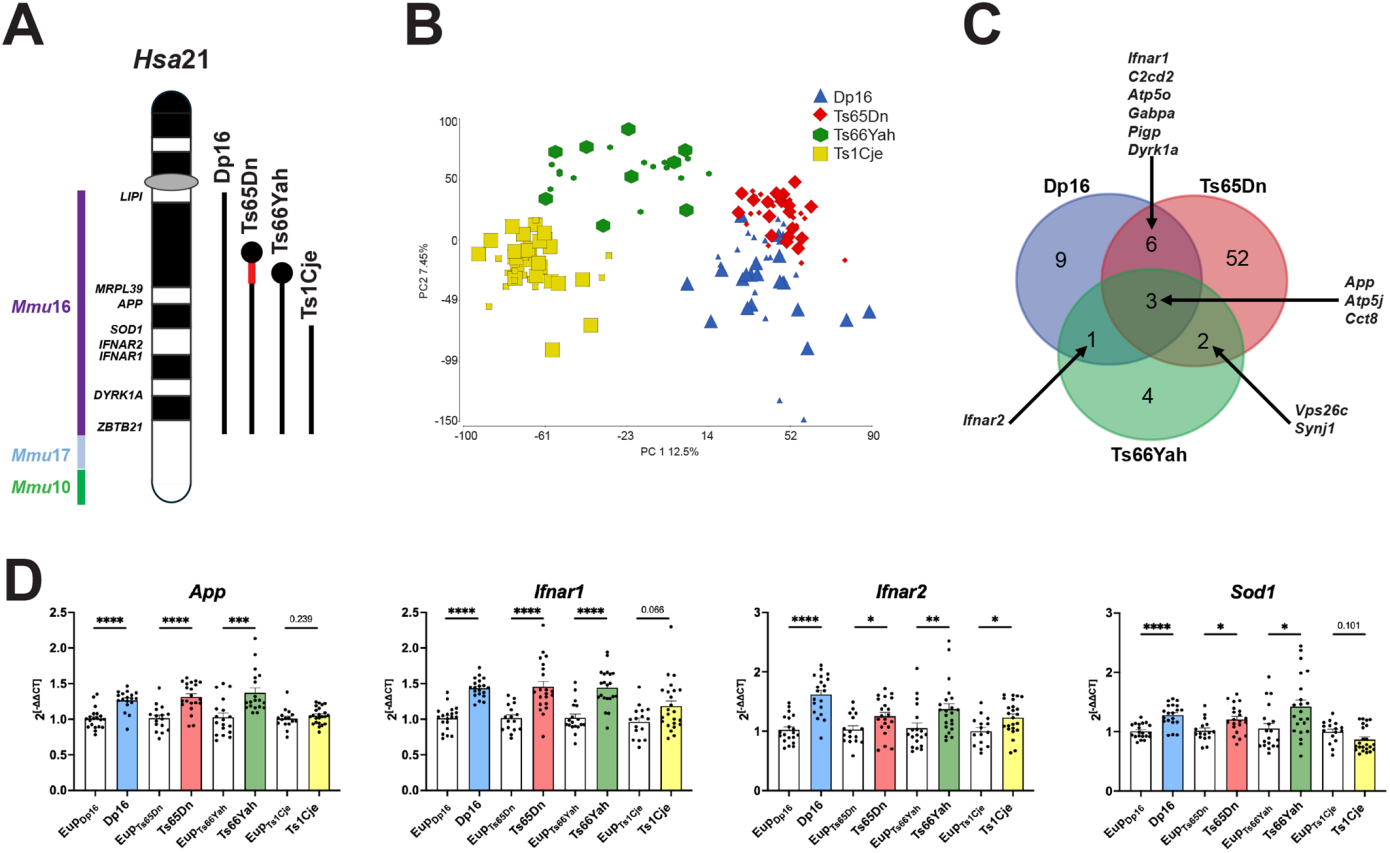
**Placental transcriptomic analyses of four mouse models of Down syndrome.** (A) Chromosomal regions of conserved synteny with human chromosome 21 (*Hsa*21) are present in the mouse genome on mouse chromosome (*Mmu*)16, 17, and 10 (left), and the trisomic regions in Dp16, Ts65Dn, Ts66Yah, and Ts1Cje models are shown (right). Dp16 is a segmental duplication model and is trisomic for the full *Mmu*16 region orthologous to *Hsa*21 (141 protein-coding genes from *Lipi* to *Zbtb21*, including a 37 gene keratin cluster). Ts65Dn and Ts66Yah carry an extra chromosome and thus are aneuploid, illustrated by circles representing centromeres. Both Ts65Dn and Ts66Yah are trisomic for 129 protein-coding genes (from *Mrpl39* to *Zbtb21*, including keratins), but Ts65Dn is trisomic for an additional *Mmu*17 region that is non-orthologous to *Hsa*21 and encodes 45 protein-coding genes (red segment). Ts1Cje is a translocation model and is trisomic for 71 protein-coding genes (*Sod1* to *Zbtb21*). Ts1Cje also contains a deletion of seven distal *Mmu*12 genes. Note that Ts1Cje is disomic for *App* and functionally disomic for *Sod1*, as the third *Sod1* locus is disrupted and does not encode functional protein*.* Protein-coding gene numbers for trisomic *Mmu*16 regions from GENCODE release M37. (B) Principal component analysis plot of all microarray data. Ts1Cje (yellow) and Ts66Yah (green) clustered separately, and Ts65Dn (red) and Dp16 (blue) clusters showed a small amount of overlap. None of the models showed subclusters based on genotype. Small symbols=euploid, large symbols=trisomic. Each symbol represents an individual placenta. (C) Venn diagram of overlapping DEGs in Dp16, Ts65Dn, and Ts66Yah. Venn diagram generated using http://bioinformatics.psb.ugent.be/webtools/Venn/. (D) RT-qPCR analyses of trisomic genes *Sod1*, *App*, *Ifnar1* and *Ifnar2*. Values shown are normalized with *Gapdh*; Fig. S1 shows values from duplicate experiments normalized to *Hprt.* Sample numbers were as follows: Dp16=23 trisomic, 22 euploid; Ts65Dn=23 trisomic, 18 euploid; Ts66Yah=22 trisomic, 21 euploid; Ts1Cje=26 trisomic, 18 euploid. All samples were run in triplicate, and the average for each sample is plotted and was used for statistical analyses. Error bars=s.e.m. Unpaired, two-tailed *t*-tests were performed for datasets with normal distribution, and two-tailed Mann–Whitney tests for datasets with non-normal distribution. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

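Most genes that differed between trisomic and euploid placentas of Dp16 and Ts66Yah lay in the trisomic Mmu16 segment and were higher in the trisomic placentas. In Dp16, 15 of 19 DEGs were genes of that segment, such as Pigp, an enzyme subunit of GPI anchor synthesis (log2 fold change 0.42, standard error 0.070, adjusted p = 0.00257 from limma). Prl4a1, a prolactin-family hormone gene of trophoblast on Mmu13, was the named DEG with the largest fold change in Dp16, with a log2 fold change of 1.09 (standard error 0.19, adjusted p = 0.00495 from limma), while the axon guidance gene Sema3c fell by 0.85 (standard error 0.19) and Elmod1 by 0.73 (standard error 0.16) on the log2 scale. In Ts65Dn, 59 of 65 DEGs were higher, and 25 lay in trisomic Mmu16. Its extra Mmu17 segment gave Scaf8, an RNA processing factor (log2 fold change 0.49, standard error 0.071), the sorting nexin Snx9 (0.43, standard error 0.062) and Tmem242 (0.56, standard error 0.090). Megf11 fell by 1.05 on the log2 scale (standard error 0.24, adjusted p = 0.05 from limma). All 10 DEGs of Ts66Yah were higher, and 9 lay in trisomic Mmu16, among them the purine synthesis gene Gart (0.59, standard error 0.11) and the endocytic phosphatase gene Synj1 (0.56, standard error 0.087). The other was Art3, an ADP-ribosyltransferase gene on Mmu5 (0.56, standard error 0.099, adjusted p = 0.0358 from limma). In Ts1Cje 5 probe sets passed, 3 higher and 2 lower, and Sod1 was the 1 DEG from trisomic Mmu16. With litter as a replicate block 1 DEG was left in Ts66Yah. Without litter Dam47 the Dp16 count was 2, and without litter Dam10 the Ts1Cje count was 1.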

Concordant with this finding, few differentially expressed genes [DEGs; false discovery rate (FDR) adjusted *P*-value <0.1 and fold change >|1.2|] were identified between euploid and trisomic placentas for each model: 19 genes for Dp16, 63 genes for Ts65Dn, ten genes for Ts66Yah, and four genes for Ts1Cje (Table 1; Table S1). 

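The DEGs of Ts1Cje placentas were Dnah11 and the uncharacterised transcript A530016L24Rik on Mmu12, Sod1 on Mmu16, Ccdc85a on Mmu11 and Gm16499 on Mmu6. Ccdc85a was higher by 0.92 on the log2 scale (standard error 0.19, adjusted p = 0.0693 from limma), and its log2 fold change was -0.24 (standard error 0.23) in Dp16, 0.28 (standard error 0.20) in Ts65Dn and 0.17 (standard error 0.27) in Ts66Yah. A530016L24Rik fell by 0.56 (standard error 0.10, adjusted p = 0.0165 from limma) and Gm16499 by 0.45 (standard error 0.091) on the log2 scale. The number of DEGs shared with Ts1Cje was 0 for each of Dp16, Ts65Dn and Ts66Yah, where independent lists of these lengths would share 0.00428, 0.0146 and 0.00225. At an unadjusted p under 0.05 in limma and the fold cutoff, Ts1Cje shared 58, 70 and 76 genes with these models, and independent lists would share 32.8, 34.7 and 30.7. Of the shared genes, 32, 47 and 59 had the same direction, where 16.5, 17.2 and 14.7 would in independent lists. Differences between models were tested gene by gene in 1 limma fit over all 4 models, each normalized apart, and Ccdc85a, A530016L24Rik and Gm16499 were not among the 11 genes whose genotype difference in Ts1Cje differed from the mean of the other three.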

Ts1Cje showed no DEG overlap with the other three models. The shared DEGs among Dp16, Ts65Dn, and Ts66Yah were all trisomic *Mmu*16 genes, and included *App*, chaperonin containing TCP1 subunit 8 (*Cct8*), and ATP synthase peripheral stalk subunit F6 (*Atp5pf*, also known as *Atp5j*; Fig. 1C). In addition, Dp16, Ts65Dn, and Ts66Yah showed differential expression of *Ifnar1* and/or *Ifnar2* (Fig. 1C), which encode proteins that heterodimerize to form the IFNAR receptor.

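App, Cct8 and Atp5j were higher in trisomic placentas of all 3 models that carry an extra copy of them. App, which encodes the amyloid precursor protein, had fold changes of 1.23 in Dp16 (adjusted p = 0.0573), 1.30 in Ts65Dn (adjusted p = 0.000398) and 1.32 in Ts66Yah (adjusted p = 0.0229 from limma). Cct8, a subunit of the chaperonin that folds actin and tubulin, had log2 fold changes of 0.40 (standard error 0.065), 0.30 (standard error 0.069) and 0.46 (standard error 0.085). Atp5j, a subunit of the mitochondrial ATP synthase, had log2 fold changes of 0.37 (standard error 0.070), 0.45 (standard error 0.068) and 0.47 (standard error 0.088) in the same order. Dp16 and Ts65Dn shared 9 DEGs, which were these 3 with Atp5o, C2cd2, Dyrk1a, Gabpa, Ifnar1 and Pigp. Dp16 and Ts66Yah shared 4, with Ifnar2 as the fourth, and Ts65Dn and Ts66Yah shared 5, with Synj1 and Vps26c. All 12 genes shared by at least 2 of the models lie in trisomic Mmu16, and independent lists would share 0.0556, 0.00856 and 0.0293 genes in the 3 pairs. In Ts1Cje, where these 3 genes lie outside the translocated segment, the log2 fold change was 0.09 for App (standard error 0.048), -0.33 for Cct8 (standard error 0.10) and -0.03 for Atp5j (standard error 0.062). The genotype difference in Ts1Cje minus the mean of the other three models was -0.27 for App (adjusted p = 0.0255), -0.72 for Cct8 (adjusted p = 4.35e-09) and -0.46 for Atp5j (adjusted p = 1.71e-05 from the limma fit over all models). With litter as a replicate block 0 DEGs were shared by Dp16, Ts65Dn and Ts66Yah, where 45 genes were shared at the MDG cutoffs (unadjusted p under 0.05 in limma). The shared count was also 0 without litter Dam47 of Dp16 or without litter Dam15, Dam18 or Dam19 of Ts66Yah.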

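Ifnar1 and Ifnar2, which encode the chains of the type I interferon receptor, were higher in trisomic placentas of these models at the marginal cutoff. The log2 fold change of Ifnar1 was 0.41 in Dp16 (standard error 0.085, adjusted p = 0.0234), 0.39 in Ts65Dn (standard error 0.069, adjusted p = 0.00168) and 0.34 in Ts66Yah (standard error 0.096, adjusted p = 0.404 from limma). Ifnar1 exceeded the euploid median in 18 of 20, 19 of 19 and 8 of 9 trisomic placentas. In embryo 3 of Ts66Yah litter Dam18 the Ifnar1 signal was 8.96. The log2 fold change of Ifnar2 was 0.45 in Dp16 (standard error 0.085, adjusted p = 0.0109), 0.29 in Ts65Dn (standard error 0.093, adjusted p = 0.375) and 0.39 in Ts66Yah (standard error 0.076, adjusted p = 0.051 from limma). In Ts1Cje, whose translocated segment holds both genes, the log2 fold changes were 0.21 for Ifnar1 (standard error 0.090) and 0.09 for Ifnar2 (standard error 0.093). These average over 16 placentas labelled trisomic whose genes of the segment lay near the euploid level and 8 in which they lay above it.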

**Table 1.** Differentially expressed genes and marginally dysregulated genes in placentas of four mouse models of Down syndrome

Model	Differentially expressed genes	MDGs	Upregulated autosomal MDGs	Downregulated autosomal MDGs	Sex chromosome and unclassified MDGs
Dp16	19	928	426 (45.9%)	443 (47.7%)	59 (6.4%)
Ts65Dn	63	965	501 (51.9%)	418 (43.3%)	46 (4.8%)
Ts66Yah	10	835	535 (64.1%)	260 (31.1%)	40 (4.8%)
Ts1Cje	4*	596	235 (39.4%)	332 (55.4%)	30 (5.0%)

*Sod1 was not included due to expression of aberrant *Sod1* transcript in Ts1Cje. MDG, marginally dysregulated gene.

Comparison of the DEG lists with a previous single-nuclei RNA-sequencing (RNA-Seq) study of the developing euploid mouse placenta (Marsh and Blelloch, 2020) found that several DEGs showed enriched expression in specific cell types of the labyrinth, a rodent-specific placental structure in which transport occurs between fetal and maternal blood. *App* expression identified sinusoidal trophoblast giant cell (sTGC) precursors and mature sTGCs of the labyrinth, indicating maintenance of *App* expression throughout placental development in this cell type. *Ifnar2* was a marker of syncytiotrophoblast-I (SynT-I) precursors, and *Cct8* was a marker of syncytiotrophoblast-II (SynT-II) precursors, but these genes did not mark mature SynT-1 cells or SynT-II cells, respectively. Therefore, *Ifnar2* and *Cct8* expression normally decreases as typical placental development progresses, but this decrease may not occur in trisomy.

Expression of *App*, *Ifnar1* and *Ifnar2* was validated by reverse transcription (RT)-quantitative PCR (qPCR), and these results paralleled those of microarray analyses (Fig. 1D; Fig. S1). *App* showed upregulation as a result of trisomy in Dp16, Ts65Dn, and Ts66Yah, while Ts1Cje showed no change in expression, as expected because this model is disomic for *App* (Fig. 1A). Even though the *Ifnar1* locus is triplicated in all four models, only Dp16, Ts65Dn, and Ts66Yah showed *Ifnar1* upregulation in trisomic placentas. *Ifnar2* showed upregulation in Dp16 and Ts66Yah trisomic placentas, and a trend towards upregulation in Ts65Dn and Ts1Cje trisomic placentas (Fig. 1D; Fig. S1).

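Sod1, the gene of the cytosolic copper and zinc superoxide dismutase, was higher in trisomic Ts1Cje placentas. Its log2 signal was 9.88 ± 0.28 (SD, n = 24) in trisomic and 9.33 ± 0.37 (SD, n = 17) in euploid placentas, a fold change of 1.47 (adjusted p = 0.0165 from limma). The signal exceeded the euploid median in 23 of 24 trisomic placentas. In the other models the log2 fold change of Sod1 was 0.23 (standard error 0.094) in Dp16, 0.26 (standard error 0.070) in Ts65Dn and 0.34 (standard error 0.097) in Ts66Yah, with adjusted p-values of 0.683, 0.157 and 0.444 from limma. The Dp16 value was 0.36 without litter Dam33 and 0.15 without litter Dam34, where the unadjusted p was 0.154. In 1 placenta labelled euploid, embryo 3 of litter Dam11, Sod1 was 9.69 and Dnah11 stood at the level of the trisomic placentas.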

*Sod1* showed upregulation in Ts1Cje placentas by microarray analyses, even though these mice carry two normal copies of *Sod1.* A third, disrupted *Sod1* locus (in which a neomycin resistance cassette deleted exons 3 and 4 but left exons 1, 2, and 5 intact) is present near the Ts1Cje translocation breakpoint, and this locus generates an aberrant transcript that does not encode functional SOD1 (Huang et al., 1997; Sago et al., 1998). Since microarray analyses may not have distinguished between the abnormal and full-length *Sod1* mRNA transcripts, qPCR was performed using an assay spanning exon 4 of *Sod1* to selectively amplify full-length transcript*.* The results showed a trend towards lower expression of full-length *Sod1* in trisomic Ts1Cje placentas (Fig. 1D; Fig. S1). This confirmed that the microarray results showing upregulation of *Sod1* were measuring both aberrant and full-length transcripts; thus, *Sod1* was excluded from the Ts1Cje DEG list. In contrast, Dp16, Ts65Dn, and Ts66Yah, which each harbor three full copies of the *Sod1* locus, showed upregulation of *Sod1* in trisomic placentas by qPCR (Fig. 1D; Fig. S1).

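Sod1 is measured on these arrays by 1 probe set, whose signal is a single value for all transcripts that its probes match. Without Sod1 the Ts1Cje placentas had 4 DEGs, which were Dnah11, Ccdc85a, A530016L24Rik and Gm16499, and none of these lies in the translocated Mmu16 segment.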

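At the marginal cutoff Dp16 placentas had 1030 MDGs, Ts65Dn 1091, Ts66Yah 964 and Ts1Cje 707. Higher in trisomic placentas were 491, 581, 645 and 306 of them, which is 47.7%, 53.2%, 66.9% and 43.3%. Among the higher MDGs in 3 models were the interferon-induced GTPase gene Mx2, with log2 fold changes of 0.77 (standard error 0.19) in Dp16, 0.43 (standard error 0.13) in Ts65Dn and 0.87 (standard error 0.21) in Ts66Yah, and the protease gene Bace2, with 0.67 (standard error 0.20), 0.95 (standard error 0.22) and 0.73 (standard error 0.19). Among the lower MDGs was Eln, the gene of elastin, which fell by 0.54 (standard error 0.17) in Dp16 and by 0.42 (standard error 0.13) in Ts66Yah on the log2 scale. The cardiac growth factor gene Bmp10 had log2 fold changes of -0.74 (standard error 0.23) in Dp16, -0.38 (standard error 0.16) in Ts65Dn and 0.65 (standard error 0.23) in Ts1Cje. At an unadjusted p under 0.05 alone 1360, 1532, 1186 and 1190 probe sets passed in limma, where chance alone gives about 1110. With the array medians equalised the share of higher MDGs was 63.7% in Dp16, 43.4% in Ts65Dn, 55.7% in Ts66Yah and 44.2% in Ts1Cje, so that the majority turned from lower to higher in Dp16 and from higher to lower in Ts65Dn.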

Application of a less stringent cutoff of unadjusted *P*-value <0.05 and fold change >|1.2| generated more extensive gene lists that we named marginally dysregulated genes (MDGs), and these MDG sets were used for all subsequent analyses (Table 1; Table S1). 

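Upregulated MDGs of trisomic segments, such as C2cd2, Pigp, Synj1 and Scaf8, had small p-values. Among autosomal MDGs the p-value was under 0.001 for 48 upregulated and 16 downregulated genes in Dp16, 82 and 17 in Ts65Dn, 46 and 14 in Ts66Yah, and 14 and 12 in Ts1Cje. The median p-values of upregulated and downregulated MDGs were 0.0192 and 0.0192 in Dp16 (two-sided Mann-Whitney test, p = 0.132), 0.0168 and 0.0201 in Ts65Dn (p = 1.02e-05), 0.0167 and 0.0212 in Ts66Yah (p = 0.00532), and 0.0185 and 0.0172 in Ts1Cje (p = 0.837). Without the genes of the trisomic segments the p was 0.674, 0.211, 0.172 and 0.475 in the same order. These tests run across genes, which are not independent replicates. The p-values of upregulated against downregulated MDGs in Ts66Yah gave p = 0.272 with litter as replicate block (fixed), and p = 0.1098 without litter Dam12. In Dp16 they gave p = 0.0002079 without litter Dam81.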

Upregulated MDGs showed more significant *P-*values than downregulated MDGs in Dp16, Ts65Dn and Ts66Yah (Fig. 2A). Higher percentages of MDGs were present on *Mmu*16 for all four models and on *Mmu*17 for Ts65Dn, and most MDGs were upregulated, concordant with their trisomic genomic regions (Fig. 2B; Table S2). 

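Genes of Mmu16 were MDGs more often than genes of the rest of the genome in all 4 models. Of 675 probe sets on Mmu16, 82 were MDGs in Dp16 (12.2%, adjusted p = 1.06e-13), 82 in Ts65Dn (12.2%, adjusted p = 1.35e-12), 70 in Ts66Yah (10.4%, adjusted p = 4.42e-10) and 37 in Ts1Cje (5.48%, adjusted p = 0.0273). Upregulated were 66, 68, 65 and 21 of these, downregulated 16, 14, 5 and 16. Of 1070 probe sets on Mmu17, 76 were MDGs in Ts65Dn (7.1%, 52 upregulated, adjusted p = 0.0273), against 44 in Dp16, 54 in Ts66Yah and 30 in Ts1Cje. In the Mmu17 segment of Ts65Dn, from the start of the chromosome to the phosphodiesterase gene Pde10a, 27 of 40 probe sets were upregulated MDGs (67.5%). The mean over 35 of these genes was 0.35 higher on the log2 scale in trisomic Ts65Dn placentas (standard error 0.042, above the euploid median in 19 of 19, permutation test, p = 1e-05, the smallest that 100000 permutations give). With the mean of the brighter probe sets of the array subtracted, bright genes of the segment lay at the euploid level in embryo 7 of litter Dam18. Relative to the euploid median they were at -0.01 there, against 0.33 to 0.56 in the others labelled trisomic. The chromosome tests are Fisher's exact tests of 1 chromosome against all others, adjusted over 84 tests, and run across genes, which are not independent replicates.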

All four MDG lists showed genome-wide distribution (Fig. 2B), indicating that partial trisomy for *Mmu*16 (and *Mmu*17 in Ts65Dn) gave rise to transcriptomic changes throughout the genome. 

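MDGs lay on every chromosome that was tested. Apart from Mmu16, the Y chromosome and, in Ts65Dn, Mmu17, the share of probe sets that were MDGs ran from 3.55% on Mmu12 to 6.28% on Mmu19 in Dp16, with a median over chromosomes of 4.32%. It ran from 3.4% on Mmu12 to 5.73% on Mmu14 in Ts65Dn (median 4.66%), from 2.77% on Mmu8 to 5.96% on Mmu13 in Ts66Yah (median 3.89%), and from 2.31% on Mmu15 to 4.14% on Mmu9 in Ts1Cje (median 3.13%). On the Y chromosome it was 2.28%, 2.74%, 4.57% and 0.913% in Dp16, Ts65Dn, Ts66Yah and Ts1Cje. Examples outside the trisomic segments are Angpt2, a vascular growth factor gene on Mmu8, with log2 fold changes of 0.30 (standard error 0.099) in Dp16 and 0.40 (standard error 0.15) in Ts66Yah, and the transcription factor gene Foxd2 on Mmu4, which fell by 0.53 (standard error 0.13) in Ts1Cje on the log2 scale. Over the whole array the share of MDGs was 4.64%, 4.91%, 4.34% and 3.18% in Dp16, Ts65Dn, Ts66Yah and Ts1Cje. Random splits of the placentas into groups of the same sizes gave as many MDGs in 14, 1, 27 and 24 of 100 splits in the same order, the real split included, and splits within litters in 21, 3, 18 and 10. The highest other split of Ts65Dn had 1088 against 1091, and 1422 within litters.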

Intriguingly, Ts1Cje showed less differential expression of trisomic *Mmu*16 genes in comparison to the other three models, as only 13% of trisomic *Mmu*16 genes were upregulated MDGs (nine MDGs/71 trisomic *Mmu*16 genes). In contrast, 32-43% of the trisomic *Mmu*16 genes in the other three models were MDGs (Dp16=32%, 45 MDGs/141 trisomic genes; Ts65Dn=38%, 49 MDGs/129 trisomic genes; Ts66Yah=43%, 55 MDGs/129 trisomic genes). 

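In Ts1Cje placentas, 14 of 71 measured genes from Sod1 to Zbtb21 were upregulated MDGs (19.7%), and the median fold change over the segment was 1.12. They were Brwd1, C2cd2, Cfap298, Cryzl1, Dop1b, Hlcs, Hmgn1, Itsn1, Ripk4, Setd4, Sod1, Tmem50b, Vps26c and Zbtb21. C2cd2, a membrane lipid transfer gene, had a log2 fold change of 0.50 (standard error 0.13), and Cryzl1, a quinone oxidoreductase homologue, of 0.45 (standard error 0.15). On the same genes Dp16 had 35 upregulated MDGs, Ts65Dn 37 and Ts66Yah 41 (exact McNemar tests across genes against Ts1Cje, p = 0.000104, 1.52e-05 and 1.12e-07). These genes are neighbours measured in the same placentas and are not independent replicates. With the placenta as the unit, Ts1Cje against the other three models gave p = 0.0438 in a permutation test of the mean level. Between App and Sod1, a segment outside the translocation in Ts1Cje, 0 of 46 genes were upregulated MDGs in limma at the unadjusted p under 0.05, and 6 were downregulated, namely Cct8, Cldn8, Krtap11-1, Ltn1, N6amt1 and Usp16. In 16 of the 24 placentas labelled trisomic, the mean over bright genes from Sod1 to Zbtb21 lay under the midpoint, 0.19, between the euploid level and the trisomic level of the other three models.

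**Figure D1:**
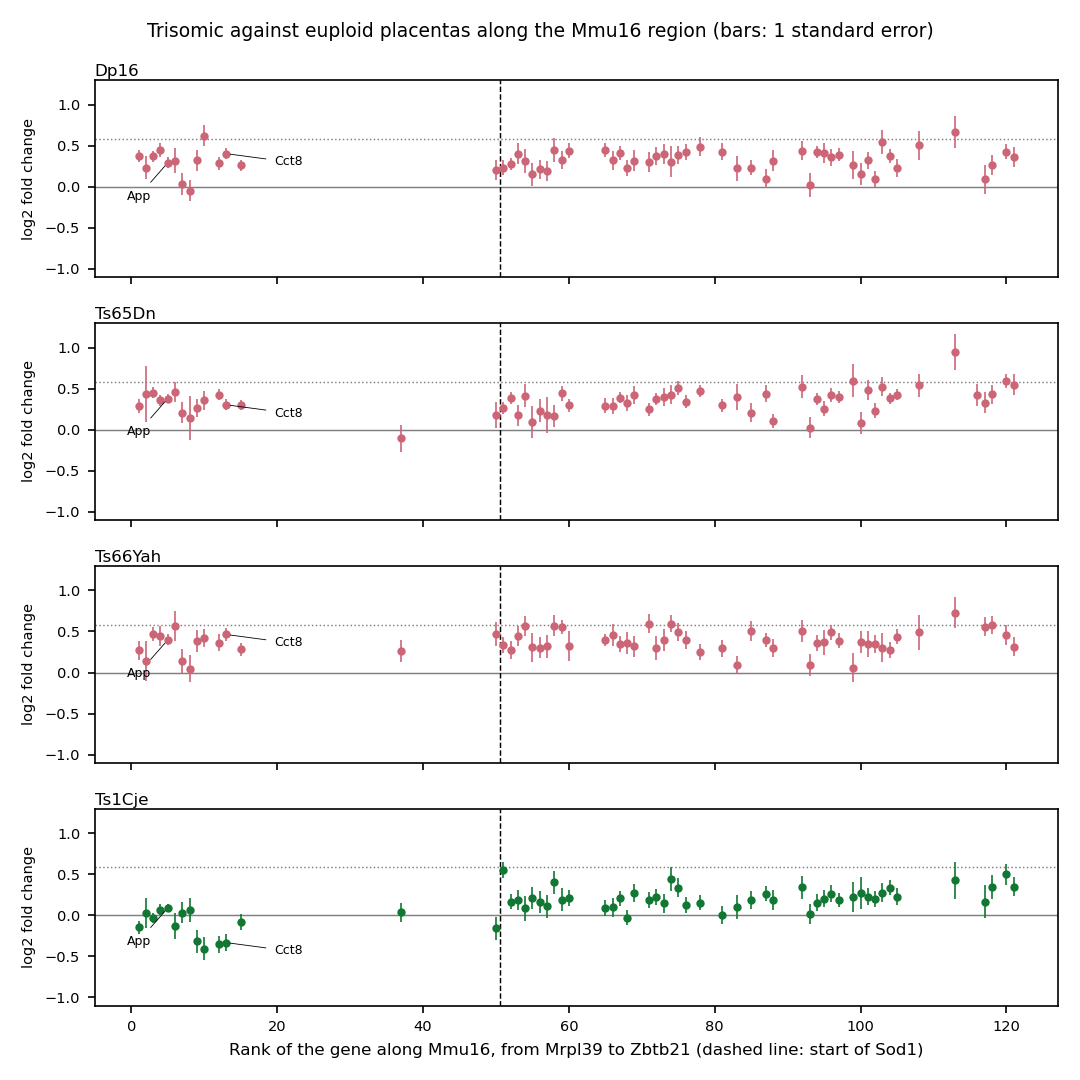
Log2 fold change of trisomic against euploid placentas (y axis, with 1 standard error) for bright probe sets ordered along the Mmu16 segment from Mrpl39 to Zbtb21 (x axis, rank), 1 panel per model; the dashed line marks Sod1 and the dotted line the log2 of 3 copies over 2, 0.58. In the Ts1Cje panel Cct8, left of Sod1, is at -0.33 and C2cd2, right of it, at 0.50.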

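In Dp16 placentas, 49 of 132 measured genes of the trisomic Mmu16 segment were upregulated MDGs (37.1%), in Ts65Dn 47 of 121 (38.8%) and in Ts66Yah 53 of 121 (43.8%). Downregulated MDGs of the segment numbered 0, 1 and 1. Outside the trisomic segments the shares of upregulated MDGs were 2%, 2.42% and 2.68% (Fisher's exact tests across genes, p = 6.14e-47, 1.07e-42 and 5.17e-49). Genes of a segment are not independent replicates. Most of the genes that did not pass were dim on the arrays: of the bright genes 67.7%, 69.3% and 80.3% were upregulated MDGs, and of the dim genes 7.46%, 6.78% and 6.67%. Among the bright genes were the kinase gene Dyrk1a, with log2 fold changes of 0.39 (standard error 0.078) in Dp16, 0.40 (standard error 0.069) in Ts65Dn and 0.39 (standard error 0.091) in Ts66Yah, and Donson, a DNA replication gene, with 0.40 (standard error 0.12), 0.40 (standard error 0.11) and 0.40 (standard error 0.13).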

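The mean signal of the bright genes from Sod1 to Zbtb21, taken above the array median, was higher in trisomic than in euploid placentas of all 4 models, and least so in Ts1Cje. It was 2.35 ± 0.098 (SD, n = 20) against 2.00 ± 0.17 (SD, n = 20) in Dp16, 2.42 ± 0.10 (SD, n = 19) against 2.07 ± 0.13 (SD, n = 17) in Ts65Dn, and 2.32 ± 0.19 (SD, n = 24) against 2.10 ± 0.22 (SD, n = 17) in Ts1Cje. In Ts66Yah it was 2.45 ± 0.056 (SD, n = 9) against 2.07 ± 0.042 (SD, n = 14). The differences correspond to fold changes of 1.28 in Dp16, 1.27 in Ts65Dn and 1.17 in Ts1Cje (two-sided permutation tests, p = 1e-05, 1e-05 and 0.00065, where 1e-05 is the smallest that 100000 permutations give), and of 1.29 in Ts66Yah (two-sided exact permutation test, p = 1.22e-06). On this scale a trisomic placenta exceeded the euploid median in 20 of 20, 19 of 19, 9 of 9 and 22 of 24 cases in Dp16, Ts65Dn, Ts66Yah and Ts1Cje, and in 20, 18, 9 and 18 with the mean of the brighter probe sets of the array subtracted instead of the array median. The shift in Ts1Cje minus the mean of the other 3 models was -0.13 on the log2 scale, across models that were each normalized apart (permutation test, p = 0.0438). The permutations were made within models, on the deviations of placentas from the mean of their genotype. The shift in Ts1Cje was smaller for 59 of 71 genes. Within Ts1Cje the level varied by placenta: with the mean of the brighter probe sets subtracted and relative to the euploid median, the 16 placentas labelled trisomic under the midpoint ran from -0.02 to 0.11 and the other 8 from 0.28 to 0.48. Of the 17 placentas labelled euploid, 15 ran from -0.04 to 0.09, and the others, embryo 2 of litter Dam10 and embryo 3 of litter Dam15-2, lay at -0.64 and -0.61. Above the array median both lay at 1.53, so they lower the euploid mean of 2.10 and widen the Ts1Cje shift. The shift was not computed without them. Relative to the euploid median, the median placenta labelled trisomic lay at 0.05 in Ts1Cje, 0.35 in Dp16, 0.40 in Ts65Dn and 0.40 in Ts66Yah. From the smaller share of changed genes, the paper proposes that the transcriptomic effects of trisomy on the placenta may be reduced in Ts1Cje.

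**Figure D2:**
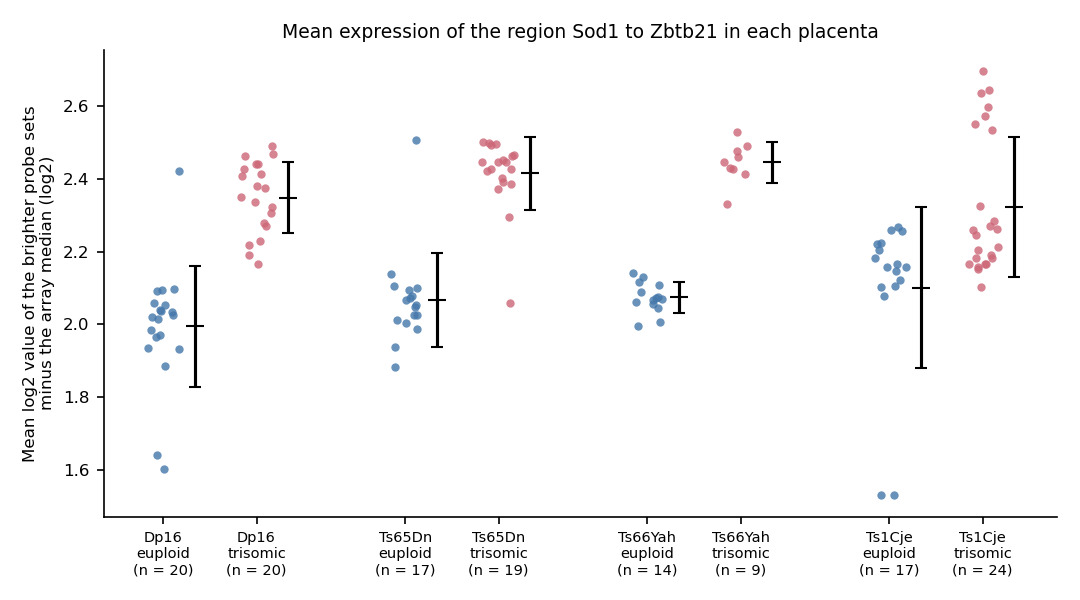
Mean log2 signal of the bright genes from Sod1 to Zbtb21 minus the array median (y axis) for each placenta, by model and genotype label (x axis), with bars for the mean and SD. The trisomic and euploid placentas average 2.45 and 2.07 in Ts66Yah and 2.32 and 2.10 in Ts1Cje.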

The smaller percentage of differentially expressed trisomic genes in Ts1Cje suggests that the transcriptomic effects of trisomy on the placenta may be reduced in this model.

**Fig. 2.**
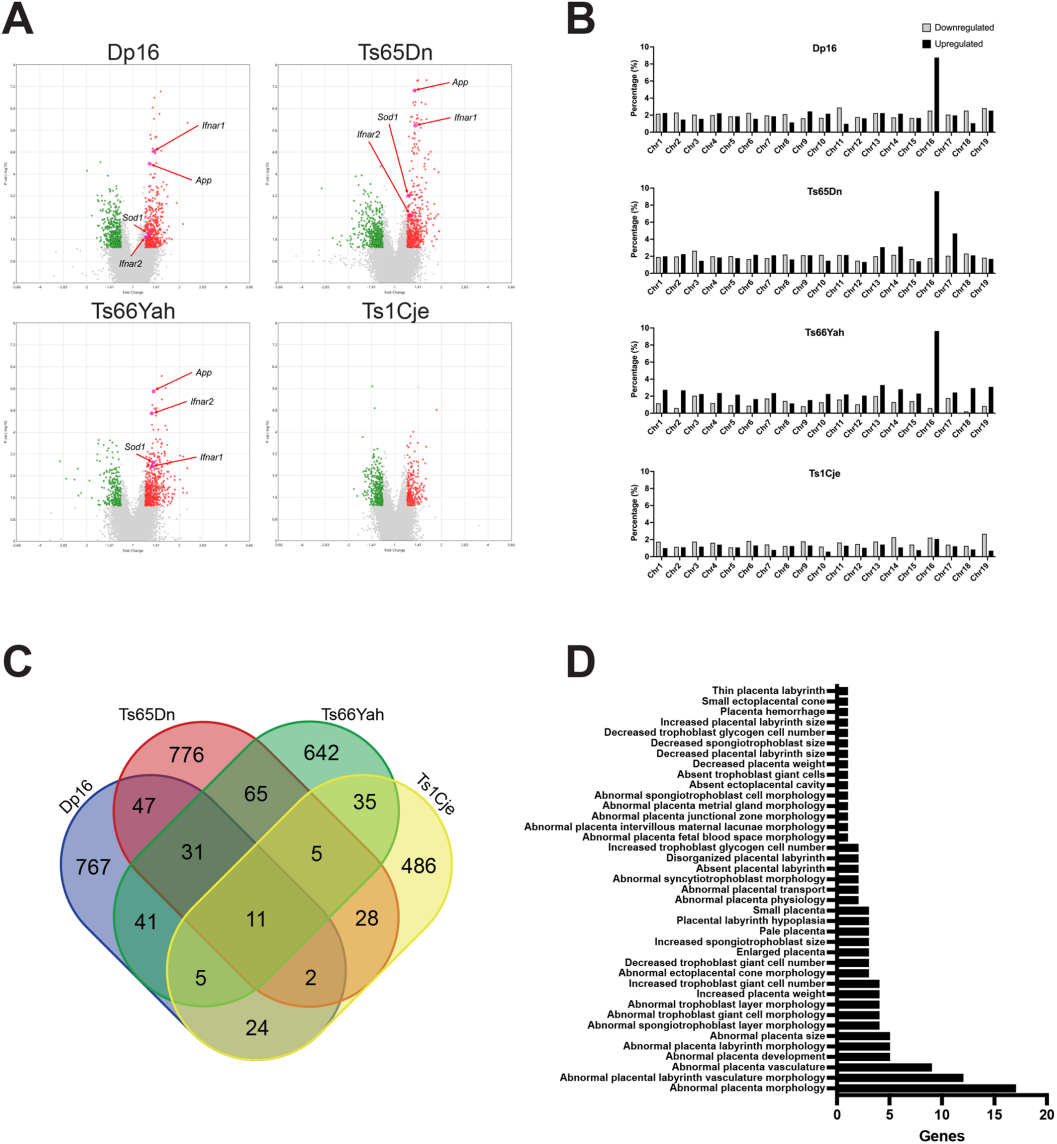
**Comparison of marginally dysregulated placental genes in four mouse models of Down syndrome.** (A) Volcano plots highlighting upregulated (red) and downregulated (green) marginally dysregulated genes (MDGs) in trisomic placentas of each model. The *Mmu*12-encoded gene *Dnah11* was excluded from the Ts1Cje plot because it showed high expression due to the translocation of distal *Mmu*16 to *Mmu*12. (B) MDGs show genome-wide distribution in each model. *y*-axes show the percentage of microarray probes that are MDGs on each chromosome. Higher percentages of MDGs on *Mmu16* in all models and on *Mmu17* in Ts65Dn correspond with trisomic genomic regions. (C) Venn diagram illustrating minimal MDG overlap in all four models. (D) Multiple mouse placental phenotypes are associated with MDGs. Queries of Mouse Genome Informatics (https://www.informatics.jax.org/batch) using the four MDG lists from each model (2947 total genes) identified 54 genes associated with 39 mammalian phenotype IDs (MPs) related to the placenta or trophoblasts. Individual gene associations with each MP are shown in the bar graph. Some genes were associated with multiple MPs (121 gene-MP associations in total; Table S3C).

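Dnah11, which encodes a dynein heavy chain of motile cilia, was the gene with the largest change in Ts1Cje placentas. Its log2 signal was 9.71 ± 0.18 (SD, n = 24) in trisomic and 4.45 ± 1.62 (SD, n = 17) in euploid placentas (adjusted p = 3.59e-16 from limma). The euploid mean lies below the median array signal of the euploid placentas, 4.64, and is not shown to be above background, so that no fold change is given. All 24 placentas labelled trisomic lay between 9.36 and 10.0. Of those labelled euploid, 16 lay between 2.46 and 6.19, and embryo 3 of litter Dam11 lay at 9.53. In the other models the log2 fold change of Dnah11 was -0.17 (standard error 0.15) in Dp16, 0.04 (standard error 0.13) in Ts65Dn and -0.17 (standard error 0.15) in Ts66Yah. Over 10 genes of the Mmu12 neighbourhood 6 were higher in Ts1Cje, and the mean shift of 0.49 rested on Dnah11: its neighbours Cdca7l and Sp4 had log2 fold changes of -0.26 (standard error 0.11) and -0.28 (standard error 0.17). The paper states that the translocation deleted several Mmu12 genes and left the model monosomic for them. Its text does not name them, and a tie to these neighbours was not tested. Because the placentas fall into clusters on the level of the genes from Sod1 to Zbtb21, no relation between that level and Dnah11 was tested.

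**Figure D3:**
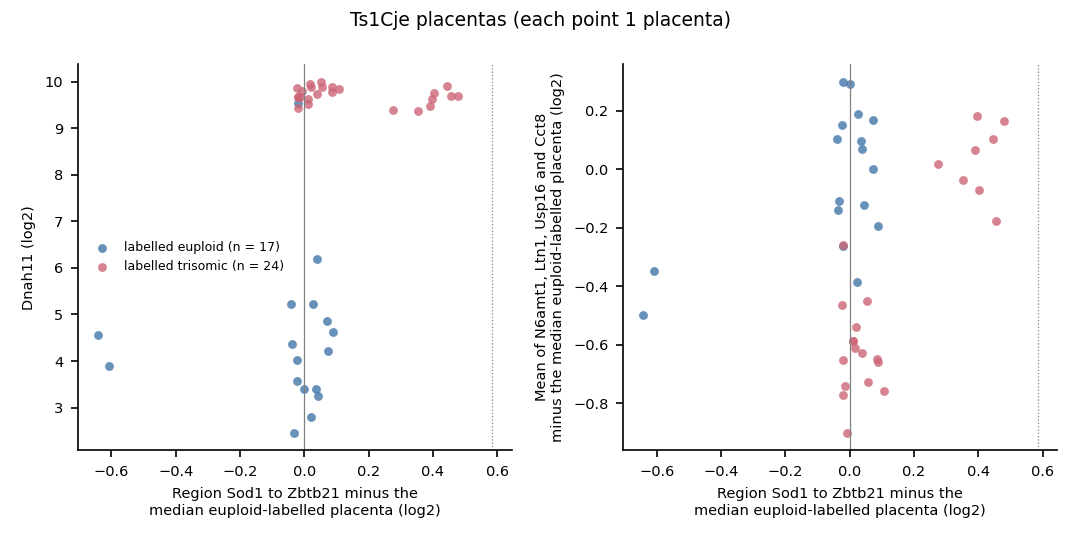
Level of the bright genes from Sod1 to Zbtb21 relative to the median euploid placenta (x axis, log2; dotted line at log2 of 1.5, 0.58) in each Ts1Cje placenta, coloured by genotype label, against the log2 signal of Dnah11 (left) and against the mean level of N6amt1, Ltn1, Usp16 and Cct8 (right, log2). Dnah11 runs from 9.36 to 10.0 in the 24 placentas labelled trisomic, whose level on the x axis runs from -0.02 to 0.48.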

Eleven MDGs were shared among the four models: eight trisomic *Mmu16* genes – *C2cd2*, *Cct8*, *Hlcs*, *Hmgn1*, *Itsn1*, *Ltn1*, *Usp16*, *Zbtb21* – and three non-trisomic genes, the C-type lectin receptor *Clec1b* and two prolactin genes, *Prl4a1* and *Prl8a1* (Fig. 2C, Table 2). 

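In 8 of the Mmu16 genes that passed in all 4 models the direction was up in each. Besides C2cd2, the log2 fold changes in Dp16, Ts65Dn, Ts66Yah and Ts1Cje were 0.44, 0.52, 0.50 and 0.34 for Hlcs, the holocarboxylase synthetase gene, 0.38, 0.38, 0.27 and 0.34 for the nucleosome-binding gene Hmgn1, 0.39, 0.51, 0.49 and 0.34 for the endocytic scaffold gene Itsn1, and 0.36, 0.54, 0.31 and 0.35 for Zbtb21. Ripk4, Tmem50b and Vps26c also passed in every model. Cct8, Ltn1 and Usp16, which lie between App and Sod1, were higher in the models with an extra copy and lower in Ts1Cje. Ltn1, a ubiquitin ligase gene of ribosome quality control, had log2 fold changes of 0.62 (standard error 0.13), 0.36 (standard error 0.12), 0.42 (standard error 0.11) and -0.41 (standard error 0.14), and the deubiquitinase gene Usp16 of 0.29 (standard error 0.079), 0.43 (standard error 0.068), 0.36 (standard error 0.10) and -0.35 (standard error 0.10). Cct8 exceeded the euploid median in 4 of 24 trisomic Ts1Cje placentas. The mean of these 3 genes and N6amt1, relative to the median euploid placenta, ran from -0.90 to -0.26 in the 16 placentas labelled trisomic whose genes from Sod1 to Zbtb21 lay under the midpoint to the level of the other models, and from -0.18 to 0.18 in the other 8. In all, 14 genes were MDGs in all 4 models, 11 in Mmu16 and 3 elsewhere, where independent lists would share 0.0699. In 11 the direction was the same in every model, where 0.00835 would be shared. The unadjusted p rose over 0.05 for Hlcs in Ts1Cje without litter Dam10 (0.31), Dam15 (0.23) or Dam15-2 (0.27), for Ltn1 in Ts1Cje without Dam15 (-0.30), and for Zbtb21 in Ts66Yah without Dam15 (0.27) or Dam18 (0.26).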

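The prolactin family, hormone genes of trophoblast and decidua on Mmu13, was higher as a group in trisomic Dp16 placentas. Of 25 measured members 24 were higher in Dp16, 11 at an adjusted p under 0.1 from limma adjusted over the list alone, while 1, Prl4a1, passed over all probe sets. The mean over the family was 0.24 higher on the log2 scale (standard error 0.054, above the euploid median in 18 of 20 placentas, permutation test, p = 0.0001, adjusted p = 0.00467 over 140 tests). Prl2c1 had a log2 fold change of 0.36 (standard error 0.094), Prl3c1 of 0.49 (standard error 0.13) and Prl7a2 of 0.31 (standard error 0.087). The log2 fold change of the family mean was 0.11 in Ts65Dn (standard error 0.070), 0.06 in Ts66Yah (standard error 0.093) and 0.08 in Ts1Cje (standard error 0.056), with 1, 3 and 2 members higher and 0, 2 and 0 lower when adjusted over the list alone, and 0 over all probe sets. Prl3d2 and Prl3d3, placental lactogen genes of giant cells, fell by 0.87 (standard error 0.29) and 0.86 (standard error 0.28) on the log2 scale in Ts66Yah. In limma's camera test of the list against all other genes the adjusted p was 1.37e-13 in Dp16 and 0.0302 in Ts65Dn, and adjusted p = 0.0571 and 0.638 with an estimated correlation. Of the 25 probe sets 17 also stand in the lists of placental cell types, Prl7a2 among the genes of parietal and canal giant cells and Prl3c1 among those of the decidua. In Dp16 these 17 were higher by 0.13 (standard error 0.041) and the other 8 by 0.45 (standard error 0.096) on the log2 scale, in a split chosen after the values were seen. The giant cell list, at 0.12 in Dp16 (standard error 0.050, permutation test, p = 0.0209, adjusted p = 0.287), was at 0.20 (standard error 0.058) over its 7 prolactin members and at -0.02 (standard error 0.052) over its other 4 genes. Genes of syncytiotrophoblast I were at -0.19 (permutation test, p = 0.00328, adjusted p = 0.115). Without their prolactin members, 14 genes of the spongiotrophoblast were at 0.01 in Dp16 (standard error 0.028) and 15 of the decidua at 0.09 (standard error 0.075). The spongiotrophoblast value argues against more of these cells as the source of the family's shift in Dp16, and the decidua stays open. Beyond these splits, a change in the share of cell types was not tested apart from a change in the genes.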

*Prl4a1* and *Prl8a1* are members of the mouse prolactin/hormone gene family and show placenta-specific expression. 

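Among the genes outside the trisomic segments, Prl4a1, Prl8a1 and Clec1b were higher in trisomic placentas of all 4 models at the marginal cutoff. Prl4a1 had log2 fold changes of 0.51 (standard error 0.20) in Ts65Dn, 0.60 (standard error 0.17) in Ts66Yah and 0.59 (standard error 0.20) in Ts1Cje, beside its larger change in Dp16. Prl8a1, a further hormone gene of the spongiotrophoblast, had log2 fold changes of 0.47 (standard error 0.14), 0.35 (standard error 0.17), 0.82 (standard error 0.23) and 0.42 (standard error 0.13) in Dp16, Ts65Dn, Ts66Yah and Ts1Cje. For Clec1b, a lectin receptor gene of platelets, they were 0.37 (standard error 0.18), 0.76 (standard error 0.25), 0.60 (standard error 0.26) and 0.45 (standard error 0.17). Apart from Prl4a1 in Dp16, none of these passed the adjustment over all probe sets in limma, with adjusted p-values from 0.377 for Prl8a1 in Dp16 to 0.859 for Clec1b in Ts66Yah. The unadjusted p rose over 0.05 for Prl4a1 in Ts65Dn without litter Dam11 (0.40) or Dam18 (0.42), for Prl8a1 in Ts65Dn without Dam11 (0.30), Dam113 (0.31), Dam125 (0.26), Dam18 (0.39) or Dam42 (0.36), and for Clec1b in Dp16 without Dam2 (0.35), Dam47 (0.30), Dam57 (0.33) or Dam81 (0.32), in Ts66Yah without Dam12 (0.55) or Dam15 (0.47) and in Ts1Cje without Dam15-2 (0.35).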

*Prl4a1* is essential for an adaptive response to hypoxia in pregnancy and is normally downregulated by E18.5 (Simmons et al., 2008), while *Clec1b* is involved in platelet activation that regulates neurovascular development as well as inflammation/immune responses (Finney et al., 2012; Lowe et al., 2015; Navarro-Núñez et al., 2013). Significant upregulation of *Prl4a1* and *Clec1b* was confirmed by qPCR in Dp16, Ts65Dn, and Ts66Yah trisomic placentas, and a trend towards upregulation was seen in Ts1Cje (Fig. S1). 

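Dp16, Ts65Dn and Ts66Yah shared 45 MDGs, 32 in trisomic Mmu16 and 13 elsewhere, where independent lists would share 2.2. All 32 Mmu16 genes had the same direction in the 3 models, and Rcan1, a calcineurin inhibitor gene, is an example with log2 fold changes of 0.43 (standard error 0.10), 0.30 (standard error 0.080) and 0.30 (standard error 0.10). Of the 13 others 11 had the same direction in the 3 models. Besides Prl4a1, Prl8a1 and Clec1b, the higher ones were Angpt2, Arhgap9, Chrdl2, Pcsk6, Smpx, Vcan and the interferon-induced gene Rtp4, and the lower one was Bcl11a. Chrdl2, a secreted BMP antagonist gene, had log2 fold changes of 0.41 (standard error 0.20), 0.91 (standard error 0.29) and 0.69 (standard error 0.26), and the transcription factor gene Bcl11a of -0.46 (standard error 0.19), -0.51 (standard error 0.19) and -0.33 (standard error 0.15). Clic3 and Vmn2r93 had mixed directions, with Clic3 at -0.40, -0.58 and 0.49. Pairs of these models shared 113, 112 and 129 MDGs (Dp16 with Ts65Dn, Dp16 with Ts66Yah, and Ts65Dn with Ts66Yah), where 50.6, 44.7 and 47.4 would be shared by independent lists.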

Forty-two shared MDGs were present among Dp16, Ts65Dn, and Ts66Yah: 29 trisomic *Mmu*16 genes and 13 genes from non-trisomic regions (Fig. 2C, Table 2). Several of these shared MDGs were identified in previous gene expression studies in Ts1Cje and human placentas: *C2cd2*, *Hlcs*, *Hmgn1*, and *Itsn1* were upregulated in the Ts1Cje placenta (Pennings et al., 2011), and *APP*, *ETS2*, *ITSN1*, *HMGN1*, and *USP16* were upregulated in human placentas (Bianco et al., 2016; Rozovski et al., 2007; Wong et al., 2018).

**Table 2.** Shared differentially expressed genes and marginally dysregulated genes among placentas of four mouse models of Down syndrome

Mouse models	Chromosome	Marginally dysregulated genes*
Dp16, Ts65Dn, Ts66Yah, Ts1Cje	Trisomic *Mmu*16 region	*C2cd2*, *Cct8*, *Hlcs*, *Hmgn1*, *Itsn1*, *Ltn1*, *Usp16*, *Zbtb21*
	Non-trisomic regions	*Clec1b*, *Prl4a1*, *Prl8a1*
Dp16, Ts65Dn, Ts66Yah	Trisomic *Mmu*16 region	***App***, ***Atp5j***, ***Atp5o***, *B3galt5*, *Bace2*, ***C2cd2***, ***Cct8***, *Donson*, ***Dyrk1a***, *Ets2*, ***Gabpa***, *Hlcs*, *Hmgn1*, ***Ifnar1***, ***Ifnar2***, *Itsn1*, *Mis18a*, *Mrpl39*, *Mx2*, ***Pigp***, *Ltn1*, *Rcan1*, *Ripk4*, *Sod1*, ***Synj1***, *Ttc3*, *Usp16*, ***Vps26c***, *Wrb*, *Zbtb21*
	Non-trisomic regions	*Angpt2*, *Arhgap9*, *Bcl11a*, *Chrdl2*, *Clec1b*, *Clic3*, *Pcsk6*, *Prl4a1*, *Prl8a1*, *Rtp4*, *Smpx*, *Vcan*

*Shared differentially expressed genes among Ts65Dn, Ts66Yah, and/or Dp16 are in bold.

### Embryonic lethal and placental phenotypes of dysregulated genes

Comprehensive mouse screens have shown that embryonic lethal mutations frequently give rise to placental abnormalities (Mohun et al., 2013), and placenta-specific gene knockouts have been shown to be partially or fully causative for embryonic heart defects (Adams et al., 2000; Barak et al., 1999; Maruyama et al., 2016; Radford et al., 2023; Torregrosa-Carrion et al., 2021). This suggests that placental abnormalities may be a previously unappreciated source of developmental defects. 

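Most MDGs, such as Gpc3 in Ts65Dn or Myh10 in Dp16, passed in 1 model. Over the 4 models 3328 probe sets were MDGs at least once, which is 15.0% of the array, and 3200 of them carry 1 of 3188 gene names. In exactly 1 model passed 2944 of these probe sets, and in exactly 2 models 318.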

A query of Mouse Genome Informatics (MGI) for mammalian phenotype annotation (https://www.informatics.jax.org/batch) using a master MDG list (generated by combining all four MDG lists) showed that 9.5% of these genes (279/2947) were associated with prenatal lethality (Table S3A). These included the shared DEGs *Atp5o*, *Cct8*, *Dyrk1a*, *Gabpa*, and *Vps26c*. This MGI query also identified 54 MDGs associated with placental phenotypes, the majority of which were related to placental morphology and structure (Fig. 2D; Table S3B,C). This gene list included the shared MDGs *Prl4a1*, *Ets2*, and *Vcan* (encoding the extracellular matrix protein versican). 

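The log2 fold changes of Atp5o, a subunit of the mitochondrial ATP synthase, were 0.43 (standard error 0.093) in Dp16, 0.34 (standard error 0.076) in Ts65Dn, 0.40 (standard error 0.11) in Ts66Yah and 0.13 (standard error 0.10) in Ts1Cje. Those of Gabpa, a transcription factor gene of nuclear-encoded mitochondrial genes, were 0.45 (standard error 0.084), 0.36 (standard error 0.067), 0.44 (standard error 0.12) and 0.07 (standard error 0.068). Vps26c, an endosomal sorting gene, had 0.36, 0.42, 0.49 and 0.27 in the same order, and Dyrk1a 0.18 (standard error 0.083) in Ts1Cje.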

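Of the 54 placental phenotype genes that the paper lists, 53 are measured by name, 2 of them only under a name taken from Table S1 of the paper, and 48 were MDGs in at least 1 model. Both directions occurred: of the 52 probe sets that hold the other 51 under names of the platform, 7 were upregulated and 12 downregulated MDGs in Dp16, 7 and 3 in Ts65Dn, 15 and 5 in Ts66Yah, and 7 and 5 in Ts1Cje. The list was chosen by the study from MDGs of these same placentas, so these counts are not independent evidence.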

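Ets2, a transcription factor gene of trophoblast in the trisomic segment of all 4 models, had log2 fold changes of 0.32 (standard error 0.10) in Dp16, 0.48 in Ts65Dn (standard error 0.12, adjusted p = 0.0903 from limma), 0.35 (standard error 0.16) in Ts66Yah and 0.23 (standard error 0.100) in Ts1Cje. Vcan on Mmu13 had log2 fold changes of 0.42 (standard error 0.17), 0.64 (standard error 0.23), 0.65 (standard error 0.24) and 0.37 (standard error 0.19) in the same order, with adjusted p-values from 0.475 in Ts65Dn to 0.933 in Ts1Cje in limma. Without litter Dam15-2 the log2 fold change of Ets2 in Ts1Cje was 0.12. The unadjusted p rose over 0.05 for Ets2 without litter Dam15-2 or Dam11 (0.21) in Ts1Cje and without Dam12 (0.35), Dam13 (0.32), Dam15 (0.24) or Dam19 (0.41) in Ts66Yah, and for Vcan without Dam33 (0.33) or Dam81 (0.36) in Dp16, Dam18 (0.50) in Ts65Dn or Dam15 (0.50) in Ts66Yah.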

Intriguingly, 21 (39%) of these placental phenotype-associated MDGs were also associated with abnormal heart or brain phenotypes, including *Baiap2*, *Dlc1*, *Erg*, *Gpc3*, *Mecom*, *Myh10*, and *Vcan* (Table S3D).

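The vascular transcription factor gene Erg was higher in Ts66Yah at the marginal cutoff, with a log2 fold change of 0.37 (standard error 0.13), and so was Mecom in Ts65Dn, with 0.45 (standard error 0.16) on a dim probe set. Gpc3, a glypican gene that limits growth, fell by 0.55 (standard error 0.22) in Ts65Dn, Myh10, a nonmuscle myosin gene, by 0.30 (standard error 0.11) in Dp16, and the actin regulator gene Baiap2 by 0.27 (standard error 0.12) in Ts66Yah on the log2 scale. Each of these passed the MDG cutoffs in 1 model. Dlc1, a Rho GTPase-activating gene, had its largest difference in Dp16, with a log2 fold change of -0.25 (standard error 0.11), and did not pass the fold cutoff. In Ts66Yah the Myh10 signal of 1 trisomic placenta, embryo 5 of litter Dam19, was 7.96 and stood apart from the other 8.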

### Enriched pathway analyses

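Of 35 lists of pathway and cell-type genes, the interferon-stimulated genes and the prolactin family had the smallest p-values in trisomic Dp16 placentas. Each list was tested against all other probe sets with limma's camera at a preset correlation of 0.01 between genes, and 10 lists in Dp16, 11 in Ts65Dn, 6 in Ts66Yah and 4 in Ts1Cje had an adjusted p under 0.1 over the 140 tests. With a correlation estimated from the placentas the counts were 2, 0, 1 and 0. At the preset correlation 5 lists passed in Dp16 without litter Dam33, and in Ts65Dn 6 without litter Dam11 or Dam18 and 7 without litter Dam125. Interferon-stimulated genes passed that test in Dp16 and Ts66Yah, and the prolactin family in Dp16. Genes of syncytiotrophoblast II, the layer that faces the fetal vessels, had a mean log2 fold change of -0.18 in Dp16 (standard error 0.088, 10 genes) and 0.14 in Ts65Dn (standard error 0.062), with a camera adjusted p of 0.0504 and 0.066, and adjusted p = 0.482 and 0.56 with an estimated correlation, and the difference between these models was not tested.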

Metascape enriched pathway analyses performed for the MDG sets from Dp16, Ts65Dn, Ts66Yah, and Ts1Cje revealed both similarities and differences (Fig. S2, Table S4). The most significant functional pathway clusters for Dp16 related to circulatory system function, detection of stimulus, and extracellular matrix/cytokine signaling; for Ts65Dn to extracellular matrix, sensory perception, and metabolic processes; for Ts66Yah to immune system/inflammatory response and extracellular matrix; and for Ts1Cje to circulatory system function and G protein-coupled receptor signaling. Both *App* and *Sod1* were present in multiple pathway clusters for Dp16, Ts65Dn, and Ts66Yah (*App*=4/20, 9/20, 8/20 and *Sod1=*6/20, 3/20, 7/20 in Dp16, Ts65Dn, and Ts66Yah, respectively, Table S4). 

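The means of blood vessel genes differed by small amounts, and none passed the permutation test after adjustment over 140 tests. Markers of the fetal endothelium had a mean log2 fold change of 0.12 in Ts1Cje (standard error 0.062, 14 of 16 genes higher, above the euploid median in 20 of 24 trisomic placentas), 0.10 in Ts66Yah (standard error 0.078), -0.06 in Ts65Dn (standard error 0.067) and -0.03 in Dp16 (standard error 0.074). In Ts1Cje and Ts66Yah the camera adjusted p was 0.00307 and 0.0831, and adjusted p = 0.431 and 0.674 with an estimated correlation. Markers of pericytes and smooth muscle had a mean log2 fold change of -0.18 in Dp16 (standard error 0.097, above the euploid median in 1 of 20 trisomic placentas) and -0.12 in Ts65Dn (standard error 0.070), where the camera adjusted p was 0.0831 in each, and adjusted p = 0.626 and 0.56 with an estimated correlation. Differences between models in these lists were not tested.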

*Ifnar1* and *Ifnar2* dysregulation was present in four pathway clusters in both Dp16 and Ts66Yah, but in only one Ts65Dn cluster.

To compare enriched pathways across the four models, Metascape pathways within the top 20 clusters for each model were manually re-categorized into nine functional groups (Fig. 3A; Table S4). This broad functional aggregation showed that all four models had high percentages of extracellular network pathways. In addition, Ts66Yah and Dp16 had higher percentages of immune system pathways than Ts65Dn and Ts1Cje. 

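The means of the lists of extracellular matrix genes did not shift in any model, and single members rose or fell. These tests ask for a shift in 1 direction. The pathway enrichment of the paper rests on MDGs of both directions in other gene sets, so the tests do not bear on it directly. The mean log2 fold change of 52 collagen and laminin genes was 0.04 in Dp16 (standard error 0.037), 0.01 in Ts65Dn (standard error 0.032), 0.06 in Ts66Yah (standard error 0.048) and -0.02 in Ts1Cje (standard error 0.030), with adjusted p-values of 0.177, 0.676, 0.247 and 0.894 in camera. Lamb1, a laminin chain of basement membranes, rose in Ts65Dn with a log2 fold change of 0.41 (standard error 0.083, adjusted p = 0.00871 from limma) and was the 1 member that passed when adjusted over the list alone. Of 38 other core matrix genes 2 rose and 2 fell in Dp16 when adjusted over the list alone, with the proteoglycan gene Lum and the elastic fibre gene Emilin1 higher, and Eln and Mfap2 lower, where Mfap2, a microfibril gene, had a log2 fold change of -0.48 (standard error 0.17). None of these 4 passed over all probe sets. Of 43 matrix proteases and inhibitors, Adamts4 rose with a log2 fold change of 0.40 (standard error 0.12) and Timp3 fell in Dp16, and Adamts16 fell in Ts1Cje, when adjusted over the list alone, and 0 passed over all probe sets. The camera adjusted p of these 2 lists lay between 0.343 and 0.889.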

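No list of immune cell markers passed camera with an estimated correlation, which the interferon-stimulated genes passed in Dp16 and Ts66Yah. This does not set the shifts apart: in Dp16 the interferon shift exceeded that of natural killer and T cell markers by 0.12 (standard error 0.079). Markers of uterine natural killer and T cells had a mean log2 fold change of 0.21 in Ts66Yah (standard error 0.096, 16 of 21 genes higher) and 0.14 in Dp16 (standard error 0.074), against -0.06 in Ts65Dn (standard error 0.13) and 0.03 in Ts1Cje (standard error 0.086). In Ts66Yah the receptor gene Cd96 had a log2 fold change of 0.87 (standard error 0.26) and the T-box gene Tbx21 of 0.47 (standard error 0.14), the 2 members that passed in limma when adjusted over the list alone, while 0 passed over all probe sets. The list's adjusted p in Ts66Yah was 0.0156 in camera, and adjusted p = 0.482 with an estimated correlation. Neutrophil markers had a mean log2 fold change of -0.08 in Dp16 (standard error 0.060), 0.01 in Ts65Dn (standard error 0.062), -0.06 in Ts66Yah (standard error 0.087) and 0.05 in Ts1Cje (standard error 0.068), with camera adjusted p-values between 0.586 and 0.924.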

Ts66Yah showed few pathways related to growth and development, while the other three models showed high percentages of these pathways.

**Fig. 3.**
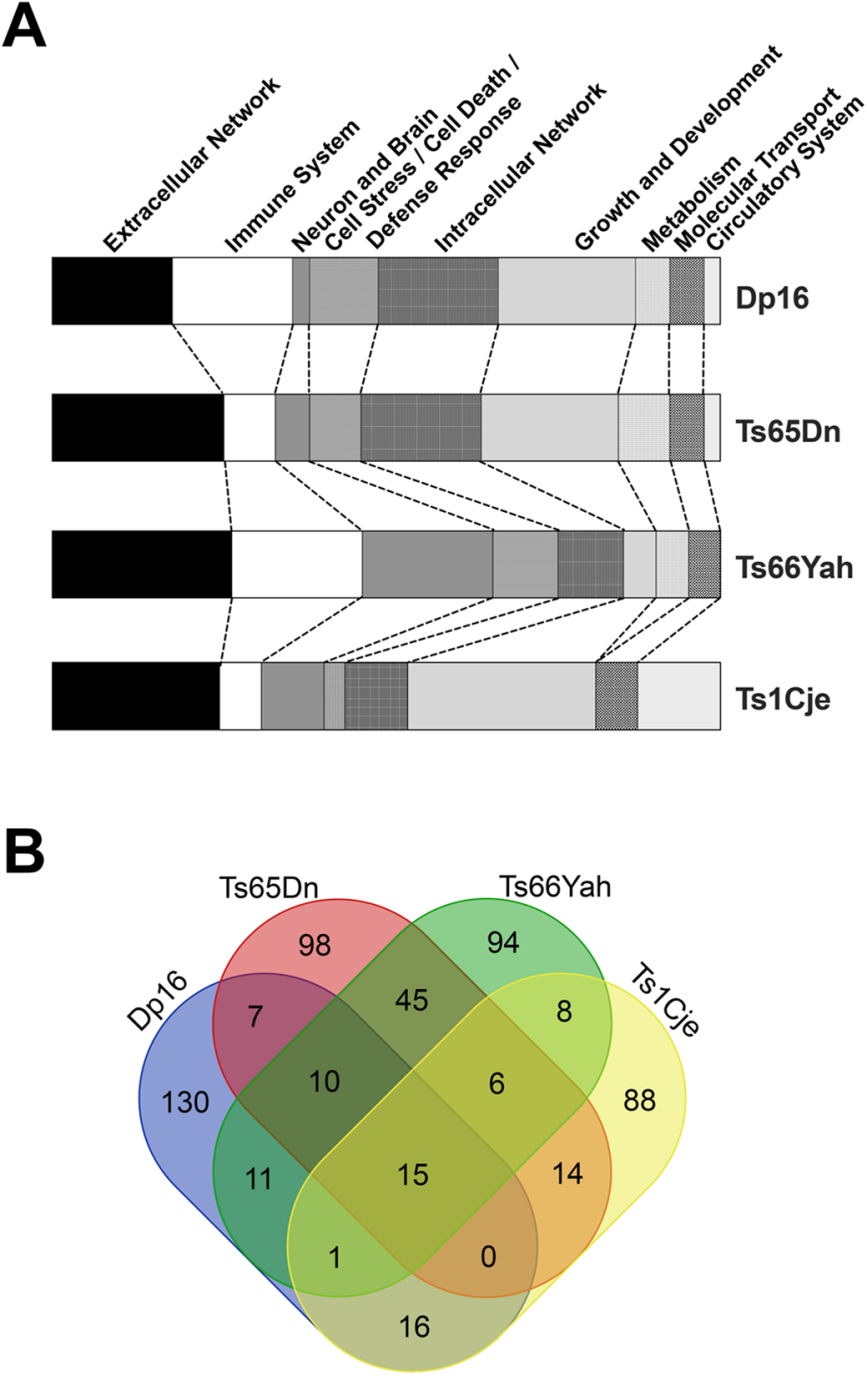
**Metascape enrichment analyses of marginally dysregulated genes in placentas of four mouse models of Down syndrome.** (A) Heatmaps illustrating higher order aggregation of the enriched pathways for each model. All pathways within the top 20 clusters for each model were manually re-categorized into nine biological groups (shown at top). (B) Venn diagram showing overlap of enriched pathways in the 20 most significant functional clusters for each model. Fifteen pathways are shared among the four models, and ten additional pathways are shared among Ts65Dn, Dp16, and Ts66Yah.

Shared enriched pathways among the models reflected these broad functional categories. The 15 pathways that were shared among the four mouse models (Fig. 3B, Table 3) grouped into three functional clusters that were related to the extracellular matrix/matrisome, detection of extracellular/sensory stimulus, and the positive regulation of immune response/response to stimulus. 

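Olfactory receptor genes, which make up 1080 probe sets of the array and nearly all lie in its dim part, were MDGs about as often as other genes. Their share of MDGs was 4.44% in Dp16, 5.93% in Ts65Dn, 4.54% in Ts66Yah and 3.15% in Ts1Cje, and that of all other probe sets was 4.65%, 4.86%, 4.33% and 3.19% (Fisher's exact tests, p = 0.824, 0.113, 0.702 and 1.0). Upregulated and downregulated were 31 and 17 of them in Dp16, 19 and 45 in Ts65Dn, 41 and 8 in Ts66Yah, and 9 and 25 in Ts1Cje. The mean log2 fold change of the olfactory list lay between -0.04 in Ts65Dn (camera adjusted p = 0.0626, and adjusted p = 0.482 with an estimated correlation) and 0.03 in Ts66Yah, and in Ts66Yah its direction turned when the arrays were quantile normalized again. Vomeronasal and taste receptor genes, 359 probe sets, had a mean log2 fold change of 0.06 in Ts66Yah (standard error 0.038), with a camera adjusted p of 0.0158, and adjusted p = 0.621 with an estimated correlation.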

Examination of shared pathways among Dp16, Ts65Dn, and Ts66Yah expanded this to six functional clusters (Table 3). The additional three clusters were related to the inflammatory response, regulation of immune effector process, and fatty acid/arachidonic acid metabolism. These results suggest that placental trisomy alters extracellular signaling pathways in all four models and immune system and metabolic pathways in Dp16, Ts65Dn, and Ts66Yah.

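Genes of arachidonic acid metabolism, which make prostaglandins and leukotrienes, had mean log2 fold changes of -0.02 in Dp16 (standard error 0.032), 0.01 in Ts65Dn (standard error 0.043), 0.08 in Ts66Yah (standard error 0.058) and -0.02 in Ts1Cje (standard error 0.041), over 28 genes. The list's adjusted p was 0.967, 0.676, 0.266 and 0.815 in camera. Pla2g4a, the phospholipase gene that releases arachidonic acid, had a log2 fold change of 0.50 (standard error 0.13) in Ts65Dn and was the 1 member that passed in limma when adjusted over the list alone, at an adjusted p of 0.157 over all probe sets. Alox5ap, the gene of the 5-lipoxygenase activating protein, had log2 fold changes of -0.44 (standard error 0.15) in Dp16 and 0.27 (standard error 0.12) in Ts65Dn. The lipoxygenase gene Alox12 had 0.48 (standard error 0.18) in Ts65Dn and 0.29 (standard error 0.14) in Ts1Cje.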

**Table 3.** Shared enriched IPA pathways in placentas of four mouse models of Down syndrome, grouped according to pathway clustering for each model

Metascape functional cluster	Ontology term	Pathway/term description	Dp16 −Log10(*p*)	Ts65Dn −Log10(*p*)	Ts66Yah −Log10(p)	Ts1Cje −Log10(p)
1	M5885	Naba matrisome associated	10.19	11.65	7.79	5.63
	M5883	Naba secreted factors	5.37	5.87	3.60	3.28
2	GO:0007606	Sensory perception of chemical stimulus	10.15	8.56	5.47	2.91
	GO:0007608	Sensory perception of smell	7.29	5.83	4.03	2.85
	R-HSA-9709957	Sensory perception	7.90	9.85	3.62	2.27
	R-HSA-381753	Olfactory signaling pathway	6.89	6.37	3.37	2.34
	GO:0051606	Detection of stimulus	10.56	9.06	3.33	5.27
	GO:0009593	Detection of chemical stimulus	8.07	7.08	3.31	2.36
	hsa04740	Olfactory transduction	6.40	6.38	3.28	2.89
	R-HSA-9752946	Expression and translocation of olfactory receptors	6.57	6.05	3.07	2.42
	GO:0050906	Detection of stimulus involved in sensory perception	8.21	8.70	2.89	2.76
	GO:0050911	Detection of chemical stimulus involved in sensory perception of smell	6.38	5.43	2.80	2.32
	GO:0050907	Detection of chemical stimulus involved in sensory perception	7.29	6.79	2.96	
3	GO:0032103	Positive regulation of response to external stimulus	6.79	5.90	6.19	2.22
	GO:0050778	Positive regulation of immune response	3.11	3.10	4.37	3.96
	GO:0002833	Positive regulation of response to biotic stimulus	3.57	2.38	4.04	2.23
	GO:0031349	Positive regulation of defense response	5.34	3.66	3.50	
	GO:0006954	Inflammatory response*		5.37		
4	GO:0006954	Inflammatory response*	8.05		7.50	
5	GO:0002697	Regulation of immune effector process	2.75	2.08	6.55	
6	GO:0033559	Unsaturated fatty acid metabolic process	3.42	2.80	3.99	
	GO:0120254	Olefinic compound metabolic process	3.38	3.37	3.41	
	R-HSA-2142753	Arachidonic acid metabolism	3.09	4.69	2.73	
	GO:0001676	Long-chain fatty acid metabolic process	2.66	3.88	2.54	
	GO:0006690	Icosanoid metabolic process	3.04	2.48	2.37	
	GO:0019369	Arachidonic acid metabolic process	2.41	3.13	2.05	

*Inflammatory response clustered separately in Dp16 and Ts66Yah but clustered together with other pathways in Ts65Dn.

Ingenuity pathway analysis (IPA) using the four MDG lists (Table S5) showed many similarities to Metascape analyses. Dp16, Ts65Dn, and Ts66Yah all showed enrichment of multiple pathways related to cellular immune response and immune system, and many of these pathways were predicted to be upregulated in trisomic placentas (Fig. S3). These three models showed enrichment of ‘Interferon Signaling’, ‘Role of JAK1, JAK2 and TYK2 in Interferon Signaling’, ‘Neuroinflammation Signaling Pathway’, and ‘Pathogen Induced Cytokine Storm Signaling Pathway’, with Dp16 and Ts66Yah showing more significant *P*-values and greater upregulation than Ts65Dn. 

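Macrophage markers had a lower mean in trisomic than in euploid Ts1Cje placentas, a difference that did not pass the permutation test after adjustment (p = 0.0303, adjusted p = 0.339 over 140 tests). Their mean log2 fold change was -0.22 in Ts1Cje (standard error 0.10, 13 of 14 genes lower, above the euploid median in 3 of 24 trisomic placentas), -0.02 in Dp16 (standard error 0.099), 0.06 in Ts65Dn (standard error 0.11) and 0.03 in Ts66Yah (standard error 0.086). Adgre1, the macrophage antigen F4/80, had a log2 fold change of -0.38 (standard error 0.15) in Ts1Cje. In Ts1Cje the list's adjusted p was 0.000745 in camera, and adjusted p = 0.389 with an estimated correlation, and the difference between models was not tested. None of the macrophage genes passed in limma over all probe sets or over the list alone, and 4 were downregulated MDGs in Ts1Cje.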

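Interferon-stimulated genes were higher in trisomic placentas of Dp16 and Ts66Yah, less so in Ts65Dn, and close to the euploid level in Ts1Cje. The mean over 46 of them was 0.26 higher on the log2 scale in Dp16 (standard error 0.058, above the euploid median in 19 of 20 placentas), 0.13 in Ts65Dn (standard error 0.047, 15 of 19), 0.25 in Ts66Yah (standard error 0.040, 9 of 9) and 0.05 in Ts1Cje (standard error 0.053, 16 of 24). Higher were 46, 38, 44 and 35 of the 46 genes. When adjusted over the list alone in limma, 24 passed in Dp16, 2 in Ts65Dn, 14 in Ts66Yah and 0 in Ts1Cje, and over all probe sets 0 passed in each model, while 16, 4, 15 and 0 were upregulated MDGs at an unadjusted p under 0.05. Isg15, a ubiquitin-like modifier gene, had log2 fold changes of 0.51 (standard error 0.12) in Dp16 and 0.35 (standard error 0.10) in Ts66Yah. Ifit3b, an inhibitor of viral translation, had 0.62 (standard error 0.15) and 0.80 (standard error 0.20), and the 2'-5' oligoadenylate synthetase-like gene Oasl2 had 0.47 (standard error 0.12) and 0.40 (standard error 0.12). The permutation p of the list mean was 8e-05 in Dp16, 0.00963 in Ts65Dn and 0.34 in Ts1Cje, and 9.67e-05 in the exact permutation test of Ts66Yah, with adjusted values of 0.00467, 0.166, 0.793 and 0.00467 over 140 tests. In camera with an estimated correlation the adjusted p was 0.0132 in Dp16, 0.273 in Ts65Dn, 0.0132 in Ts66Yah and 0.761 in Ts1Cje. The shift in Ts1Cje minus the mean of the other three models was -0.16 (permutation test, p = 0.00254), and the mean of Dp16 and Ts66Yah lay above Ts65Dn by 0.12 (permutation test, p = 0.0359). These tests set models against each other whose arrays were normalized apart. The dams of Ts65Dn were trisomic, and the paper proposes that trisomic maternal cells may have made its comparison less sensitive. In Ts1Cje, 16 of the 24 placentas labelled trisomic lay below the midpoint level of the segment with the interferon receptor genes. Against 15 euploid placentas the mean of 4 receptor genes differed by -0.10 (standard error 0.063) in these 16 and by 0.25 (standard error 0.057) in the others. The 4 genes are part of the segment mean that split the placentas, so the gap between the 16 and the others follows from the split. The 15 leave out the 2 euploid placentas that were lowest in that mean.

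**Figure D4:**
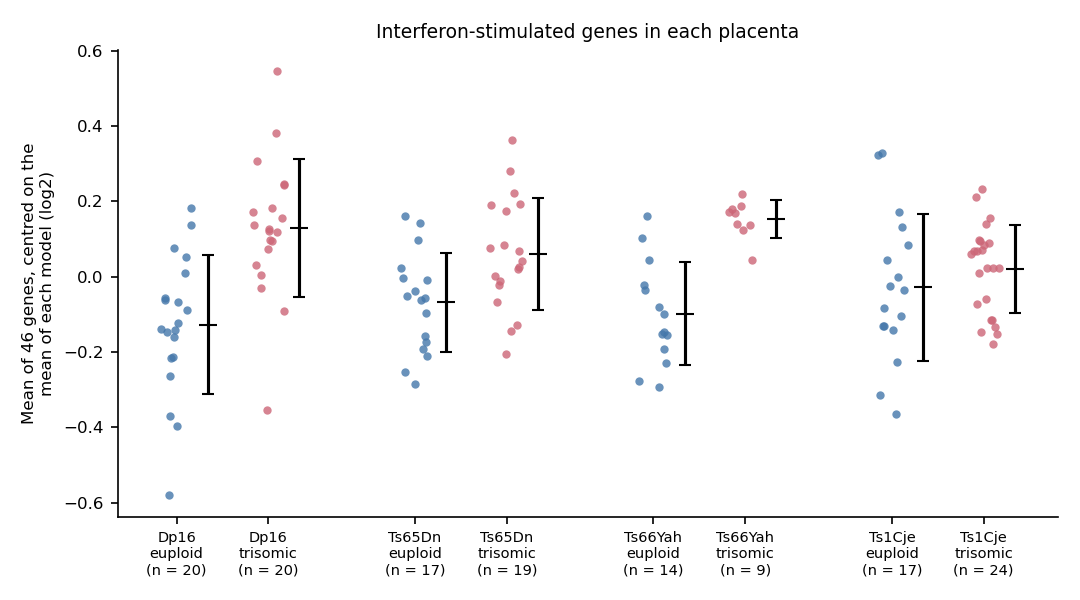
Mean log2 level of 46 interferon-stimulated genes, centred on the mean of each model (y axis), for each placenta by model and genotype label (x axis), with bars for the mean and SD. All 9 trisomic Ts66Yah placentas and 19 of 20 trisomic Dp16 placentas lie above the euploid median of their model, against 16 of 24 in Ts1Cje.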

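In Ts1Cje placentas 401 of 707 MDGs were downregulated, against 539 in Dp16, 510 in Ts65Dn and 319 in Ts66Yah. Downregulated in Ts1Cje were Foxd2, Mfap2 with a log2 fold change of -0.58 (standard error 0.20), and Amn, an endocytic receptor gene of the yolk sac, with -0.43 (standard error 0.12). Upregulated outside trisomic Mmu16 were Ccdc85a and the vascular collagen gene Col15a1 with 0.34 (standard error 0.15). With the arrays of Ts1Cje quantile normalized again, 51.6% of its MDGs were upregulated.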

Of note, most of the significantly dysregulated canonical pathways for Ts1Cje showed predicted downregulation in comparison to euploid (Fig. S3), while the other three models showed either similar levels of up- and downregulation (Dp16) or more upregulation (Ts65Dn, Ts66Yah).

IPA-predicted upstream regulators for all four models included activation by the proinflammatory cytokine tumor necrosis factor (TNF; Table S6), of interest because individuals with DS show evidence of increased TNFα signaling in blood (Sullivan et al., 2017; Zhang et al., 2017). 

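The mean of target genes of TNF and NF-kB did not shift in any model. This mean is another measure than the upstream regulator prediction of the paper, which rests on the MDG lists. The mean log2 fold change of 33 of them was -0.01 in Dp16 (standard error 0.033), -0.03 in Ts65Dn and 0.01 in Ts1Cje, and lay within 0.01 of 0 in Ts66Yah (standard error 0.041), with camera adjusted p-values of 0.939, 0.738, 0.846 and 0.99. In limma 0 members passed in each model when adjusted over the list alone, and 1 was upregulated and 1 downregulated at the MDG cutoffs (unadjusted p under 0.05) in Dp16, and 1, 0 and 1 were upregulated in Ts65Dn, Ts66Yah and Ts1Cje. They were Il6, the gene of interleukin 6, with a log2 fold change of 0.34 (standard error 0.15) in Dp16, the colony-stimulating factor gene Csf1 with -0.38 (standard error 0.14) in Dp16, the chemokine gene Ccl2 with 0.40 (standard error 0.16) in Ts65Dn and the adhesion gene Vcam1 with 0.38 (standard error 0.16) in Ts1Cje.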

Dp16 and Ts66Yah shared 30 upstream regulators, many of which showed predicted activation of inflammatory pathways (Table S6). These included upregulation of lipopolysaccharide, IFNAR, IFN alpha, IFN beta, and STAT1 pathways, as well as upregulation of innate immune signaling via STING1 upregulation and TREX1 downregulation.

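Genes of interferon receptor signalling were higher mainly where they lie in the trisomic segment. Of 18 genes of the receptors and their signal transducers, 6 in Dp16, 4 in Ts65Dn, 4 in Ts66Yah and 0 in Ts1Cje were higher when adjusted over the list alone in limma, and 2, 1, 1 and 0 over all probe sets. Il10rb, a receptor chain gene in the segment, had log2 fold changes of 0.32 in Dp16, 0.29 in Ts65Dn, 0.46 in Ts66Yah and 0.10 in Ts1Cje, and Ifngr2, the second chain of the interferon gamma receptor, had 0.23, 0.32, 0.36 and -0.03. The Ts1Cje values average over 16 placentas labelled trisomic with the segment below the midpoint level and 8 above it. Outside the segment, Usp18, which restrains the receptor, had 0.38, 0.08, 0.19 and -0.01, the transcription factor gene Irf9 0.21, 0.13, 0.13 and 0.10, and Stat2 0.14, 0.08, 0.18 and 0.09. The list's adjusted p in camera was 0.00136 in Dp16, 0.00264 in Ts65Dn, 0.0117 in Ts66Yah and 0.7 in Ts1Cje, and adjusted p = 0.482, 0.273, 0.389 and 0.936 with an estimated correlation. For the 14 members outside the trisomic segment the mean log2 fold change was 0.03 in Dp16, 0.03 in Ts65Dn, 0.03 in Ts66Yah and -0.01 in Ts1Cje, with camera adjusted p-values of 0.54, 0.54, 0.755 and 0.984.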

### Expression of SOD1, APP, and IFNAR1

Given the significantly altered levels of *Sod1*, *App*, and *Ifnar1* RNA, we examined expression of the proteins encoded by these three genes by capillary western blotting. SOD1 showed significantly higher expression in trisomic Dp16 and Ts66Yah placentas (1.52- and 1.76-fold increase relative to euploid, respectively; Fig. 4A). In contrast, SOD1 in trisomic Ts1Cje placentas was reduced (relative protein level of 0.57 of euploid), corresponding to the trend toward lower full-length *Sod1* RNA levels (Fig. 4A, Fig. 1D; Fig. S1D). Increased APP expression was apparent in trisomic Dp16 and Ts66Yah placentas (1.36- and 1.46-fold increase relative to euploid, respectively), while Ts65Dn and Ts1Cje trisomic placentas showed no differences in APP expression compared to euploid controls (Fig. 4B). IFNAR1 expression showed variability in both euploid and trisomic placentas (Fig. 4C). A threefold increase in IFNAR1 expression was apparent in Ts66Yah trisomic placentas, and IFNAR1 expression was decreased in Ts1Cje trisomic placentas (relative protein level of 0.57 of euploid; Fig. 4C). Overall, trisomy-induced changes in RNA and protein levels were concordant for *Sod1*/SOD1 and *App*/APP in Dp16, Ts66Yah, and Ts1Cje, and for *Ifnar1*/IFNAR1 in Ts66Yah.

**Fig. 4.**
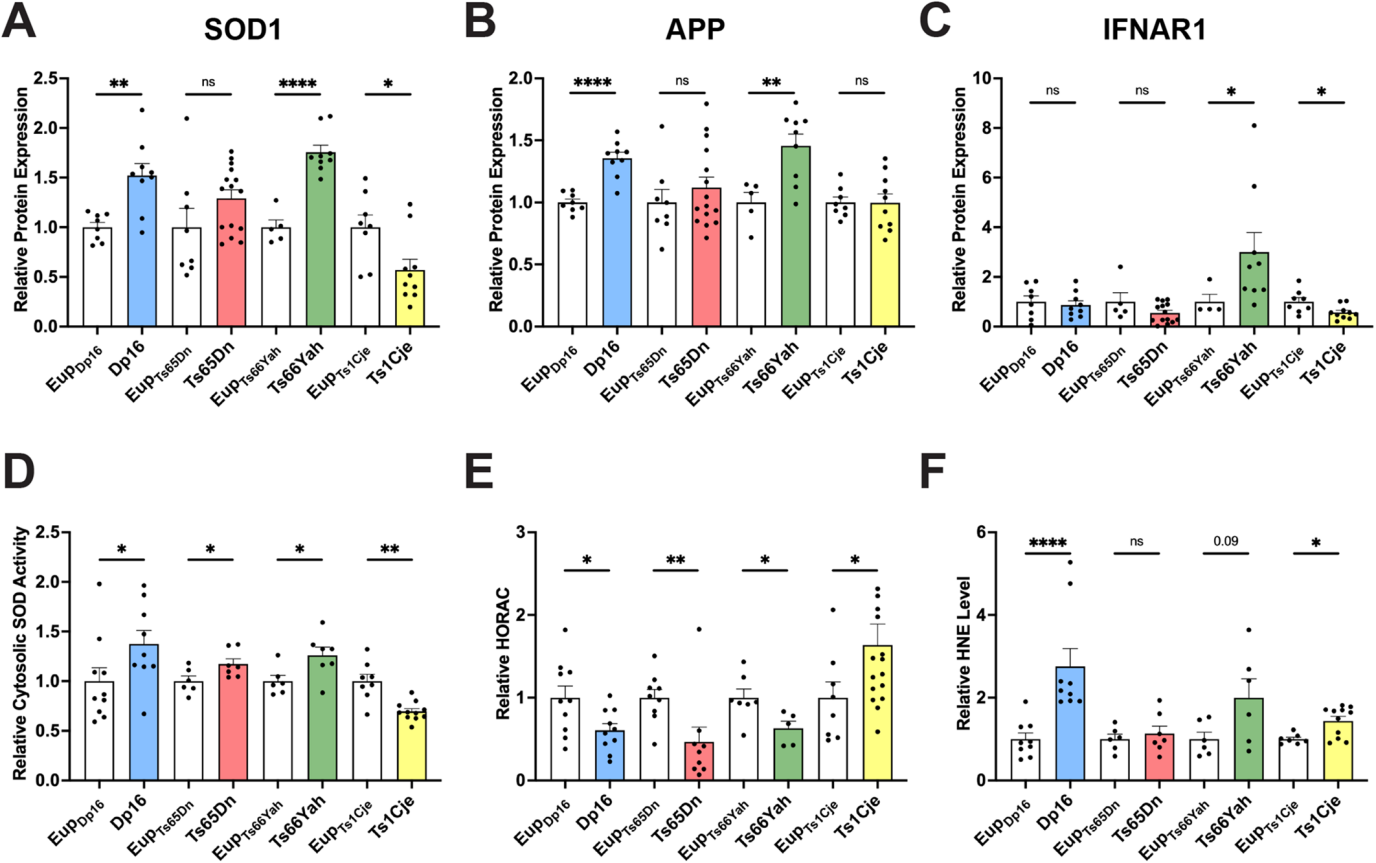
**Expression of SOD1, APP, and IFNAR1 and assessment of redox homeostasis in placentas of four mouse models of Down syndrome.** (A-C) Capillary western blotting was used to measure expression of SOD1 (A), APP (B), and IFNAR1 (C) in Dp16, Ts65Dn, Ts66Yah, and Ts1Cje placentas. Values shown are protein levels normalized to 40 ng of total protein in each sample. (D) Cytosolic SOD activity was significantly higher in trisomic placentas of Dp16, Ts65Dn, and Ts66Yah and was significantly lower in trisomic Ts1Cje placentas. Sample numbers: Dp16=9 trisomic, 10 euploid; Ts65Dn=7 trisomic, 6 euploid; Ts66Yah=7 trisomic, 6 euploid; Ts1Cje=11 trisomic, 8 euploid. (E) Hydroxy radical antioxidant capacity (HORAC) was lower in trisomic Dp16, Ts65Dn, and Ts66Yah placentas and higher in trisomic Ts1Cje placentas. Sample numbers: Dp16=10 trisomic, 10 euploid; Ts65Dn=9 trisomic, 9 euploid; Ts66Yah=5 trisomic, 7 euploid; Ts1Cje=16 trisomic, 8 euploid. (F) 4-hydroxynonenal (HNE) levels were significantly increased in Dp16 and Ts1Cje trisomic placentas; Ts66Yah increased HNE levels approached significance. Sample numbers: Dp16=9 trisomic, 9 euploid; Ts65Dn=7 trisomic, 6 euploid; Ts66Yah=6 trisomic, 6 euploid; Ts1Cje=11 trisomic, 7 euploid. For D-F, each sample was tested in triplicate, and the average for each sample is plotted and was used for statistical analyses. Error bars=s.e.m. Unpaired, two-tailed *t*-tests were performed for datasets with normal distribution, and two-tailed Mann–Whitney tests for datasets with non-normal distribution. ns, not significant; *P<0.05, **P<0.01, ****P<0.0001.

### Functional assays for SOD1 and oxidative stress

Several trisomic genes from *Hsa*21 and the syntenic *Mmu*16 region may alter redox homeostasis in DS and in mouse models of DS, including *Sod1* and *App* (Barone et al., 2018; Lott et al., 2006). To examine SOD1-related changes, cytosolic SOD activity was assessed in placental lysates, as SOD1 shows primarily cytosolic localization (Chang et al., 1988; Crapo et al., 1992; Okado-Matsumoto and Fridovich, 2001). Cytosolic SOD activity was increased in Dp16, Ts65Dn, and Ts66Yah placentas and decreased in trisomic Ts1Cje placentas (Fig. 4D), directly correlating with the altered SOD1 protein levels in each model (Fig. 4A). None of the models showed any changes in mitochondrial SOD activity (which primarily measures SOD2 activity) or catalase activity, which acts downstream to remove H_2_O_2_ generated by SOD1 activity (Fig. S4A,B). Since cytosolic SOD1 activity was elevated in Dp16 and Ts66Yah, unchanged catalase levels indicate an altered ratio of SOD1 and catalase activity in these two models, which could lead to excess H_2_O_2_ and subsequent oxidative stress.

Hydroxyl radical antioxidant capacity (HORAC) and total antioxidant capacity (TAC) assays were performed to measure placental antioxidant activity. Dp16, Ts65Dn, and Ts66Yah placentas all showed significantly lower HORAC levels (Fig. 4E) and trended towards decreasing TAC levels in trisomic placentas (Fig. S4C), suggesting these three models show a reduced ability to mitigate oxidative stress. Conversely, Ts1Cje mice showed higher HORAC and TAC levels in trisomic placentas (Fig. 4E; Fig. S4C). In addition, increases in 4-hydroxynonenal (HNE) levels, which measure lipid peroxidation, were observed in Dp16, Ts66Yah, and Ts1Cje trisomic placentas, with those in Dp16 and Ts1Cje achieving statistical significance (Fig. 4F).

No elevation in relative protein carbonyl level, which measures general oxidative damage to proteins, was observed in any of the models (Fig. S4D). In addition, β-galactosidase activity levels were either reduced (in Ts65Dn) or unchanged (Fig. S4E), suggesting no increase in cellular senescence as a result of trisomy.

### Assays for APP metabolism

Increased APP levels in DS are associated with unbalanced proteolytic processing of APP that leads to a larger pool of Aβ fragments, aggregation of Aβ fragments, increased levels of amyloid beta (Aβ)-42, and increased production of reactive oxygen species (Barone et al., 2018; Butterfield et al., 2001; Head and Lott, 2004). Although APP expression was elevated in Dp16 and Ts66Yah trisomic placentas (Fig. 4B), no significant differences were seen in Aβ-40 and Aβ-42 levels between trisomic and euploid placentas (Table S7A). Of note, a trend towards increased Aβ-42 was present in trisomic Ts66Yah placentas, in particular in placentas associated with trisomic embryos classified as a severe phenotypic group (Ts66Yah_severe_), based on more extensive embryonic brain and body weight reduction (Adams et al., 2024) (Table S7B).

### Inflammatory factor expression

IPA and Metascape analyses identified enriched pathways related to immune regulation or inflammation in Dp16, Ts65Dn, and Ts66Yah trisomic placentas. Therefore, immunoassays for cytokines, chemokines, and proteins related to STAT signaling and NF-κВ pathways were performed using placental protein lysates from all four models. No global changes in these inflammatory factors were observed, but individual factors were altered in trisomic placentas relative to euploid placentas, as follows: upregulation of IL-4 in Ts1Cje and downregulation of IFN-γ in Ts66Yah, IL-1β in Dp16, IL-5 in Dp16 and Ts65Dn, IL-6 in Ts65Dn, and c-Myc in Ts65Dn (Table S8).

### Immunofluorescent detection of SOD1 and APP in euploid and Ts66Yah placentas

We previously showed that trisomic Dp16, Ts65Dn, Ts66Yah, and Ts1Cje embryos can be statistically classified into mild and severe groups based on the extent of embryonic brain and body weight reduction (Adams et al., 2024). This study also showed that Ts66Yah exhibited the largest reduction in placental volume (Adams et al., 2024). Therefore, we used immunofluorescence to examine labyrinth structure and the expression of APP, SOD1, IFNAR1, and IFNAR2 in six euploid and 11 trisomic placentas (six Ts66Yah_mild_, five Ts66Yah_severe_).

The embryonically derived portion of the mouse placenta consists of two regions: the junctional zone (JZ), which provides hormones and growth factors, and the labyrinth, which governs maternal-fetal exchange. In the labyrinth, fetal and maternal blood are separated by a three-layered membrane consisting of sTGCs, the SynT-I layer, and the SynT-II layer. We examined labyrinth structure using immunofluorescence for monocarboxylate transporter 1 and 4 (MCT1 and MCT4), markers for SynT-I and SynT-II, respectively, and platelet/endothelial cell adhesion molecule 1 (PECAM1/CD31), a marker for vascular endothelial cells in the labyrinth. No gross structural differences in the labyrinth or differences in PECAM1, MCT1, or MCT4 levels were observed between euploid and trisomic Ts66Yah placentas, although MCT4 showed a trend towards reduced expression in trisomic placentas (Fig. S5A).

SOD1 expression in euploid and trisomic placentas was apparent throughout the placenta, with strong SOD1 expression in trophoblast giant cells (TGCs) of the junctional zone (JZ), and moderate expression in the labyrinth. Quantification of SOD1 showed significantly higher expression in both the JZ and the labyrinth of trisomic Ts66Yah placentas relative to euploid (Fig. 5A). Furthermore, SOD1 expression in the JZ and the labyrinth varied according to embryonic phenotype severity, with Ts66Yah_severe_ placentas showing higher SOD1 expression in both regions (Fig. S5B).

**Fig. 5.**
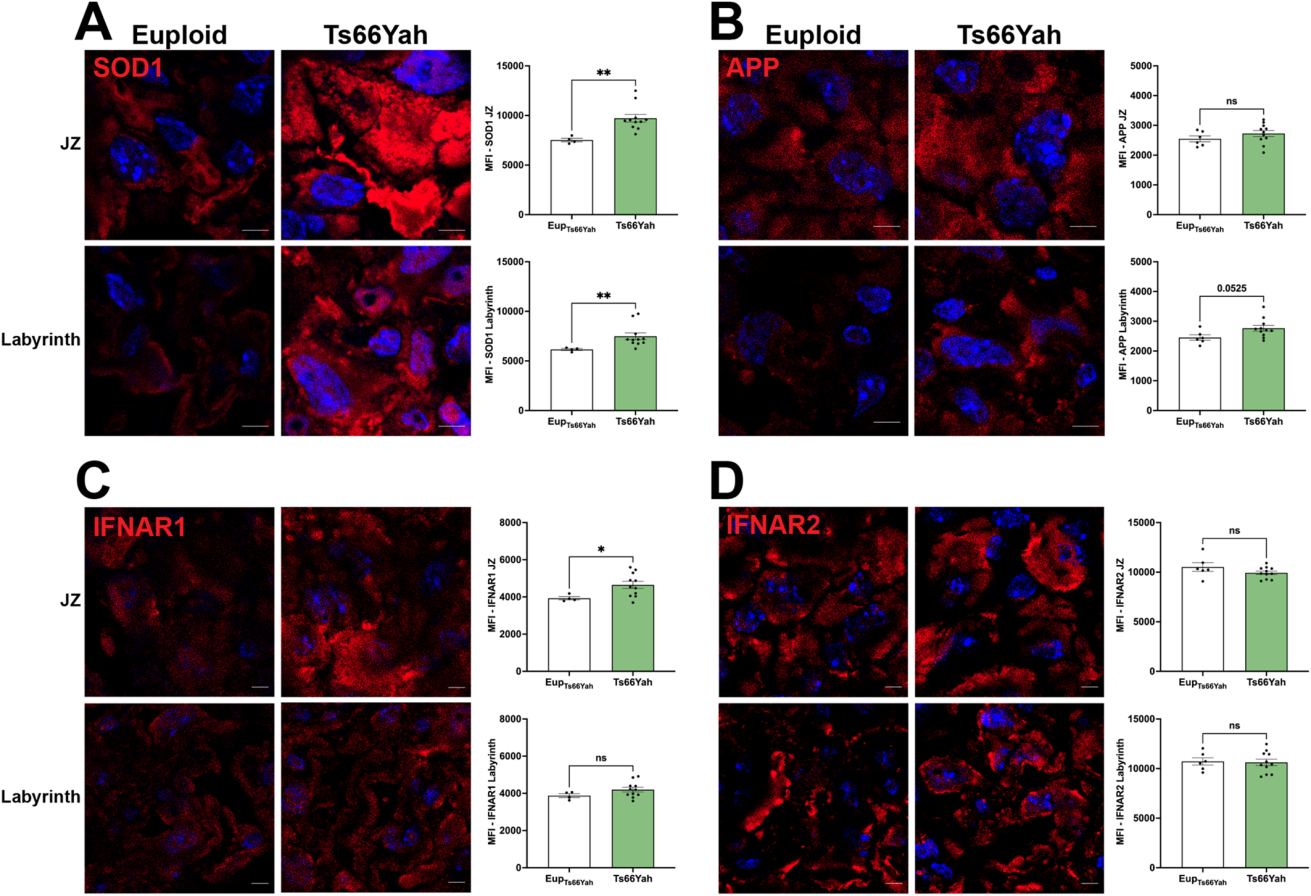
**Distribution of SOD1, APP, IFNAR1, and IFNAR2 protein in Ts66Yah placentas.** (A-D) Representative images of immunofluorescence staining are shown for SOD1 (A), APP (B), IFNAR1 (C), and IFNAR2 (D). For each panel, junctional zone (JZ) regions are shown at the top, and labyrinth at the bottom. Red=SOD1, APP, IFNAR1, or IFNAR2 and blue=Hoechst staining of nuclei. Graphs show the mean fluorescence intensity (MFI) of each target protein in each placental subregion. Sample numbers were: Eup *N*=6, trisomic *N*=11, with 6 Ts66Yah_mild_ and 5 Ts66Yah_severe_ trisomic placentas. Error bars=s.e.m. Unpaired, two-tailed *t*-tests were performed for datasets with normal distribution, and two-tailed Mann–Whitney tests for datasets with non-normal distribution. ns, not significant; *P<0.05; **P<0.01. Scale bars: 5 µm.

APP was expressed in the JZ and the labyrinth in both genotypes. Quantification showed increased APP expression in the trisomic labyrinth that approached significance (*P*=0.0525) but no difference in APP expression in the trisomic JZ (Fig. 5B). No differences in APP expression were present between Ts66Yah_mild_ and Ts66Yah_severe_ placentas in either structure (Fig. S5B).

Expression of IFNAR1 and IFNAR2 was visible in the JZ and labyrinth in both euploid and trisomic placentas. IFNAR1 exhibited significantly increased expression in the JZ of trisomic placentas (*P*=0.046), and a trend towards increased expression in the labyrinth (*P*=0.171) (Fig. 5C; Fig. S5B). Interestingly, Ts66Yah_mild_ placentas showed higher IFNAR1 expression than euploid and Ts66Yah_severe_ in both the JZ and the labyrinth (Fig. S5B). *Ifnar1* expression in Ts66Yah measured by qPCR showed a corresponding trend towards higher levels of expression in Ts66Yah_mild_ placentas, but these differences did not reach statistical significance (data not shown). In contrast, no differences were detected in IFNAR2 expression between euploid and Ts66Yah trisomic placentas in either the JZ or the labyrinth (Fig. 5D; Fig. S5B).

In summary, these results suggest that trisomy for the *Hsa*21 orthologs at dosage imbalance in Ts66Yah causes upregulation of SOD1 in the JZ and labyrinth, upregulation of APP in the labyrinth, and upregulation of IFNAR1 in the JZ. Placental expression of SOD1 and IFNAR1 varies with embryonic phenotypic severity, with higher SOD1 expression associated with the trisomic Ts66Yah_severe_ phenotype, and higher IFNAR1 expression in both the JZ and labyrinth associated with the trisomic Ts66Yah_mild_ phenotype.

## DISCUSSION

Limited research exists on placental gene expression in human fetuses with T21 or mouse models of DS (Bianco et al., 2016; Kipp et al., 2012; Pennings et al., 2011; Rozovski et al., 2007; Wong et al., 2018). To address this knowledge gap, we identified placental transcriptomic differences and downstream proteomic and functional changes that are present during late gestation in four mouse models of DS, to better understand the effects of trisomy for *Hsa*21 orthologs on this essential organ. Our comparison of four models permitted identification of similarities in gene dysregulation, revealing common trisomy-induced alterations, along with recognition of differences, suggesting unique features that may be helpful guides for choosing mouse models in future developmental studies.

The shared DEGs and MDGs identified in this study revealed a core set of upregulated *Hsa*21 orthologs that may alter placental function. In addition, the MDGs with previously identified effects on placental development, structure or function as well as cardiac, neuronal, or lethal phenotypes (Table S3) are intriguing. Emerging evidence showing direct effects of the placenta on heart development (Adams et al., 2000; Barak et al., 1999; Maruyama et al., 2016; Radford et al., 2023; Torregrosa-Carrion et al., 2021) suggests these MDGs may be relevant to embryonic phenotypes. For example, *Gpc3*, *Mecom*, and *Vcan* are each associated with structurally abnormal cardiac phenotypes, including ventricular septal defects (https://www.informatics.jax.org/). This is notable because congenital heart defects are present in ∼50% of individuals with DS, and the majority of these are septal defects (Dimopoulos et al., 2023).

Trisomic placentas from all four models showed altered pathways related to the extracellular network, detection of extracellular/sensory stimulus, and immune system-related pathways, suggesting these may be common alterations regardless of the genomic differences in each model. These results paralleled previous studies that showed developmental alterations in extracellular matrix or immune pathways as a result of trisomy in Dp16 heart, lymph nodes, brain and embryonic mesenchyme as well as in human blood, lymphoblastoid cell lines, primary circulating monocytes and T cells, fibroblasts, induced pluripotent stem cell (iPSC)-derived cardiac cells, and iPSC-derived differentiating neuroectoderm (Chi et al., 2023; Martinez et al., 2024; Mollo et al., 2022; Sullivan et al., 2016; Waugh et al., 2023). In addition, altered sensory stimulus pathways may be relevant to developmental changes in preparation for postnatal life, as late gestation human fetal transcripts exhibit upregulation of genes related to sensory perception (Maron et al., 2007).

The transcriptional and proteomic differences present among the four models may be caused by the unique sets of trisomic genes in each model. These differences may also be attributable to chromosomal number, as Ts65Dn and Ts66Yah are aneuploid models, while Dp16 and Ts1Cje are diploid. This is supported by a recent study that demonstrated that the presence of an extra chromosome in mouse models of DS strongly affects gene expression changes and behavioral phenotypes in comparison to those in diploid models (Xing et al., 2023). For Ts65Dn, gene expression differences relative to the other models could also stem from the fact that the pregnant dam was trisomic. Therefore, the RNA of both euploid and trisomic Ts65Dn placentas contained transcripts from trisomic maternal cells, which may have lessened the sensitivity of bulk gene expression analysis.

Ts1Cje showed distinct transcriptomic and proteomic differences from the other three models. This could be due to specific effects from the *Mmu*12 monosomic genes, general effects of having approximately half the number of trisomic genes, or specific effects from the ∼60-70 *Mmu*16 genes that are trisomic in the other models but disomic in Ts1Cje, such as *Sod1*, *App*, *Atp5j*, *Cct8*, *Usp16*, *Gabpa*, and *Ltn1*. Downregulation of SOD1/SOD activity in Ts1Cje suggests that the abnormal *Sod1* transcript in Ts1Cje may initiate regulatory feedback mechanisms that downregulate SOD1 in the placenta. SOD1 downregulation does not occur in all Ts1Cje tissues, as Ts1Cje mice have been reported to show normal SOD enzymatic activity (Sago et al., 1998), suggesting tissue-specific or developmental differences in *Sod1* expression.

Overall, these studies alongside previous analyses suggest that Ts66Yah may be an excellent model for *in vivo* placental/embryonic studies. Ts66Yah is aneuploid, is only trisomic for *Hsa*21 orthologs, and shows more congenital heart defects, renal pelvis dilation, and reductions in placental size compared to the other three models (Adams et al., 2024; Duchon et al., 2022; Guedj et al., 2023). In this study, Ts66Yah was the only model with consistent increases in RNA/protein expression for *Sod1/*SOD1, *App/*APP, and *Ifnar1/*IFNAR1 alongside alterations in redox homeostasis.

### SOD1, APP, IFNAR1, and IFNAR2 expression in the placenta

Dp16, Ts65Dn, and Ts66Yah showed placental overexpression of *App*, *Sod1*, and *Ifnar1/2* to varying degrees. This overexpression may contribute to altered placental development or function, and thus these genes may be relevant targets for DS therapy. For example, data exist that link pathways governed by these genes to placental syncytialization, which shows abnormalities in T21 (detailed below). Dysregulation of these genes may contribute to trisomy-associated growth reduction, suggested by elevated SOD1 expression in Ts66Yah_severe_ placentas and elevated IFNAR1 expression in Ts66Yah_mild_ placentas (Fig. S5B). The intriguing finding of upregulated IFNAR1 protein in Ts66Yah_mild_ placentas will need confirmation in follow-up comparative studies of Ts66Yah_mild_ and Ts66Yah_severe_ placentas, but it may suggest notable variability in IFN pathway activation exists that may associate with body size. Future studies at the single-cell level will be needed to more precisely understand the developmental roles of these genes and how their dosage imbalance may contribute to placental abnormalities.

Most APP-related studies in DS have focused on adult neurological effects rather than developmental effects of *APP* dosage imbalance, because elevated APP expression contributes to Alzheimer's disease neuropathology and accumulation of Aβ deposits in individuals with DS (Wiseman et al., 2015). However, APP also influences multiple aspects of neurodevelopment, including migration, proliferation, and differentiation of neural progenitors as well as synaptogenesis (Coronel et al., 2019; van der Kant and Goldstein, 2015). In addition, APP is highly expressed in the human placenta, and aggregates of APP proteolytic fragments have been identified in placentas in pre-eclampsia, suggesting important roles in placental development and function (Buhimschi et al., 2014; Cheng et al., 2016). APP is overexpressed in human T21 placentas, and *in vitro* overexpression of APP in trophoblasts increases apoptosis and decreases cell growth and migration (Wong et al., 2018). Furthermore, APP overexpression in BeWo choriocarcinoma cells reduces cell syncytialization/fusion (Wong et al., 2018), suggesting that APP overexpression may contribute to reduced syncytialization that has been observed in histological sections of T21 placentas and *in vitro* T21 trophoblast cultures (Frendo et al., 2000; Pidoux et al., 2004; Roberts et al., 2000).

Elevated placental expression of *App*/APP mRNA and protein was present in Dp16 and Ts66Yah, and APP expression approached significance by immunofluorescence in the Ts66Yah labyrinth, corresponding with elevated APP expression in labyrinth sTGCs from single-nuclei RNA-Seq analyses (Marsh and Blelloch, 2020). While these results suggest the labyrinth is a primary site of APP expression and function, follow-up studies with multiple developmental timepoints will be needed to fully ascertain the effects of elevated *App* expression on the trisomic placenta.

This study showed reduced antioxidant capacity in Dp16, Ts65Dn, and Ts66Yah placentas and increased lipid peroxidation in Dp16 and Ts66Yah placentas, suggesting trisomy-associated increases in oxidative stress. Elevated lipid peroxidation correlates with previous studies showing that increased expression of wild-type SOD1 leads to greater lipid peroxidation levels (Lee et al., 2001). Several studies suggest oxidative stress is increased in individuals with DS during prenatal development (Buczyńska et al., 2021; Busciglio and Yankner, 1995; Perluigi and Butterfield, 2012; Slonim et al., 2009). While multiple genes that are trisomic in DS may be contributing to these changes, including *App*, *Bace2*, *Bach1*, and *Sod1* (Barone et al., 2018; Head and Lott, 2004; Perluigi and Butterfield, 2012), *Sod1* has been a focus of T21 studies related to oxidative stress due to its primary role in antioxidant defense. Any perturbation of *Sod1* expression may be detrimental to development, as female *Sod1* knockout mice show reduced fertility due to post-implantation embryonic lethality (Ho et al., 1998), and ∼2-fold overexpression of SOD1 *in vitro* results in reduced cellular proliferation and increased lipid peroxidation (Lee et al., 2001). The detrimental effects of *Sod1* overexpression may be SOD1's production of the reactive oxygen species H_2_O_2_ in the process of detoxifying superoxide. This H_2_O_2_ is normally inactivated by glutathione peroxidase, catalase, or the thioredoxin system, but if increased SOD1 levels occur without concomitant increase of downstream antioxidants, then elevated H_2_O_2_ persists and leads to oxidative stress (Barone et al., 2018).

SOD1 is expressed in the euploid placenta, and oxidative stress/elevated reactive oxygen species (ROS) are normal placental features that fluctuate as development progresses and may regulate stages of differentiation (Myatt and Cui, 2004). Trophoblast syncytialization is sensitive to SOD1 levels, as *in vitro* overexpression of SOD1 in euploid cytotrophoblasts inhibits hormone production and blocks cell fusion, and high SOD1 expression and activity are present in trophoblast cells isolated from T21 placentas (Frendo et al., 2001; Pidoux et al., 2004). Increased SOD1 expression has also been described in proteomic and immunohistochemistry analyses of mid-gestation T21 placentas (Sun et al., 2011). The striking upregulation of SOD1 in the JZ and labyrinth of Ts66Yah placentas suggests that SOD1 pathways and redox balance may be altered in trisomic placentas and warrants further investigation.

Recent studies have shown that activation of interferon (IFN) signaling pathways in multiple cell types are relevant to DS phenotypes (Chi et al., 2023; Galbraith et al., 2023; Sullivan et al., 2016; Waugh et al., 2023). Correction of the trisomic IFN receptor cluster to diploid levels in Dp16 mice rescued congenital heart defects, craniofacial alterations, and cognitive impairments (Waugh et al., 2023). JAK inhibition, which targets downstream effects of IFN activation, also showed phenotypic improvement in mouse models of DS (Chi et al., 2023; Galbraith et al., 2023; Tuttle et al., 2020), and a clinical trial examining the JAK inhibitor tofacitinib in individuals with DS showed promise for alleviating autoimmune-related skin conditions (Rachubinski et al., 2024). Therefore, elevated IFN pathways may be important therapeutic targets in DS. This study showed that immune system/inflammation pathways were upregulated in Dp16 and Ts66Yah placentas, suggesting the validity of these two models for testing if activated IFN signaling alters placental development and function and if IFN pathway inhibition can improve placental phenotypes. While the presence and effects of upregulated IFN signaling pathways in the T21 placenta remain to be elucidated, upregulation of IFN-induced transmembrane proteins impairs cytotrophoblast invasion, inhibits syncytiotrophoblast formation, and can lead to placental abnormalities and fetal resorption (Buchrieser et al., 2019; Degrelle et al., 2023; Zani et al., 2019). This demonstrates that two distinct placental developmental stages are regulated by IFN pathways.

### Relevance to prenatal development in DS

Human placental abnormalities can have detrimental effects, including fetal growth restriction, preeclampsia, and chronic disease susceptibility (Aplin et al., 2020; Brosens et al., 2011; Burton et al., 2016). Placental abnormalities associated with T21 may affect fetal development, making the placenta a potential therapeutic target to improve developmental outcomes for affected individuals. Prenatal clinical intervention is feasible due to the widespread availability of prenatal screening and diagnosis of T21 (Guedj and Bianchi, 2013), which would permit early treatment during critical brain developmental stages that occur *in utero*. To date, postnatal therapies to improve neurocognition in DS have largely been unsuccessful, and extensive analyses of model systems at different developmental timepoints are needed to determine the potential for prenatal therapies (Lee et al., 2020; Stagni and Bartesaghi, 2022). Mouse models will be informative tools to understand the effects of trisomy for *Hsa*21 orthologs on embryonic and placental development and function as well as pre-clinical testing of candidate therapeutic molecules.

### Limitations

This study had several limitations. Sample sizes were relatively small in the context of the phenotypic and transcriptomic variability that has been observed in T21 (Araya et al., 2022; Karmiloff-Smith et al., 2016; Lee et al., 2025; Thomas et al., 2020). The study examined a single timepoint (E18.5); a developmental time course will be more informative in future studies. Additionally, the gestational time of mice (∼21 days) is shorter than that of humans (40 weeks) and thus may not model time-dependent T21 placental phenotypes.

## MATERIALS AND METHODS

### Mouse breeding

Animal housing and breeding was carried out in a specific-pathogen-free facility in accordance with protocols approved by the Institutional Animal Care and Use Committee of the National Human Genome Research Institute (NHGRI) at the National Institutes of Health (NIH). Mice for three of the lines were purchased from The Jackson Laboratory (JAX; Bar Harbor, ME, USA): B6.129S7-Dp(16Lipi-Zbtb21)1Yey/J [abbreviated Dp(16)1/Yey or Dp16], 013530; B6.Cg-T(12;16)1Cje/CjeDnJ (abbreviated Ts1Cje), 004838; and B6EiC3Sn.- BLiA-Ts(1716)65Dn/DnJ (abbreviated Ts65Dn), 005252. For the Ts66Yah line, trisomic females were obtained from the Laboratory of Yann Herault (Université de Strasbourg, Centre National de la Recherche Scientifique), and were used to establish a Ts66Yah colony at the NIH (Guedj et al., 2023). Ts65Dn and Ts66Yah lines were maintained by crossing to B6EiC3Sn.BLiAF1/J F1 hybrid mice (003647, JAX) and Ts1Cje and Dp16 mice were maintained by breeding to C57Bl/6J mice (000664, JAX).

To obtain E18.5 embryos and associated placentas, trisomic Ts1Cje and Dp16 male mice were bred with C57BL/6J females. Trisomic Ts65Dn females were bred with B6EiC3Sn.BLiAF1/J males (due to male infertility), and trisomic Ts66Yah males (that retain fertility) were bred to B6EiC3Sn.BLiAF1/J females. Therefore, in this study the trisomic genetic material was only passed through the female in the Ts65Dn strain, while in the other three lines the trisomic genetic material was passed through the male, permitting embryonic development in a euploid uterine environment. Morphological differences of E18.5 embryos and placentas from these four crosses have been described previously (Adams et al., 2021, 2024).

### Placenta dissection

Matings were set up between 16:00 and 17:00 and separated the following morning. The presence of a vaginal plug was designated as E0.5. Pregnant females were euthanized following approved NHGRI animal care and use committee guidelines, and embryos and placentas were dissected at E18.5. Placental weights and diameters were measured immediately after dissection. All layers of the placenta were collected, including the decidua. The full placenta was halved, and then one half was cut in half again, yielding two quarters that were individually snap frozen in liquid nitrogen and stored at −80°C for RNA or protein extraction. The other placental half was fixed in 10% buffered formalin for 24 h and stored in 70% ethanol for histology.

### DNA and RNA extraction

DNA was extracted from tail biopsies using NucleoSpin XS kits (Macherey-Nagel, Bethlehem, PA). To determine trisomy and fetal sex, PCR was performed using the following primers and previously described amplification protocols. For Ts1Cje, F: CTCGCCAAAGGAATGCAAGGTCTGT and R: CCCTTGTTGAATACGCTTGAGGAGA (Olson et al., 2004). For Dp16, F: CTGCCAGCCACTCTAGCTCT and R: AATTTCTGTGGGGCAAAATG (Goodliffe et al., 2016). A positive control PCR reaction was used along with the trisomic-specific PCRs for both Ts1Cje and Dp16, F: AAGATCTGAGGCTCGCCAAG and R: CTTCGGGAGCAGGTACCCTA; (Goodliffe et al., 2016). For Ts65Dn, FMmu17: GACTTAGTAAGAGCAAGTGGC and RMmu16: AGGTAGAAAGATGTGAGGACAC and RMmu17: GGGCAACACTGGATCAATC (Duchon et al., 2011). For Ts66Yah, genotyping was initially performed using a simplex PCR, FMmu17: CTAGACTATAAACATGTCTCACTAC and RMmu16: GTATTCATTATGTGGAACTACCAGA, and follow-up PCR reactions to confirm genotypes were performed using a multiplex PCR, FMmu17: GGAAATATCGCACTTCACCAA and R-Ts66Yah CATGGGTCTGTGTGGTTTTCT and R-WT TCTAGGATCAGTGGGACTTTTGT (Duchon et al., 2022). Sex determination was performed by amplification of the male-specific gene *Sry*, F: GCTGGGATGCAGGTGGAAAA and R: TGATGGCATGTGGGTTCCTG (Aziz et al., 2018).

### MGI phenotype analyses

A batch search was performed at MGI (https://www.informatics.jax.org/batch) using MDGs compiled from all four models to identify genes with mammalian phenotype terms related to the placenta or embryonic/prenatal lethality.

### Microarray analysis and RT-qPCR

One-quarter of each placenta that contained all layers (including the decidua) was homogenized and used for RNA isolation. Total placental RNA was extracted using NuceloMag RNA/DNA extraction kits (Machery-Nagel). RNA was processed and hybridized on Mouse Clariom S HT 96-array plates (902970; Thermo Fisher Scientific, Waltham, MA, USA) using GeneChip WT Plus Reagent Kits following the manufacturer's protocol (902281; Thermo Fisher Scientific). Microarray data were analyzed using Transcriptome Analysis Console (TAC) software (version 4.0.0) (Thermo Fisher Scientific) using RMA normalization. Samples that failed pre-established, standard TAC quality control tests were excluded. Sample numbers were as follows: Dp16=20 trisomic, 20 euploid; Ts65Dn=19 trisomic, 17 euploid; Ts66Yah=9 trisomic, 14 euploid; Ts1Cje=24 trisomic, 17 euploid.

DEGs in trisomic placentas relative to euploid placentas were defined by FDR *P*-value <0.1 and fold change >|1.2| by ANOVA. Marginally dysregulated genes (MDGs) were defined by unadjusted *P*-value <0.05 and fold change >|1.2|, which yielded longer lists amenable to pathway analyses.

RT-qPCR was performed using a QuantStudio 7 Flex Real-Time PCR machine (Applied Biosystems/Thermo Fisher Scientific). Each qPCR reaction used 100 or 150 ng of cDNA synthesized from total placental RNA using SuperScript IV VILO cDNA synthesis kits (11756050, Thermo Fisher Scientific). Multiplex reactions with VIC and FAM labeling were performed in triplicate for each sample using TaqMan Multiple Master Mix (4461882, Thermo Fisher Scientific), intron-spanning TaqMan assays for each targeted gene, and TaqMan assays of either *Gapdh* or *Hprt* (Table S9). After removal of outlier wells, quantitation was performed using the delta-delta CT method. Significant changes in expression were identified by Student's *t*-test or Mann–Whitney test (if non-Gaussian distribution present), and gene expression changes were deemed significant if consistent alterations in expression were present in both *Gapdh* and *Hprt* control assays.

### Pathway analyses

Enriched pathway analyses were performed for placental MDGs of each model using Metascape (https://metascape.org) (Zhou et al., 2019). Metascape analysis clusters significantly enriched pathways together based upon functional similarity, and the top 20 significant functional clusters for each model were used for analyses. In addition, all pathways within the top 20 clusters for each model were manually re-categorized into nine biological groups: (1) Immune System, (2) Cell Stress/Cell Death/Defense Response, (3) Growth and Development, (4) Intracellular Network, (5) Extracellular Network, (6) Molecular Transport, (7) Metabolism, (8) Neuron and Brain, (9) Circulatory System.

Enriched pathway analyses were also performed for the placental MDGs of every model using Ingenuity Pathway Analysis (Winter 2024 version, Qiagen, Germantown, MD, USA). For comparison of predicted upstream regulators among the 4 models, upstream regulators with *P*-values <0.001 were used.

### Protein extraction and protein assays

One-quarter of each mouse placenta was homogenized in 300 µl of ice cold lysis buffer that was specific for each assay, as follows: SOD and catalase activity assays, 20 mM HEPES buffer (pH 7.2) containing 1 mM EGTA, 210 mM mannitol, 70 mM sucrose, and Halt protease and phosphatase inhibitor cocktail (78444, Thermo Fisher Scientific); TAC, HORAC, and β-galactosidase assays, 5 mM potassium phosphate (pH 7.4) containing 0.9% sodium chloride, 0.1% glucose, and Roche cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail (4693159001, Millipore Sigma); Luminex assays and capillary western blotting, MilliplexMAP Cell Signaling Universal Lysis Buffer (43-040, Millipore Sigma) and Halt protease and phosphatase inhibitor cocktail. Lysates were centrifuged at 10,000 ***g*** for 15 min at 4°C, and the supernatant was collected for protein assays. For SOD activity assays, lysates were centrifuged at 1500 ***g*** for 5 min at 4°C, the supernatant was collected and centrifuged at 10,000 ***g*** for 15 min, and the resulting supernatant was collected for cytosolic SOD assays while the pellet was re-suspended in 30 µl of lysis buffer for mitochondrial SOD assays. All samples were stored at −80°C until usage in assays. Protein concentrations were detected using the Pierce™ BCA Protein Assay Kit (23227, Thermo Fisher Scientific).

All samples were assessed in triplicate, and absorbance and fluorescence measurements were obtained using a Cytation 5 Cell Imaging Multimode Reader (Agilent Technologies, Santa Clara, CA, USA). Assay kits were used following the manufacturer's instructions, as follows: Superoxide Dismutase Assay Kit (706002; Cayman Chemical, Ann Arbor, MI, USA), Catalase Assay Kit (Cayman Chemical, 707002), Antioxidant Assay Kit (709001, Cayman Chemical), OxiSelect™ Hydroxyl Radical Antioxidant Capacity (HORAC) Activity Assay kit (STA-346; Cell Biolabs, Inc., San Diego, CA, USA), OxiSelect™ HNE Adduct Competitive ELISA Kit (STA-838; Cell Biolabs, Inc.), OxiSelect™ Protein Carbonyl ELISA Kit (STA-310; Cell Biolabs, Inc.), and 96-Well Cellular Senescence Activity Assay Kit (CBA-231, Cell Biolabs, Inc.).

### Capillary western blotting

Expression of SOD1, APP, and IFNAR1 was measured using a Simple Western capillary electrophoresis system (R&D Systems) and a Peggy Sue Simple Western automated capillary immunoassay system (ProteinSimple, Bio-Techne, Minneapolis, MN, USA) according to the manufacturer's instructions. Target protein measurements were normalized to 40 ng of total protein in each sample. Primary antibodies and concentrations are listed in Table S9, and secondary antibody was anti-rabbit Horseradish Peroxidase (042-206, ProteinSimple, Bio-Techne). Sample numbers were as follows: Dp16=9 trisomic, 8 euploid; Ts65Dn=15 trisomic, 8 euploid; Ts66Yah=9 trisomic, 5 euploid; Ts1Cje=10 trisomic, 8 euploid.

### Luminex assays

Luminex bead-based assays, which quantify multiple analytes simultaneously, were performed using a Luminex 200 Analyzer with xPONENT for LX100/LX200 software (MilliporeSigma, Burlington, MA, USA). Euploid and trisomic placenta protein lysates from all four models were examined using Luminex kits related to the immune system or inflammation. The protein amounts and kits used were as follows: 80 ng/well for the MILLIPLEX^®^ Mouse High Sensitivity T Cell Magnetic Bead Panel (MHSTCMAG-70K, Millipore Sigma); 20 ng/well for the MILLIPLEX^®^ MAP STAT Cell Signaling Magnetic Bead 5-Plex Kit - Cell Signaling Multiplex Assay (48-610MAG, Millipore Sigma); 20 ng/well for the MILLIPLEX^®^ NF-κB Signaling Magnetic Bead Kit 6-plex Kit - Cell Signaling Multiplex Assay (48-630MAG, Millipore Sigma); and 50 ng/well for Mouse Amyloid Beta Magnetic Bead Panel 96-Well Plate Assay (MABMAG-83K, Millipore Sigma). Plate preparations were performed following the manufacturer's instructions, and all placental lysates and control samples were assessed in duplicate. Quantification using a standard curve or calculation of mean fluorescence intensity was performed with Belysa Immunoassay Curve Fitting Software (version 1.2.1, MilliporeSigma). Duplicate sample means were calculated for each factor in each placenta lysate and used for statistical analysis.

### Immunofluorescence

For immunofluorescence staining of Ts66Yah placentas, formalin-fixed placental halves were paraffin embedded, cut along the plane of the halved tissue into 4-6 µm sections, and mounted onto slides (Histoserv, Inc., Germantown, MD, USA). Sample numbers were as follows: Eup *N*=6, trisomic *N*=11, with six mild and five severe trisomic placentas. Unstained slides were baked at 58-60°C for 1 h and then deparaffinized. Antigen retrieval was performed in a 2100 Retriever pressure cooker (62700-10, Electron Microscopy Sciences, Hatfield, PA, USA) with R-Buffer A (62706-10; Electron Microscopy Sciences). Tissue sections were then soaked with freshly-prepared 0.05% KMnO_4_ solution for 10 min at room temperature (R/T) to reduce non-specific staining of red blood cells. After washing twice with 1× PBS, both blocking and cellular permeabilization were performed with Carrier Solution (PBS with 0.5% bovine serum albumin, and 0.3% Triton X), and then sections were incubated with primary antibody (Table S9) diluted with Carrier Solution overnight at 4°C with shaking. After washing (1×10 min with Carrier Solution, then 2×10 min with 1× PBS), slides were incubated with secondary antibodies (Table S9) diluted with Carrier Solution for 1 h at R/T with shaking. After washing with Carrier Solution and PBS, Hoechst staining (15 µg/ml) was performed for 10 min at R/T. After washing for 10 min in PBS and rinsing in dH2O, coverslips were mounted using Prolong Gold Antifade Reagent (P36934, Invitrogen/Thermo Fisher Scientific).

Fluorescent imaging was performed with a Zeiss LSM 900 with Airyscan 2 detector and ZEN (blue edition) software (v3.8, Carl Zeiss Co., Oberkochen, Germany). Two sections were analyzed for every placenta. For each section, one tiling image spanning all three placental subareas (decidua, JZ, and labyrinth) and three individual labyrinth images (1024 pixels×1024 pixels) were generated at 63× (APP, SOD1, MCT1, MCT4) or 40× (IFNAR1, IFNAR2) magnification using identical laser settings. For JZ measurements, three individual images (500 pixels×1350 pixels) were generated from each tiling image.

### Quantitative analysis of immunofluorescence images

Image segmentation was performed using LabKit add-in software in ImageJ-Fiji before measuring fluorescence intensities. In color merged images, foreground areas (the placental tissue) and background areas (inside the fetal and maternal vessels and maternal blood pool regions) were classified manually for each image, and then segmentation was used to define a masked image that solely measured placental tissue. Low cut-off values to compare target protein intensity between euploid and trisomic placentas were determined for each staining experiment by averaging the lower cut-off values for each euploid placenta image using the ImageJ OTSU automatic thresholding algorithm. Mean fluorescence intensity (MFI) was used to measure protein expression levels. The investigator was unaware of sample genotype for all stages of quantitative analysis.

### Statistical analysis

ANOVA analyses of microarray datasets were performed using TAC (Thermo Fisher Scientific, version 4.0.0). PCA was performed using Partek Genomics Suite Partek (Partek Incorporated, version 7.21.1119). All other statistical analyses were performed using GraphPad Prism (version 10.3.1). Normality was evaluated for each dataset, and appropriate parametric or nonparametric tests (Mann–Whitney or Kruskal–Wallis) were used to compare euploid and trisomic placentas or placentas from euploid, mild trisomic, and severe trisomic mice, as previously described (Adams et al., 2024). Sample sizes were maximized as much as possible given the limited availability of tissue samples: the minimum *n* for each test was predicted to identify ≥13% difference in means with 95% probability (*P*-value 0.05).

## Supplementary Material

10.1242/biolopen.062296_sup1 Supplementary information

Table S1. Differential gene expression analysis results for MDGs and all transcripts in the placenta of four mouse models of Down syndrome.

Table S3. (A) Mouse Genome Informatics query identified 279 placental MDGs in mouse models of Down syndrome that are associated with prenatal lethality, (B) Mouse Genome Informatics query identified 54 placental MDGs with previously identified placental phenotypes. (C) Placental Mammalian Phenotype Terms associated with the 54 MDGs with placental phenotypes. (D) A subset of the MDGs with placental mammalian phenotypes also have heart and brain phenotypes.

Table S4. Metascape enriched pathway analyses for placental MDGs from Dp16, Ts65Dn, Ts66Yah, and Ts1Cje.

Table S5. Enriched canonical pathways identified using Ingenuity Pathway Analysis for placental MDGs from Dp16, Ts65Dn, Ts66Yah, and Ts1Cje.

# Supplementary material for: The placental effects of trisomy for human chromosome 21 orthologs in four mouse models of Down syndrome
**Source:** Biol Open. 2025 Dec 18;14(12):bio062296. doi: 10.1242/bio.062296
**Supplement:** Supplementary information

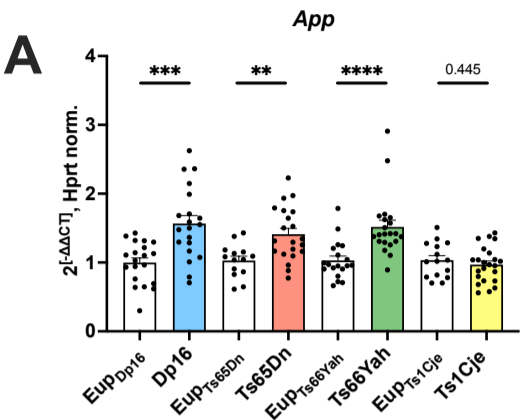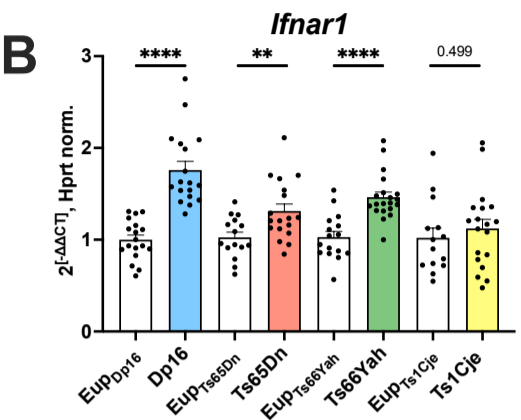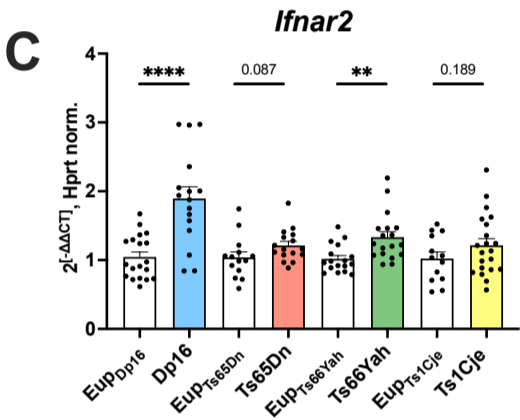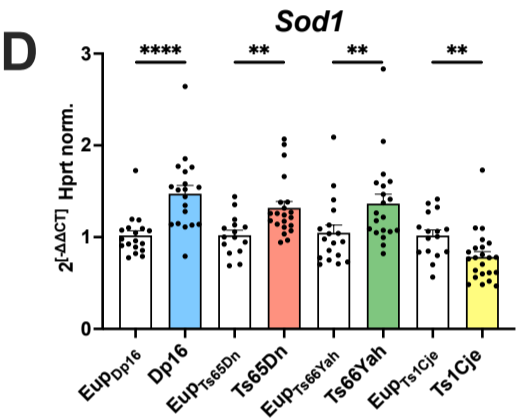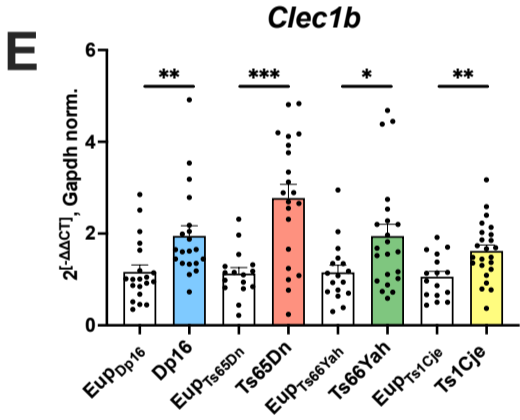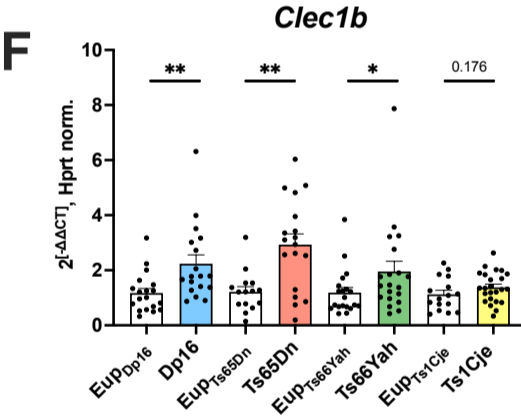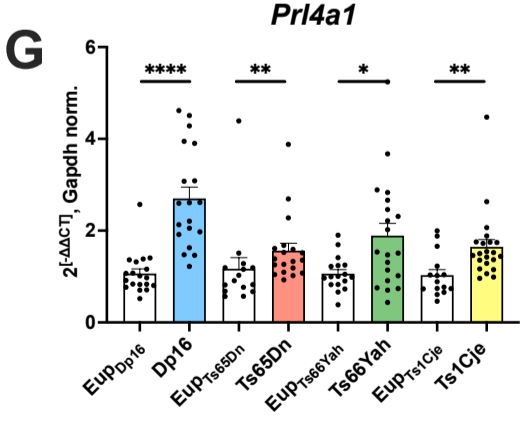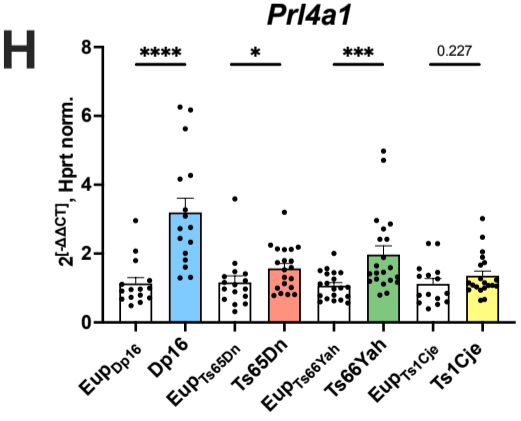

Fig. S1. RT-qPCR validation of placental DEGs and MDGs. A) *App*, B) *Ifnar1*, C) *Ifnar2*, D) *Sod1*, E-F) *Clec1b*, and G-H) *Prl4a1* expression in placentas from Dp16, Ts65Dn, Ts66Yah, and Ts1Cje. A – D, F, and H are normalized with *Hprt*, and E and G are normalized with *Gapdh*. Sample numbers were: Dp16 = 23 trisomic, 22 euploid; Ts65Dn = 23 trisomic, 18 euploid; Ts66Yah = 22 trisomic, 21 euploid; Ts1Cje = 26 trisomic, 18 euploid. Error bars = SEM. Unpaired, two-tailed t tests were performed for datasets with normal distribution, and two-tailed Mann-Whitney tests for datasets with non-normal distribution. ns, not significant; * p -value < 0.05, ** p -value < 0.01, *** p -value < 0.001, **** p -value < 0.0001.

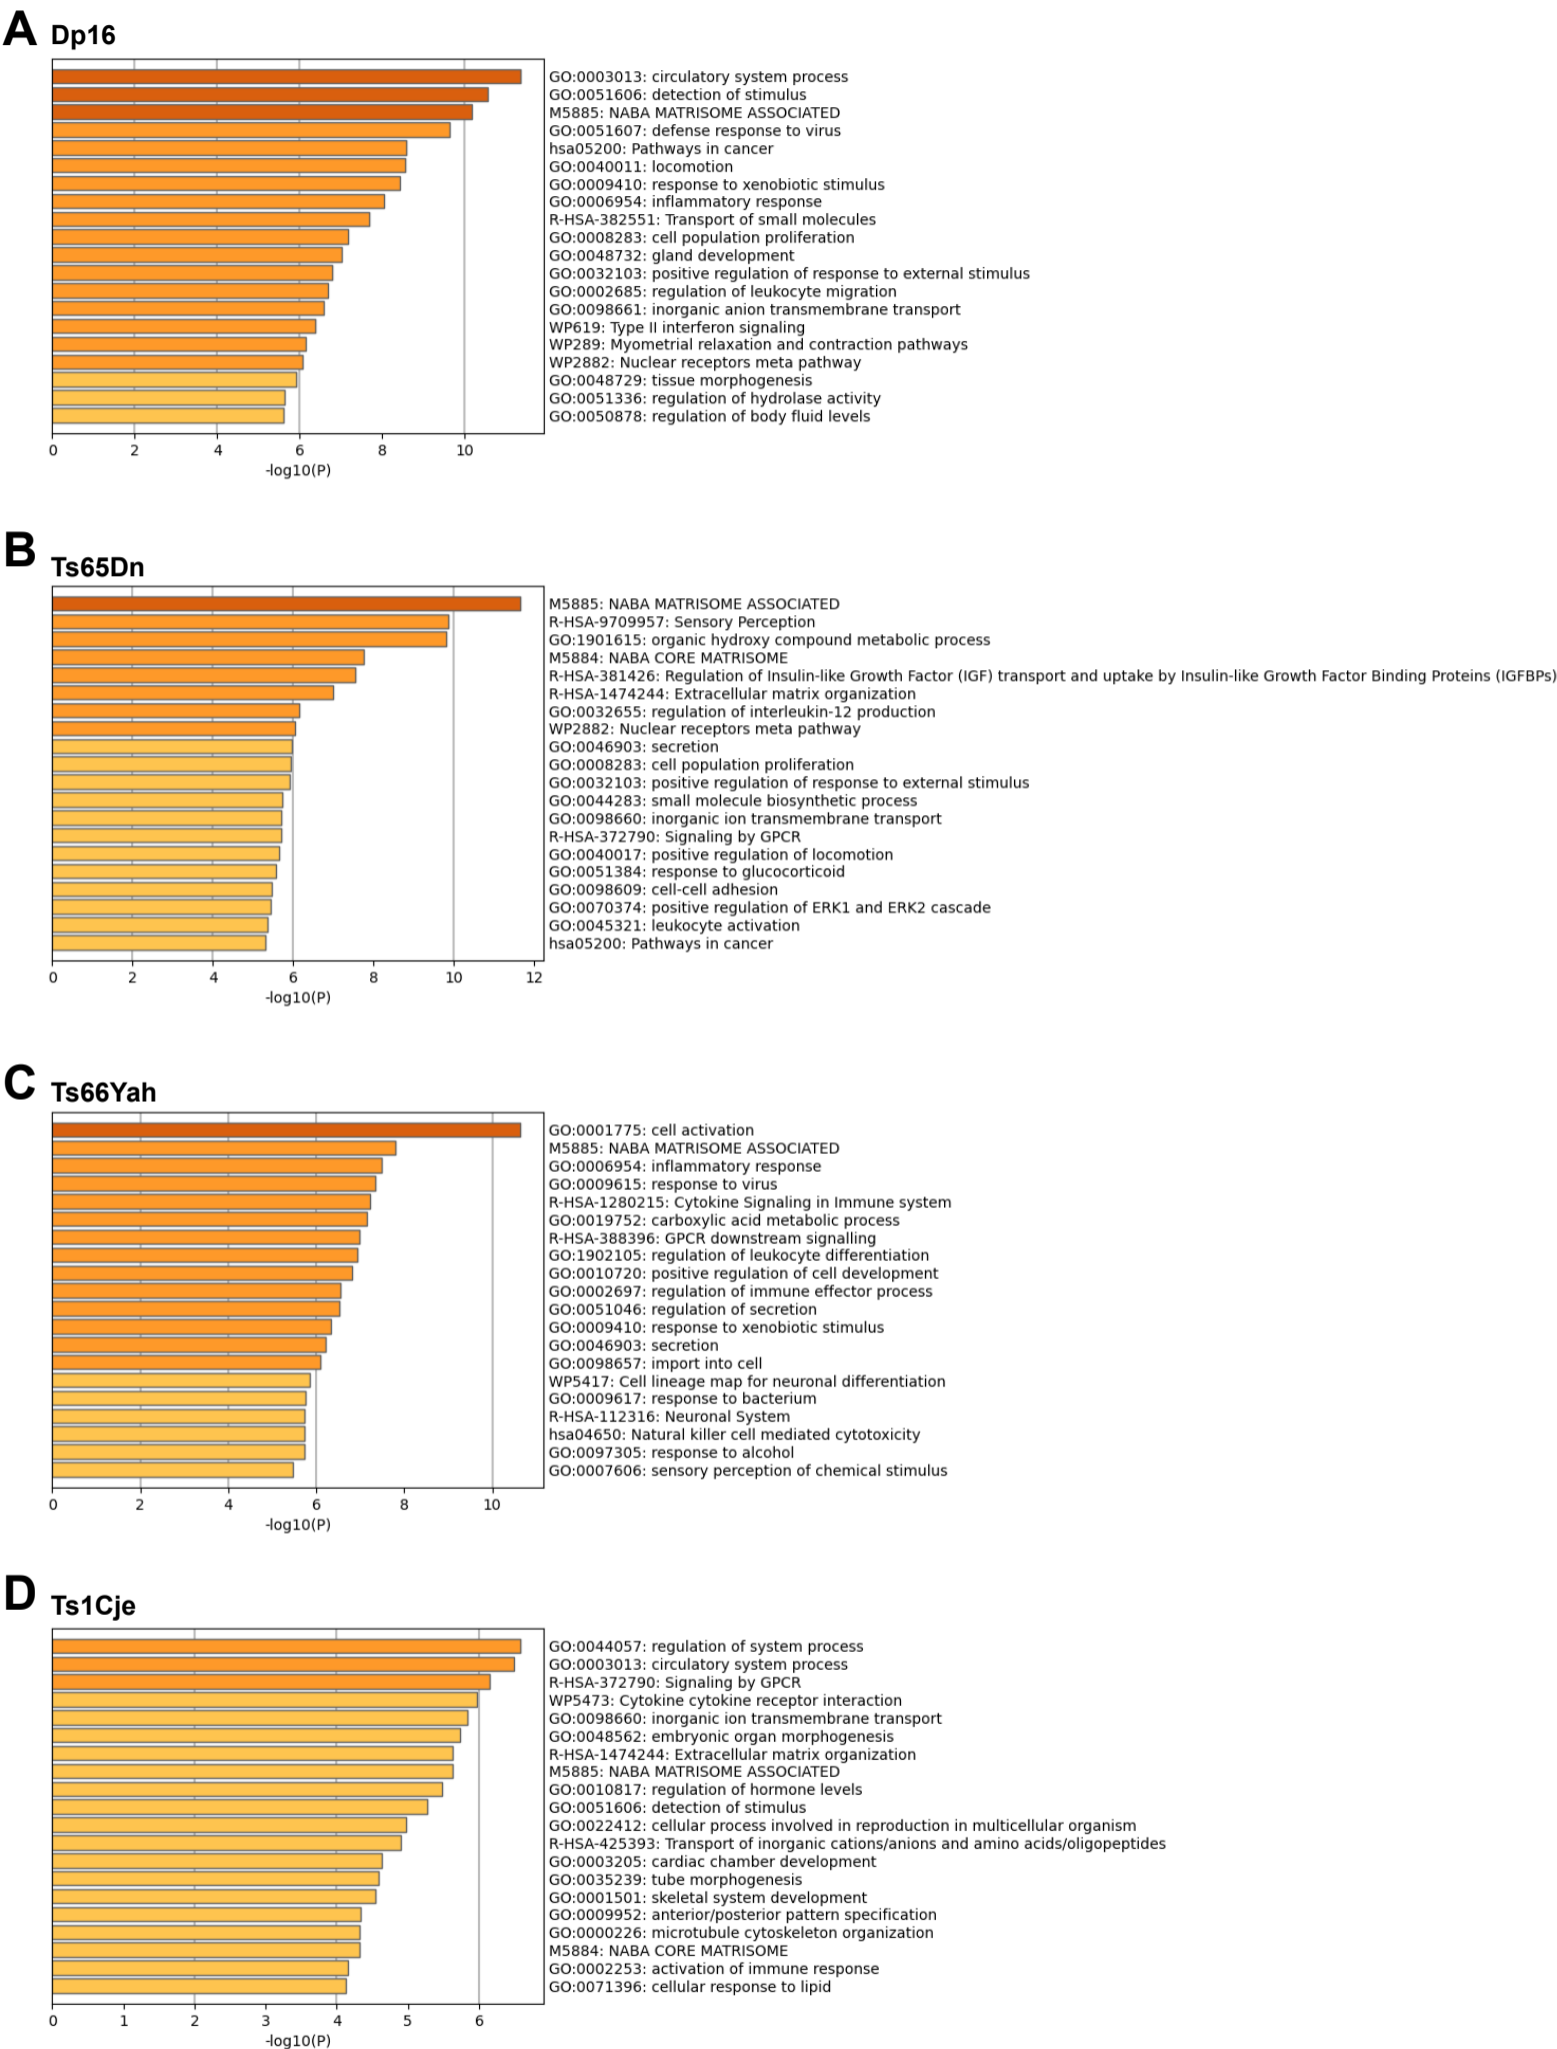

Fig. S2. Functional pathways clusters identified by Metascape enriched pathway analyses for placental MDGs in Dp16, Ts65Dn, Ts66Yah, and Ts1Cje mouse models. A-D) The top 20 enriched ontology clusters are shown for **A)** Dp16, **B)** Ts65Dn, **C)** Ts66Yah, and **D)** Ts1Cje. To generate these graphs, the significant pathways (defined by GO, terms hallmark gene sets, and other canonical pathways evaluated by Metascape) are hierarchically clustered based on similarities in gene members. Each cluster is named by its most significant pathway. Full pathway lists for each cluster are shown in Tab. S4.

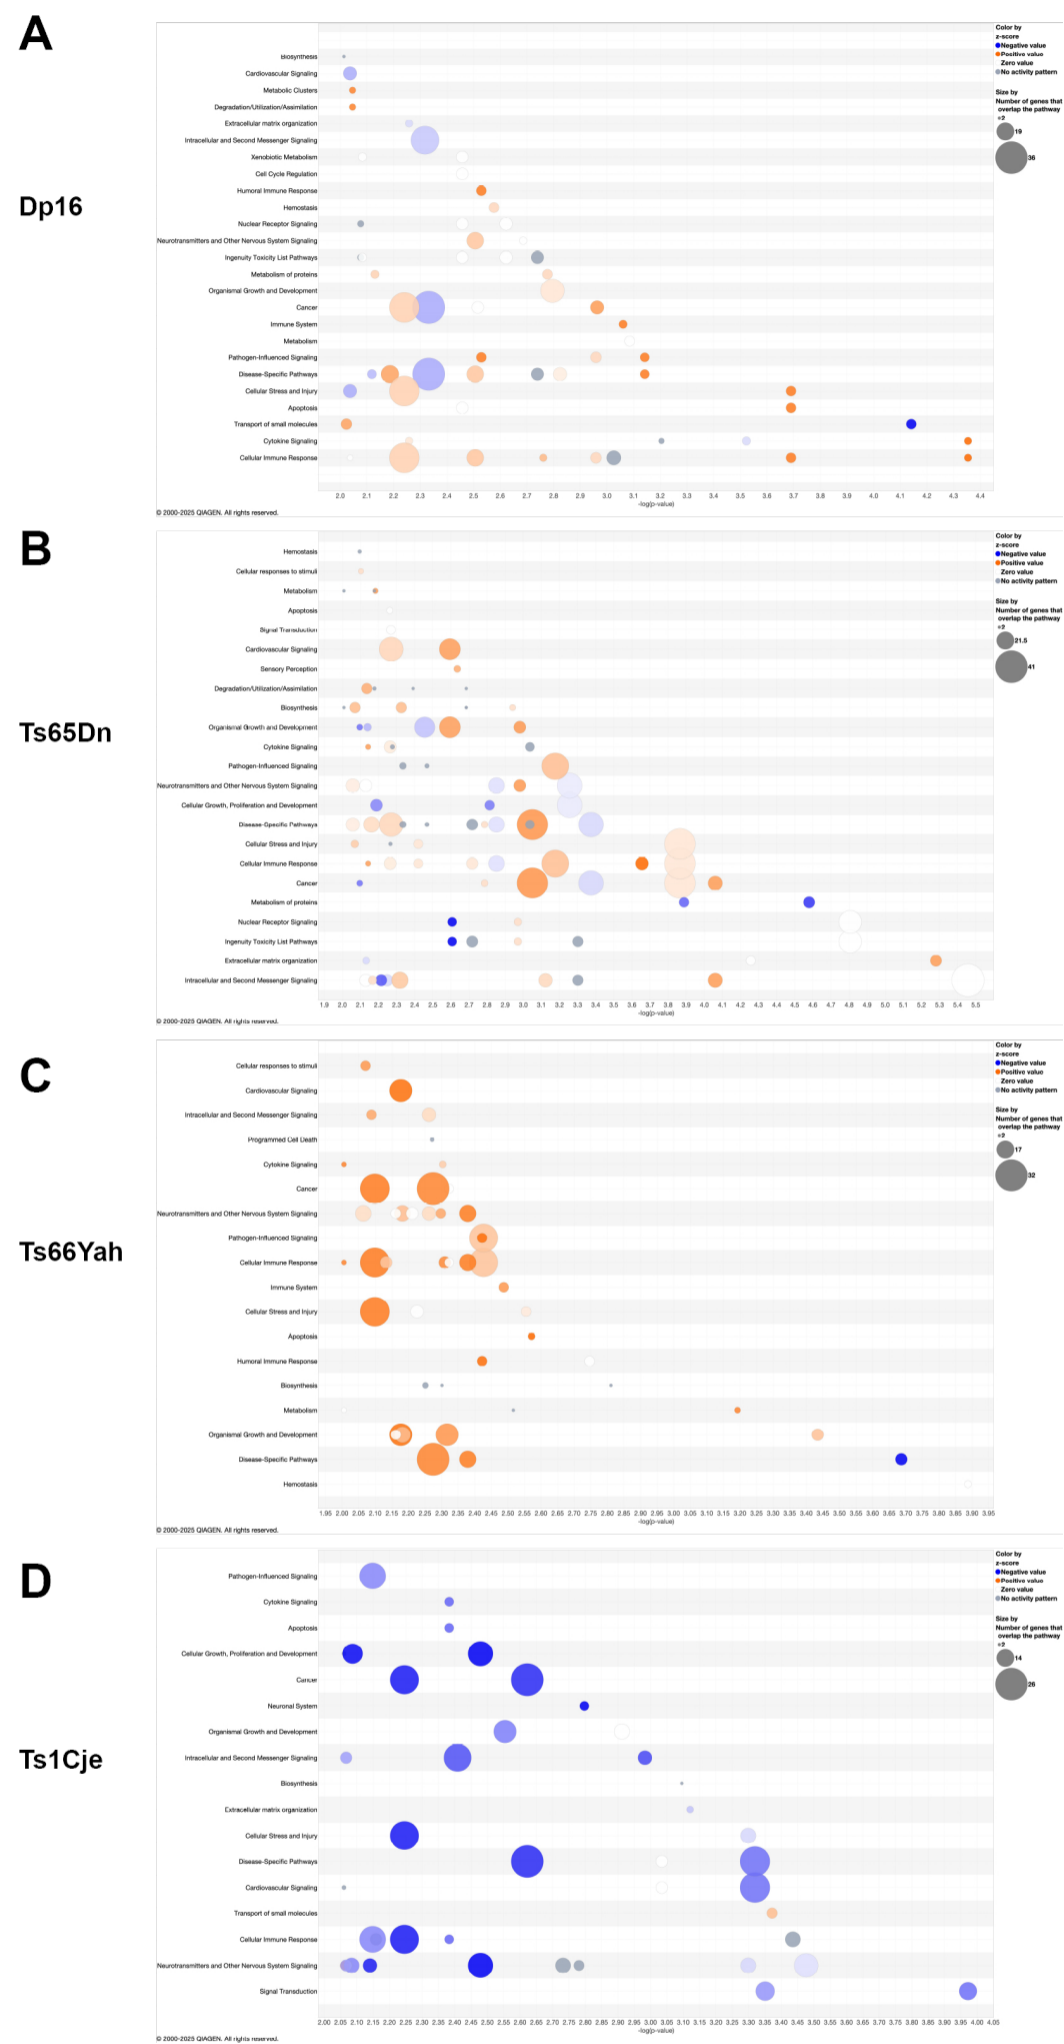

Fig. S3. Ingenuity pathway analysis functional clustering for placental MDGs in Dp16, Ts65Dn, Ts66Yah, and Ts1Cje mouse models. A-D) Ingenuity pathway analysis bubble charts are shown for the top ontology clusters in **A)** Dp16, **B)** Ts65Dn, **C)** Ts66Yah, and **D)** Ts1Cje. For each chart, the x-axis = the $-\log_{10}(p\text{-value})$ for each pathway, and the y-axis indicates pathway categories. Bubble size indicates gene overlap, and color indicates Z-score value (orange = positive, blue = negative, white = zero, gray = no activity pattern).

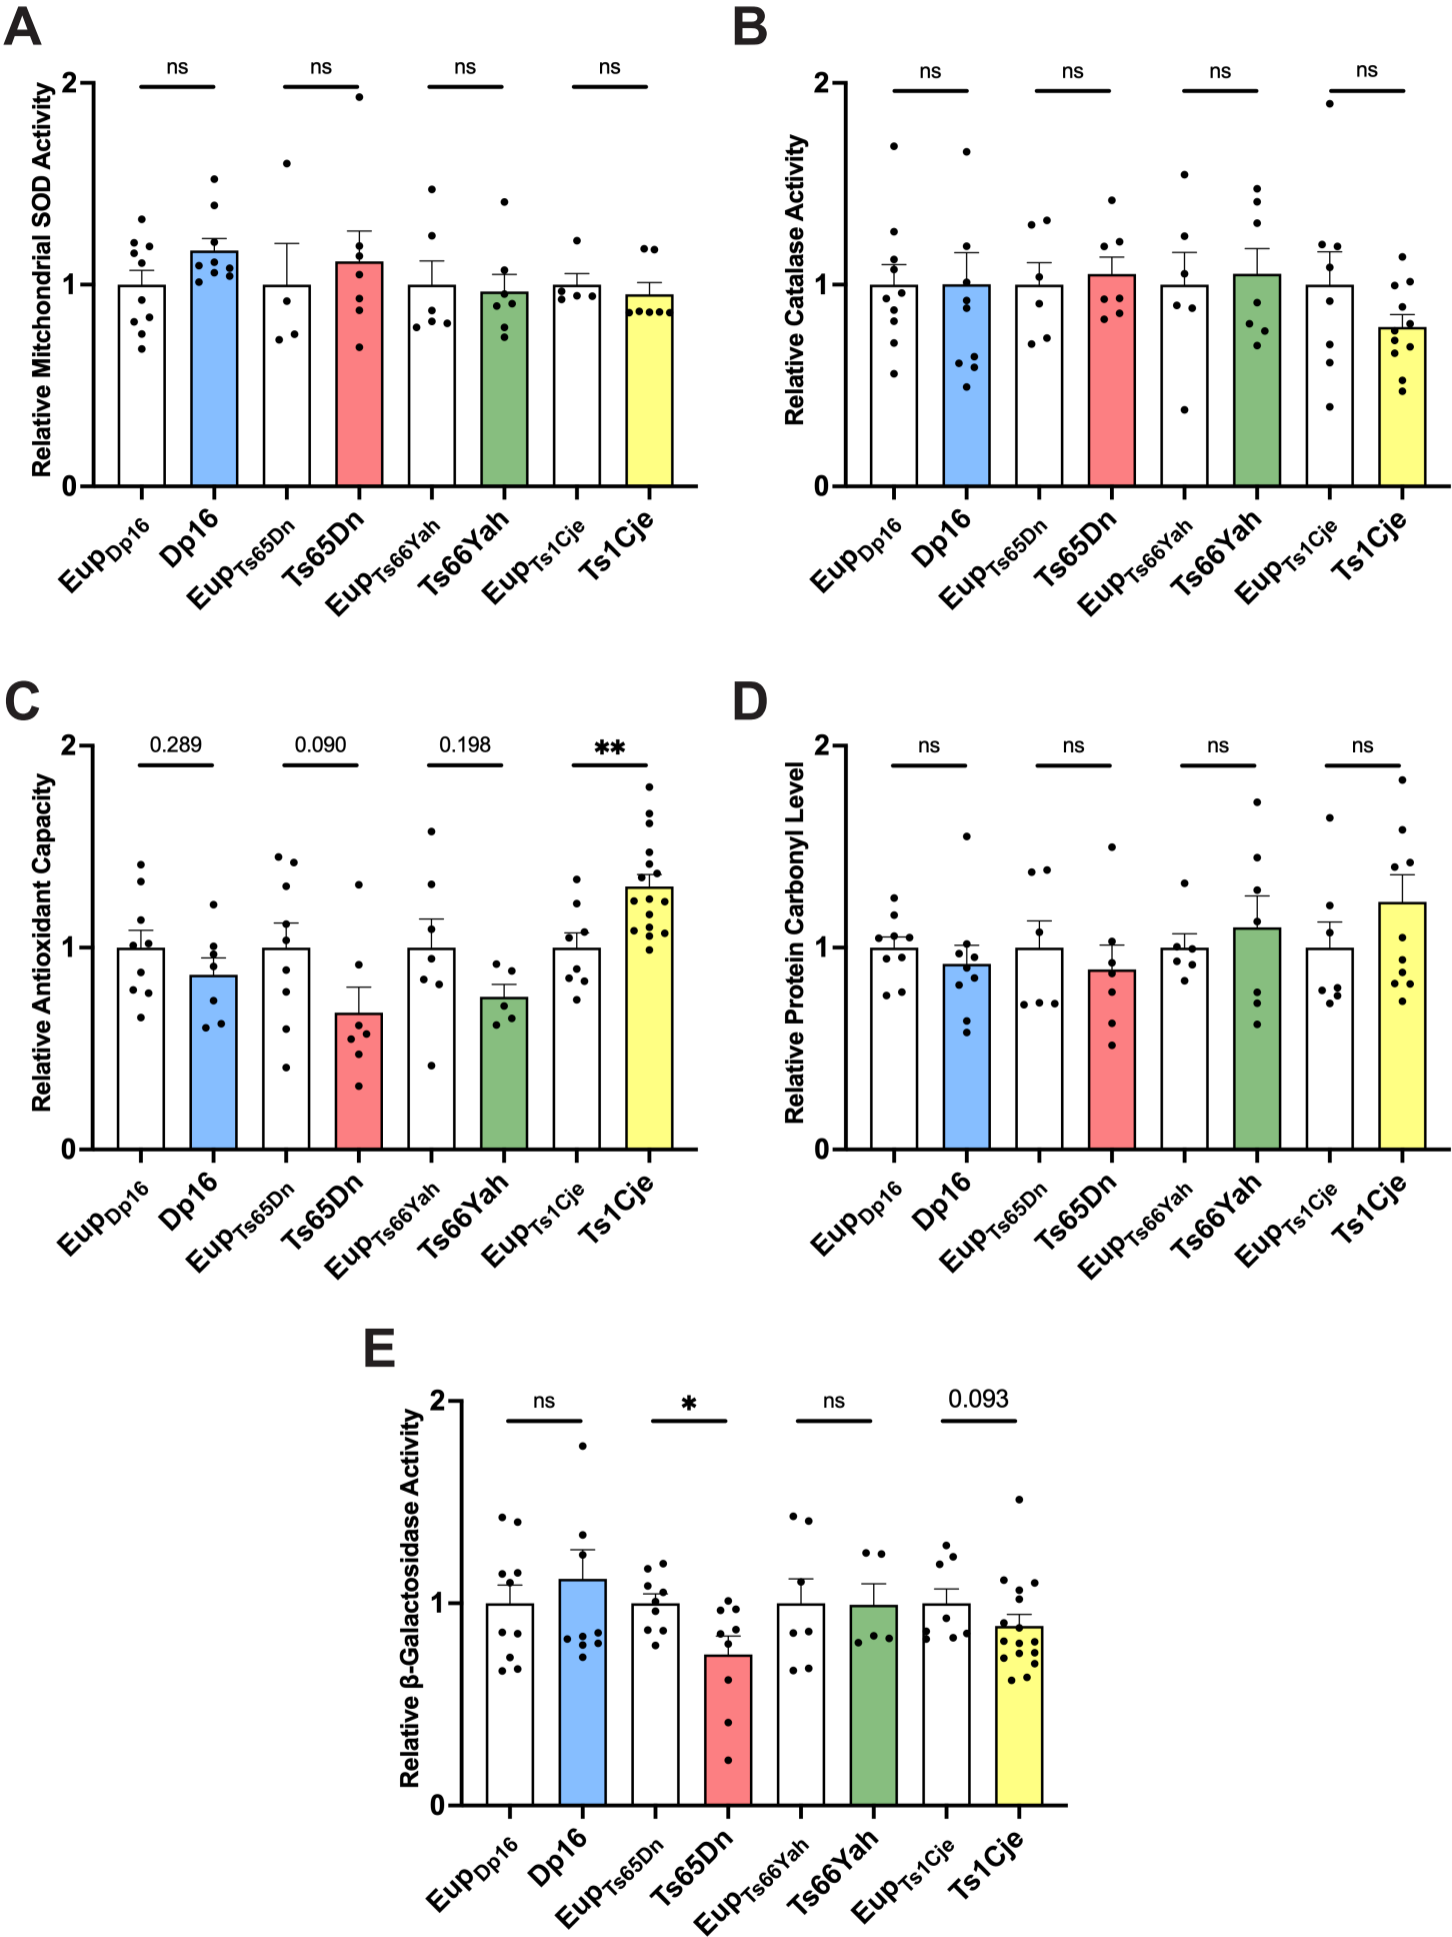

Fig. S4. Oxidative stress and senescence assays in placentas of four mouse models of Down syndrome. A)

Mitochondrial SOD activity. Sample numbers: Dp16 = 9 trisomic, 10 euploid; Ts65Dn = 7 trisomic, 4 euploid; Ts66Yah = 7 trisomic, 6 euploid; Ts1Cje = 7 trisomic, 5 euploid. **B)** Catalase activity. Sample numbers: Dp16 = 10 trisomic, 10 euploid; Ts65Dn = 7 trisomic, 6 euploid; Ts66Yah = 7 trisomic, 6 euploid; Ts1Cje = 11 trisomic, 8 euploid. **C)** Total

antioxidant capacity (TAC). Sample numbers: Dp16 = 7 trisomic, 9 euploid; Ts65Dn = 7 trisomic, 9 euploid; Ts66Yah = 7 trisomic, 5 euploid; Ts1Cje = 16 trisomic, 8 euploid. **D)** Protein carbonyl level. Sample numbers: Dp16 = 9 trisomic, 9 euploid; Ts65Dn = 7 trisomic, 6 euploid; Ts66Yah = 7 trisomic, 6 euploid; Ts1Cje = 11 trisomic, 9 euploid.

E) β -galactosidase activity. Sample numbers: Dp16 = 10 trisomic, 10 euploid; Ts65Dn = 9 trisomic, 9 euploid; Ts66Yah = 5 trisomic, 7 euploid; Ts1Cje = 16 trisomic, 8 euploid. For B, each sample was tested in duplicate, and for A and C-E, each sample was tested in triplicate. The average for each sample is plotted and was used for statistical analyses. Error bars = SEM. Unpaired, two-tailed t tests were performed for datasets with normal distribution, and two-tailed Mann-Whitney tests for datasets with non-normal distribution. ns, not significant, * p -value < 0.05, ** p -value < 0.01.

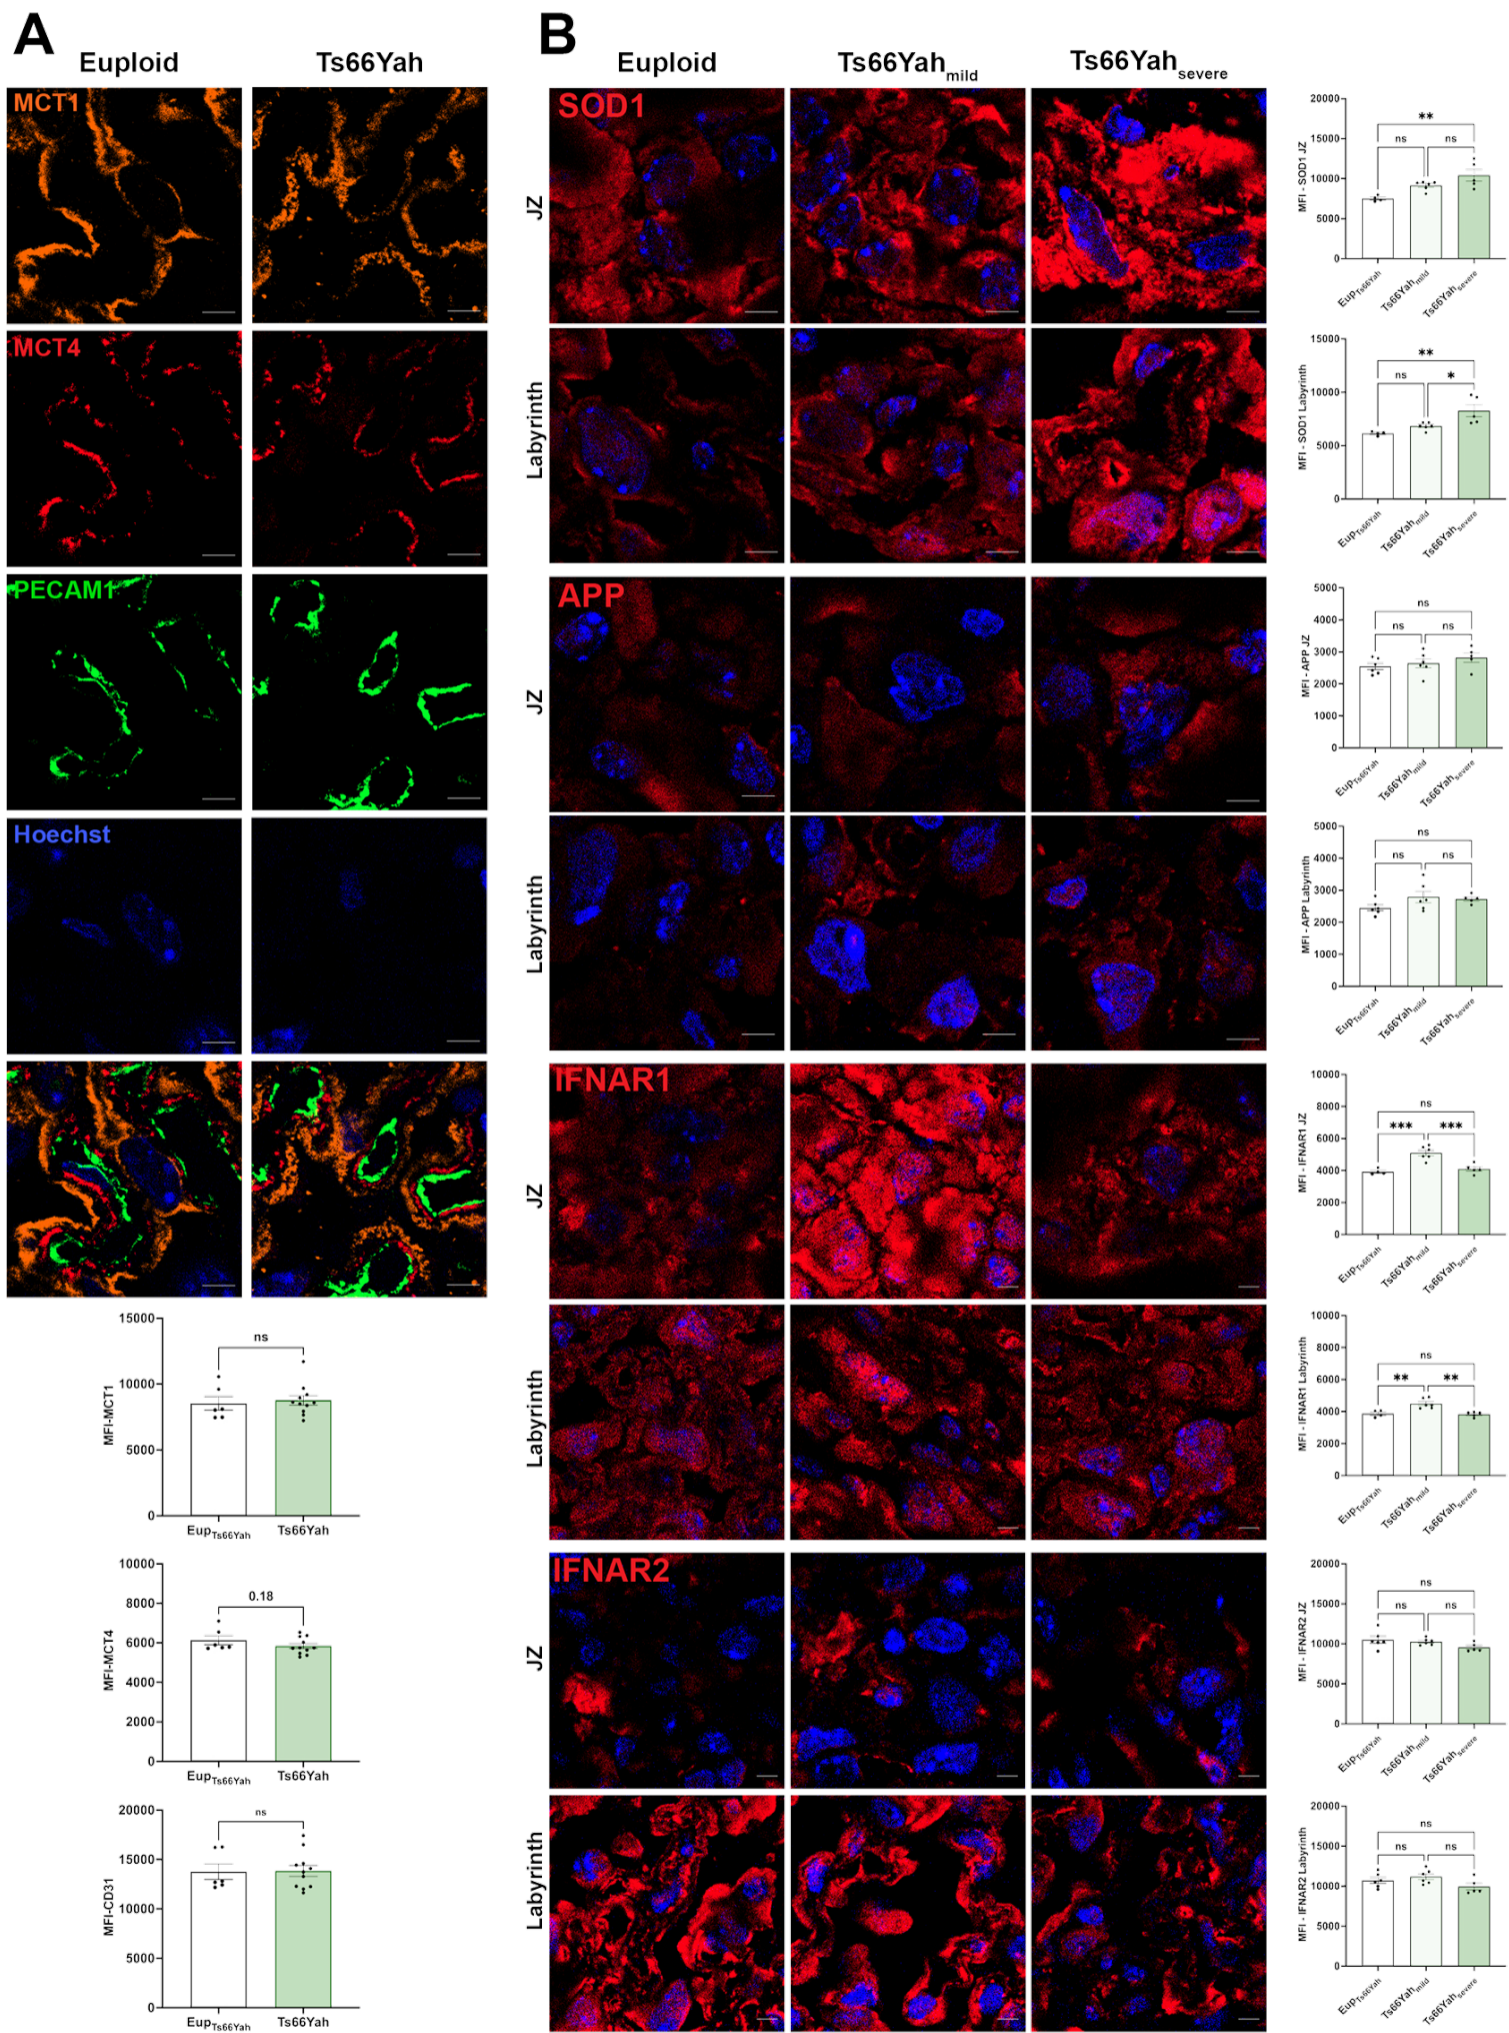

Fig. S5. Immunofluorescence staining of euploid and trisomic Ts66Yah placentas. **A)** Immunofluorescence staining of MCT1, MCT4, and PECAM1/CD31 in the labyrinth of euploid and trisomic Ts66Yah placentas. Orange = MCT1 (syncytiotrophoblast-I), red = MCT4 (syncytiotrophoblast-II), green = PECAM1/CD31 (endothelial cells), and blue = Hoechst/nuclei. Error bars = SEM. A trend towards reduced expression of MCT4 was seen in trisomic placentas: Mean fluorescence intensity (MFI) = 6138 ± 565 in euploid vs 5843 ± 420 in Ts66Yah, p -value = 0.18 (Mann-Whitney test). Graphs (bottom) show the MFI of each target protein. **B)** Examination of SOD1, APP, IFNAR1, and IFNAR2 expression in the Junctional zone (JZ) and labyrinth of Ts66Yah_{mild} and Ts66Yah_{severe} placentas. Red = SOD1, APP, IFNAR1, or IFNAR2 and blue = Hoechst/nuclei. Graphs show the MFI of each target protein in each placental subregion. Error bars = SEM. One-way ANOVA analyses with Tukey's multiple comparison tests were performed, and adjusted p -values are reported. ns, not significant, * p -value < 0.05, ** p -value < 0.01, *** p -value < 0.001. Scale bar = 5 μ m for all images.

Table S1. Differential gene expression analysis results for MDGs and all transcripts in the placenta of four mouse models of Down syndrome.

Available for download at
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062296#supplementary-data>

Table S2. Distribution of placental marginally dysregulated genes on autosomes in Dp16, Ts65Dn, Ts66Yah, and Ts1Cje.

Chromosome<br>(array probes)	Dp16			Ts65Dn			Ts66Yah			Ts1Cje		
	Upregulated (%)	Downregulated (%)	Total (%)	Upregulated (%)	Downregulated (%)	Total (%)	Upregulated (%)	Downregulated (%)	Total (%)	Upregulated (%)	Downregulated (%)	Total (%)
Chr1 (1202)	2.25	2.16	4.41	2.00	1.91	3.91	2.75	1.16	3.91	1.00	1.75	2.75
Chr2 (1825)	1.48	2.30	3.78	2.25	1.97	4.22	2.68	0.60	3.29	1.10	1.15	2.25
Chr3 (1022)	1.57	2.05	3.62	1.47	2.64	4.11	2.25	2.05	4.31	1.17	1.76	2.94
Chr4 (1351)	2.22	2.00	4.22	1.85	2.00	3.85	2.37	1.18	3.55	1.41	1.63	3.03
Chr5 (1288)	1.86	1.86	3.73	1.79	2.02	3.80	2.17	0.93	3.11	1.09	1.09	2.17
Chr6 (1148)	1.57	2.26	3.83	2.18	1.66	3.83	1.66	0.87	2.53	1.31	1.83	3.14
Chr7 (2033)	1.87	1.97	3.84	2.12	1.77	3.89	2.36	1.72	4.08	0.79	1.43	2.21
Chr8 (1044)	1.15	2.11	3.26	1.63	2.20	3.83	1.15	1.44	2.59	1.25	1.25	2.49
Chr9 (1229)	2.44	1.63	4.07	2.12	2.12	4.23	1.55	0.81	2.36	1.30	1.79	3.09
Chr10 (1015)	2.17	1.67	3.84	1.48	2.17	3.65	2.27	1.28	3.55	0.59	1.18	1.77
Chr11 (1629)	0.98	2.89	3.87	2.15	2.15	4.30	2.21	1.60	3.81	1.29	1.66	2.95
Chr12 (675)	1.63	1.78	3.41	1.33	1.48	2.81	2.07	1.04	3.11	1.04	1.48	2.52
Chr13 (847)	2.24	2.24	4.49	3.07	2.01	5.08	3.31	2.01	5.31	1.42	1.77	3.19
Chr14 (923)	2.17	1.73	3.90	3.14	2.17	5.31	2.82	1.30	4.12	1.08	2.28	3.36
Chr15 (780)	1.67	1.67	3.33	1.41	1.67	3.08	2.31	1.41	3.72	0.77	1.41	2.18
Chr16 (674)	8.75	2.52	11.28	9.64	1.78	11.42	9.64	0.59	10.24	2.08	2.23	4.30
Chr17 (1069)	1.96	2.06	4.02	4.68	2.06	6.74	2.43	1.78	4.21	1.22	1.40	2.62
Chr18 (475)	1.05	2.53	3.58	2.11	2.32	4.42	2.95	0.21	3.16	0.84	1.26	2.11
Chr19 (710)	2.54	2.82	5.35	1.69	1.83	3.52	3.10	0.85	3.94	0.70	2.68	3.38

Table S3. (A) Mouse Genome Informatics query identified 279 placental MDGs in mouse models of Down syndrome that are associated with prenatal lethality, (B) Mouse Genome Informatics query identified 54 placental MDGs with previously identified placental phenotypes. (C) Placental Mammalian Phenotype Terms associated with the 54 MDGs with placental phenotypes. (D) A subset of the MDGs with placental mammalian phenotypes also have heart and brain phenotypes.

Available for download at
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062296#supplementary-data>

Table S4. Metascape enriched pathway analyses for placental MDGs from Dp16, Ts65Dn, Ts66Yah, and Ts1Cje.

Available for download at
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062296#supplementary-data>

Table S5. Enriched canonical pathways identified using Ingenuity Pathway Analysis for placental MDGs from Dp16, Ts65Dn, Ts66Yah, and Ts1Cje.

Available for download at
<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062296#supplementary-data>

Table S6. Predicted upstream regulators by Ingenuity Pathway Analysis of placental marginally dysregulated genes for four mouse models of Down syndrome.

Upstream Regulator	Molecule Type	Predicted Activation State	Dp16		Ts65Dn		Ts66Yah		Ts1Cje	
			Bias-corrected z-score	p-value of overlap	Bias-corrected z-score	p-value of overlap	Bias-corrected z-score	p-value of overlap	Bias-corrected z-score	p-value of overlap
TNF	cytokine	Activated	2.2	4.70E-11	2.0	1.64E-06	1.0	7.13E-08	2.5	7.80E-04
lipopolysaccharide	chemical drug	Activated	2.3	1.23E-11	2.7	1.55E-04	2.5	9.75E-12		
interferon alpha	group	Activated	4.4	9.27E-08			3.2	8.47E-09		
IFNAR	group	Activated	3.9	1.69E-06			2.4	1.33E-05		
IFN beta	group	Activated	3.8	4.04E-05			2.2	1.32E-07		
STING1	ion channel	Activated	3.7	1.95E-07			2.7	9.90E-05		
IRF9	transcription regulator	Activated	3.6	1.88E-08			2.2	1.60E-06		
SASH1	other	Activated	3.6	4.96E-06			2.0	7.00E-05		
SAMSN1	other	Activated	3.6	4.00E-05			2.1	3.68E-04		
IRF7	transcription regulator	Activated	3.3	2.11E-06			2.5	9.24E-05		
STAT1	transcription regulator	Activated	3.3	1.68E-05			3.5	1.58E-07		
IFNAR1	transmembrane receptor	Activated	3.2	1.76E-09			2.3	8.87E-08		
APP	other	Activated	3.0	9.30E-07			2.4	3.83E-05		
ZBTB10	transcription regulator	Activated	3.0	1.31E-05			3.0	1.13E-07		
TLR4	transmembrane receptor	Activated	2.9	6.61E-05			2.2	7.25E-06		
poly rI:rC-RNA	biologic drug	Activated	2.8	6.44E-09			3.1	3.28E-07		
DOCK8	other	Activated	2.8	2.46E-04			2.1	5.32E-04		
SEN3	peptidase	Activated	2.8	9.82E-07			2.1	3.16E-06		
CGAS	enzyme	Activated	2.7	8.06E-07			1.7	5.37E-05		
IFNB1	cytokine	Activated	2.5	1.39E-06			3.1	1.53E-05		
TICAM1	other	Activated	2.3	3.05E-05			2.6	3.12E-05		
IRGM1	enzyme	Inhibited	-4.2	6.18E-11			-2.7	5.80E-10		
TTC39A-AS1	other	Inhibited	-3.9	5.06E-12			-2.1	4.95E-05		
TRIM24	transcription regulator	Inhibited	-3.8	8.62E-11			-2.2	3.34E-05		
CITED2	transcription regulator	Inhibited	-3.6	8.09E-06			-3.3	6.55E-10		
TREX1	enzyme	Inhibited	-3.5	7.16E-07			-2.3	3.91E-09		
DUSP11	phosphatase	Inhibited	-3.4	8.67E-11			-1.7	9.65E-06		
PNPT1	enzyme	Inhibited	-3.0	2.72E-09			-2.2	7.30E-06		
RNASEH2B	other	Inhibited	-2.9	4.18E-08			-2.0	1.64E-06		
STAT6	transcription regulator	Inhibited	-2.6	2.31E-05			-2.2	1.26E-05		
SIRT1	transcription regulator	Inhibited	-2.4	9.63E-06			-2.6	5.72E-04		
PTGER4	g-protein coupled receptor	Inhibited	-2.2	1.65E-04			-2.7	1.75E-04		

Table S7a. Levels of Aβ-40 and Aβ-42 are unchanged in trisomic placentas relative to euploid controls.

	EupDp16	Dp16	p-value	EupTs65Dn	Ts65Dn	p-value	EupTs66Yah	Ts66Yah	p-value	EupTs1Cje	Ts1Cje	p-value
AB40 (pg/mL)	195.6 ± 26.63	169.9 ± 39.57	0.171	136.5 ± 36.81	150.5 ± 38.08	0.603	200 ± 70.54	184.3 ± 29.99	0.975	159.8 ± 25.65	168.4 ± 31.54	0.562
AB42 (pg/mL)	15.01 ± 1.99	13.79 ± 2.23	0.325	9.67 ± 1.41	10.30 ± 1.56	0.430	10.89 ± 1.37	12.37 ± 2.17	0.191	12.10 ± 1.59	12.16 ± 1.10	0.836
AB-42/AB-40	0.078 ± 0.014	0.086 ± 0.026	0.473	0.075 ± 0.022	0.071 ± 0.016	0.764	0.059 ± 0.018	0.068 ± 0.012	0.285	0.080 ± 0.022	0.073 ± 0.019	0.456

Table S7b. Levels of Aβ-40 and Aβ-42 in trisomic Ts66Yah mild and Ts66Yah severe placentas relative to euploid controls.

Amyloid Beta	EupTs66Yah	Ts66Yah _{mild}	Ts66Yah _{severe}	p-value		
				EupTs66Yah vs. Ts66Yah _{mild}	EupTs66Yah vs. Ts66Yah _{severe}	Ts66Yah _{mild} vs. Ts66Yah _{severe}
Aβ-40 (pg/mL)	200 ± 70.54	178.4 ± 31.87	194.3 ± 29.65	0.8843	0.903	0.903
Aβ-42 (pg/mL)	10.89 ± 1.37	11.1 ± 1.40	14.5 ± 1.32	0.9667	**0.0087**	**0.0152**
Aβ-42/Aβ-40	0.059 ± 0.018	0.064 ± 0.013	0.075 ± 0.005	0.6046	0.397	0.5411

Table S8. Comparison of euploid and trisomic placental levels of cytokines, chemokines, STAT signaling proteins, and NF-κB signaling proteins.¹

	EupDp16	Dp16	p-value	EupTs65Dn	Ts65Dn	p-value	EupTs66Yah	Ts66Yah	p-value	EupTs1Cje	Ts1Cje	p-value
GM-CSF (pg/mL)	4.254 ± 0.6063	3.74 ± 0.4754	0.080	3.006 ± 0.7053	3.04 ± 0	-	2.51 ± 0	2.841 ± 0.5752	-	3.236 ± 0.4655	3.683 ± 0.5318	0.224
IFNG (pg/mL)	336.8 ± 536.3	119.1 ± 162.8	0.467	70.05 ± 51.05	40.3 ± 31.15	0.103	193.2 ± 127.9	40.73 ± 55.18	0.034	44.34 ± 52.48	30.03 ± 42.58	0.788
IL-1a (pg/mL)	25.85 ± 14.33	23.22 ± 9.003	0.667	68 ± 117.9	24 ± 14.67	0.325	128.7 ± 242.6	20.78 ± 6.251	0.898	51.75 ± 36.25	29.74 ± 10.03	0.211
IL-1b (pg/mL)	0.7555 ± 0.1108	0.5092 ± 0.1575	0.005	0.4213 ± 0.1105	0.4267 ± 0.1122	0.917	0.566 ± 0.2062	0.4613 ± 0.1712	0.346	0.6618 ± 0.1623	0.7159 ± 0.1767	0.648
IL-2 (pg/mL)	1.533 ± 0.3917	1.288 ± 0.8227	0.460	1.65 ± 0.4383	1.824 ± 0.7391	0.740	2.816 ± 1.04	2.837 ± 1.058	>0.999	1.979 ± 0.9741	1.554 ± 0.4037	0.246
IL-4 (pg/mL)	1.236 ± 0.2807	1.176 ± 0.39	0.729	1.315 ± 0.2918	1.158 ± 0.4659	0.349	1.266 ± 0.2682	1.119 ± 0.3262	0.409	0.8693 ± 0.1972	1.34 ± 0.5525	0.027
IL-5 (pg/mL)	0.8513 ± 0.204	0.5461 ± 0.2587	0.026	0.9263 ± 0.2259	0.7224 ± 0.2298	0.023	1.302 ± 0.2525	1.18 ± 0.2894	0.446	1.106 ± 0.2651	1.076 ± 0.4427	0.869
IL-6 (pg/mL)	6.966 ± 1.494	8.188 ± 6.114	0.879	5.029 ± 1.662	3.4 ± 1.656	0.019	6.106 ± 2.081	5.633 ± 1.928	0.773	7.202 ± 2.067	6.031 ± 2.008	0.242
IL-10 (pg/mL)	9.071 ± 2.169	9.792 ± 2.511	0.549	13.67 ± 3.529	12.09 ± 3.19	0.288	17.09 ± 1.458	15.7 ± 3.889	0.179	9.378 ± 3.008	7.36 ± 2.294	0.179
LIX (pg/mL)	30.77 ± 0	30.44 ± 0	-	24.96 ± 4.304	28.02 ± 26.56	0.332	14.76 ± 7.511	13.95 ± 4.608	0.803	26.2 ± 8.15	22.58 ± 9.327	0.400
IL-17a (pg/mL)	0.1682 ± 0.0804	0.2586 ± 0.208	0.316	0.1484 ± 0.0784	0.2104 ± 0.1453	0.692	0.2214 ± 0.08816	0.2056 ± 0.1226	0.812	0.4131 ± 0.2608	0.3557 ± 0.3145	0.574
KC (pg/mL)	71.09 ± 21.04	66.41 ± 25.05	0.692	97.1 ± 22.14	97.82 ± 38.56	0.962	89.02 ± 36.1	69.48 ± 20.86	0.218	71.39 ± 16.02	64.54 ± 16.57	0.390
MCP1 (pg/mL)	19.13 ± 3.916	22.93 ± 18.48	0.235	19.34 ± 8.648	16.86 ± 6.082	0.506	32.05 ± 16.77	32.71 ± 16.6	0.797	20.84 ± 12.02	17.85 ± 4.748	0.480
MIP2 (pg/mL)	21.41 ± 3.801	19.84 ± 2.772	0.359	18.98 ± 1.415	19.11 ± 3.604	0.457	23.19 ± 4.143	21.8 ± 3.144	0.490	20.51 ± 4.081	23.52 ± 6.319	0.262
TNFa (pg/mL)	3.444 ± 0.4066	2.566 ± 0.7526	0.012	2.475 ± 1.2	1.958 ± 0.8681	0.286	4.026 ± 1.111	3.646 ± 0.9973	0.530	3.221 ± 0.7201	2.762 ± 0.6263	0.168
STAT1 (MFI)	4.844 ± 3.495	7.094 ± 2.835	0.179	3.857 ± 2.813	3.682 ± 1.881	0.875	2.938 ± 2.461	3.438 ± 2.382	0.741	17.63 ± 2.79	17.28 ± 3.681	0.827
STAT3 (MFI)	45.16 ± 11.06	42.84 ± 6.383	0.617	43.31 ± 7.929	38.83 ± 6.695	0.166	52.55 ± 13.36	53.33 ± 10.83	0.907	19.53 ± 7.413	22.4 ± 5.798	0.370
STAT5 (MFI)	7.813 ± 4.808	7.875 ± 3.12	0.627	17.94 ± 2.298	12.91 ± 6.59	0.052	19.6 ± 4.772	19.03 ± 5.688	0.853	7.094 ± 4.351	7 ± 2.984	0.948
pNFkB (MFI)	8.625 ± 2.553	8.25 ± 2.496	0.771	9.438 ± 3.453	8.45 ± 3.393	0.516	18.05 ± 2.96	16.28 ± 4.358	0.437	11.66 ± 3.27	10.35 ± 3.087	0.346
TNFR1 (MFI)	15.88 ± 9.459	18.84 ± 9.952	0.551	20.13 ± 8.035	13.05 ± 10.85	0.216	16.25 ± 9.985	30.33 ± 21.97	0.253	29.22 ± 6.856	23.13 ± 11.33	0.201
cMyc (MFI)	22.19 ± 8.051	17 ± 3.791	0.121	30.84 ± 12.05	18.47 ± 6.001	0.003	27.85 ± 5.222	23.11 ± 6.946	0.211	8.781 ± 3.924	9.15 ± 6.142	0.885
pFADD (MFI)	14.03 ± 3.421	13.41 ± 5.177	0.780	3.656 ± 1.647	3.55 ± 1.788	0.891	4.65 ± 1.318	5 ± 1.179	0.279	4.357 ± 1.632	3.679 ± 2.581	0.568
IkkA/b (MFI)	6.844 ± 1.118	6.5 ± 3.513	0.573	1.5 ± 1.541	2.708 ± 2.07	0.351	3.167 ± 3.643	2.125 ± 1.109	0.603	14.91 ± 3.226	9.175 ± 2.267	0.000
IkB (MFI)	159.2 ± 41.66	157 ± 20.35	0.893	95.97 ± 25.44	83.25 ± 20.2	0.203	150.9 ± 22.07	163.1 ± 42.97	0.568	74.75 ± 16.98	63.9 ± 26.61	0.333

¹IL-13 could not be assessed due to insufficient detection of fluorescence; IKKα/β, TNFR1, STAT2, and STAT6 were excluded because cross-reactivity with mouse has not been validated.

Table S9. Probes for qPCR and antibodies for immunofluorescence and Western blots.

Gene Symbol	qPCR Assay ID, Thermo Fisher Scientific
Sod1	Mm01344233_g1
App	Mm01344172_m1
Ifnar1	Mm00439544_m1
Ifnar2	Mm00494916_m1
Clec1b	Mm00490925_m1
Prl4a1	Mm00478305_m1
Gapdh	Mm99999915_g1
Hprt	Mm00446968_m1

Antibody Target	Host	Vendor	Cat#	Concentration, Usage
SOD1	Rabbit	Abcam	ab51254	1:50, IF primary/ 1:50, Western
APP	Rabbit	Abcam	ab2072	1:50, IF primary/ 1:50, Western
IFNAR1	Rabbit	Thermo Fisher Scientific	MA5-32006	1:50, IF primary
IFNAR1	Rabbit	Thermo Fisher Scientific	BS-4116R	1:50, Western
IFNAR2	Rabbit	Thermo Fisher Scientific	PA5-76100	1:50, IF primary
MCT1	Chicken	Millipore	AB1286-I	1:300, IF primary
MCT4	Rabbit	Millipore	AB3314P	1:50, IF primary
PECAM1/CD31	Goat	R&D Systems	AF3628	1:15, IF primary
GAPDH	Mouse	Millipore	MAB374	1:200, Western
Anti rabbit-IgG Alexa-Fluor 647	Donkey	Thermo Fisher Scientific	A31573	1:200, IF secondary
Anti chicken-IgY Alexa-Fluor 555	Donkey	Thermo Fisher Scientific	A78949	1:200, IF secondary
Anti goat-IgY Alexa-Fluor 488	Donkey	Thermo Fisher Scientific	A11055	1:200, IF secondary

How the deposited data were processed for this re-analysis (not part of the article)

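The deposited table holds log2 signals that the authors computed from Mouse Clariom S arrays with robust multi-array averaging in the Transcriptome Analysis Console, version 4.0.0. The values have 2 decimals and were taken as deposited. The arrays of a model share nearly the same distribution and those of different models do not, so the authors appear to have normalized each model apart, and all main tests were made within a model.

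Each of the 140 placentas is 1 array and 1 replicate. The litter of each placenta was read from the dam in its label. Placentas of the same litter were more alike than placentas of different litters: the median correlation of their deviations from the group means was 0.011 against -0.032 in Dp16, 0.006 against -0.032 in Ts65Dn, 0.046 against -0.067 in Ts66Yah and 0.029 against -0.035 in Ts1Cje. The correlation of placentas within a litter was estimated by limma at 0.0394, 0.0356, 0.0364 and 0.0447. No 2 arrays were duplicates, with correlations between arrays of a model from 0.918 to 0.987.

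Probe sets were named with the platform table, where 19572 carry 1 symbol, and each of these was matched to the mouse reference annotation by its gene identifier. Of the rest, 284 were named through Table S1 of the paper, and 2350 stayed unnamed. A gene with several probe sets keeps each of them.

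Trisomic and euploid placentas were compared with limma, with p-values adjusted by the Benjamini-Hochberg method over all probe sets of a model. The cutoffs for DEGs and MDGs were those of the paper. In a self-test, arrays were simulated with the layout, means and spreads of the real ones, and known changes were added to 100 probe sets per size. At a change of 0.4 on the log2 scale 49%, 68%, 44% and 68% were recovered in Dp16, Ts65Dn, Ts66Yah and Ts1Cje, and at 0.58 it was 81%, 87%, 78% and 93%, with 14, 24, 13 and 18 false calls. The noise was drawn independently for each probe set, and changes of both sizes were planted together in bright probe sets. The real probe sets may vary together, so these figures need not hold for the real arrays. Random splits of the real Ts66Yah placentas gave up to 29 DEGs.

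The genes with values in the text were chosen by a rule fixed before the data were examined, when the values of Table S1 had been seen. They are the genes that the results of the paper name for the arrays, up to 10 genes per direction and model with the largest changes among those that passed, or with the smallest p-values among MDGs where none passed, and 2 to 4 members of each gene list with the smallest p-values. The 35 lists of pathways and placental cell types were fixed in the same way and tested with camera and with permutations of the genotype label of placentas.

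The alternatives were litter as a fixed or random replicate block, sex as a covariate, the ANOVA of the methods, 1 fit over all models, a filter of dim probe sets, equalised array medians, quantile normalization within the model, array weights, other cutoffs, and leaving out each litter in turn. The ANOVA and the random block were not run for the gene lists.

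The versions were R 4.3.3, limma 3.58.1, vegan 2.7.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.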

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

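Several tests were chosen after the result was seen. They are the tests of the level of the genes from Sod1 to Zbtb21 in single placentas and of Dnah11 in the placenta of litter Dam11. They include those of N6amt1, Ltn1, Usp16 and Cct8, of the sex labels and of the interferon receptor RNA. The tests of the interferon-stimulated genes in the groups of Ts1Cje placentas and of the macrophage, NK and T cell markers belong to them as well. The rule for reading the random splits was also written after the result was seen. The comparison of models and the gene lists were set before the deposited values were examined, when the values of Table S1 had been seen.

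In Ts1Cje, 16 of 24 placentas labelled trisomic had the genes from Sod1 to Zbtb21 below the midpoint to the level of the other models, and 2 labelled euploid lay at -0.64 (embryo 2 of litter Dam10) and -0.61 (embryo 3 of litter Dam15-2). Placentas without the translocation under a trisomic label are excluded for the 16, since 0 of them had low Dnah11, and so is the quality of single arrays, since the spread of these genes lay at the 100.0 percentile of windows of neighbouring genes. Placentas with 2 copies and others with 3 fit, since 24 of 24 lay on the same side of the midpoint in both parts of the segment, although a split at the widest gap gave 17. High Dnah11 marks the translocation and not the number of copies, and the paper describes a trisomic-specific PCR on tail DNA and no count of copies. Embryo 3 of litter Dam11, labelled euploid with Dnah11 at 9.53, had a segment level of 2.157, inside both groups, which leaves a wrong label open, and a swap within the model is excluded, since 0 placentas labelled trisomic had low Dnah11. As a hypothesis, a Mmu16 that lacks the segment may segregate among the placentas, so that some with high Dnah11 hold 2 copies of the segment and those at -0.64 and -0.61 hold 1. The paper does not state this, and it was not tested, since a count of copies is needed. DEG counts without the 16 placentas were not made.

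N6amt1, Ltn1, Usp16 and Cct8, which lie outside the translocated segment, were lower in Ts1Cje placentas labelled trisomic, with a genotype difference minus the mean of the other models of -0.64, -0.87, -0.71 and -0.72. Their mean ran from -0.90 to -0.26 in the 16 placentas whose segment lay below the midpoint, all under the lowest of the other 8, which ran from -0.18 to 0.18. It was -0.50 and -0.35 in the 2 labelled euploid with the low segment, and -0.38 to 0.30 in the other 15. A difference between litters is excluded, since 4 of the 4 genes stayed lower with litter as a block, and so is background signal, since 0 of them are dim. An effect of the translocation alone is excluded as well, since all 24 had high Dnah11 and the 4 genes were higher in the 8 than in the 16 by 0.6547 (standard error 0.0575), with the 8 at 0.0204 (standard error 0.0683) from the other 15 euploid placentas. Among the 17 euploid placentas the 4 genes went together with a median correlation of 0.4149, although it was 0.1267 once litter means were removed. A variant of the neighbourhood that segregates whatever the genotype remains possible. The 17 include the 2 with the low segment, so the correlation cannot tell such a variant from a Mmu16 that lacks the segment. The 4 genes were low where the segment was low relative to its label, in the 16 and in these 2.

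Interferon-stimulated genes were higher in trisomic placentas, and the shift in Ts1Cje differed from the mean of the other models by -0.1648, while Dp16 and Ts66Yah lay 0.1237 above Ts65Dn. The dams of Ts65Dn were trisomic, and a role of the maternal tissue in the smaller Ts65Dn shift was not tested. The smaller shift in Ts1Cje (p = 0.00254) is the pattern itself and tests no explanation, and 16 of the 24 Ts1Cje placentas labelled trisomic lay at the euploid level of the segment that holds Ifnar1, Ifnar2, Il10rb and Ifngr2. The mean of these 4 genes was higher in the other 8 than in the 16 by 0.3537 (standard error 0.0393). These 4 genes are part of the segment mean that split the placentas, so this difference follows from the split and is no separate finding. The interferon-stimulated genes were higher in the 8 by 0.0878 (standard error 0.0477, permutation test, p = 0.08451), which leaves a role of the receptor dose in Ts1Cje open. Placentas with more interferon receptor RNA had more of these genes within groups of Dp16, Ts65Dn and Ts66Yah (r = 0.3778, n = 99, p = 0.00015), and r was 0.516, 0.1947 and 0.3273 in the single models. Of 2000 random pairs of bright genes outside the trisomic regions, 95% had r under 0.3451, with a median of 0.1504. Differences of gene dose between genotypes are removed within groups, so r does not test a role of the third copy. In Dp16 the interferon shift exceeded the macrophage shift by 0.281 (standard error 0.0778), and the macrophage markers were at -0.0244 (standard error 0.0986). This argues against more macrophages as the whole of the shift in Dp16. It cannot exclude a smaller rise, since the macrophage shift is imprecise and the lists need not follow cell number alike. More NK and T cells remain open, since the interferon shift exceeded that of their markers by 0.1156 in Dp16 (standard error 0.0793), and these markers were higher by 0.141 in Dp16 (standard error 0.0737, against 0.2566 for the interferon list) and 0.2107 in Ts66Yah (standard error 0.096, against 0.2505). Correlation across placentas does not show that the receptor drives these genes.

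The dosage of the genes from Sod1 to Zbtb21 in Ts1Cje minus that in the other models was -0.1349. The genotype difference in Ts1Cje minus the mean of the other models was -0.46 for Atp5j, -0.46 for Mrpl39, -0.27 for App, 1.12 for Bmp10, -0.36 for Bach1 and -0.71 for Foxd2. For Dnah11 it was 5.36, which gives no size of the change, since the euploid level of Dnah11 is not shown to lie above background.

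Among the 9 trisomic Ts66Yah placentas 1 value stood apart in 6 of 70 groups by Dixon's test, which flags about 1 in 20 groups by chance: chaperonin genes -0.09248 in embryo 6 of litter Dam12, fetal mesenchyme -0.267 in embryo 7 of litter Dam19, erythroid genes 0.6418 in embryo 6 of litter Dam18, megakaryocyte genes -0.1916 in embryo 4 of litter Dam11, Ifnar1 8.96 in embryo 3 of litter Dam18 and Myh10 7.96 in embryo 5 of litter Dam19.

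In 3 placentas the genes from Sod1 to Zbtb21 lay at the level of the other label, which were embryo 5 of Dp16 litter Dam33, labelled euploid at 0.40, embryo 7 of Ts65Dn litter Dam18, labelled trisomic at 0.00, and embryo 8 of Ts65Dn litter Dam125, labelled euploid at 0.44. The genes of the Mmu17 segment of Ts65Dn went the same way, at -0.01 in embryo 7 of litter Dam18, against 0.33 to 0.56 in others of its label, and at 0.39 in embryo 8 of litter Dam125, against -0.28 to 0.19. The cause was not tested. In 11 placentas, embryo 8 of Ts65Dn litter Dam125 among them, the Y-linked genes went against the sex label. In 9 of them the Y-linked genes lay inside the range of the other sex. This cannot exclude a mixture of tissue from both sexes, since every piece of placenta held maternal decidua. A wrong sex label is open as well, with X-linked genes on the side of the Y-linked genes in 7.

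Random splits of the placentas of a model, the real one among the 100, gave a DEG count as large in 1 in Dp16, Ts65Dn and Ts1Cje and in 2 in Ts66Yah, where another split reached 29. For MDG counts this was 14 in Dp16 (highest other 1545), 1 in Ts65Dn (1088), 27 in Ts66Yah (1901) and 24 in Ts1Cje (1070), so chance alone gives MDG counts like those of Dp16, Ts66Yah and Ts1Cje. The MDGs shared by all 4 models and those shared by Dp16, Ts65Dn and Ts66Yah were as many in 1 split, with 1 and 6 in the highest other. Splits within litters gave a DEG count as large in 1 in each model, with 2 in the highest other of Ts66Yah, and an MDG count as large in 21 in Dp16 (highest other 2021), 3 in Ts65Dn (1422), 18 in Ts66Yah (2102) and 10 in Ts1Cje (909). The shared MDGs were again as many in 1, with 1 and 8 in the highest other.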

How the results depend on the processing

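The tests without placentas whose Y-linked genes or Sod1 to Zbtb21 genes go against their label, and without the euploid placenta with high Dnah11, were chosen after the result was seen, and all other settings were set before the data were examined.

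The DEG count of Dp16 was 91 in 1 fit over all models, 38 with the dim filter, 29 with array medians equalised, 33 with quantile normalization and 45 with array weights, against 19. In Ts66Yah it was 1 with litter as replicate block, 5 in 1 fit over all models, 19 with the dim filter and 17 with array weights, against 10. In Ts1Cje it was 3 in 1 fit over all models, 3 with the dim filter, 3 at an adjusted p under 0.05 and 3 without the euploid placenta with high Dnah11, against 5. Leaving out 1 litter gave 2 to 25 DEGs in Dp16 (2 without litter Dam47, 6 without Dam81, 8 without Dam57, 25 without Dam33), 42 to 58 in Ts65Dn (42 without Dam11, 58 without Dam125), 0 to 10 in Ts66Yah (0 without Dam15, Dam18 or Dam19, 10 without Dam11) and 1 to 4 in Ts1Cje (1 without Dam10). The DEGs shared by Dp16, Ts65Dn and Ts66Yah were 0 with litter as replicate block and 5 with array weights, against 3.

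The MDG counts with the dim filter were 483 in Dp16, 441 in Ts65Dn, 355 in Ts66Yah and 199 in Ts1Cje, and at an unadjusted p under 0.01 with the same fold cutoff, in MDG count, Dp16 had 336, in MDG count, Ts65Dn had 348, in MDG count, Ts66Yah had 308, and in MDG count, Ts1Cje had 223. The MDG share of Mmu16 in Ts1Cje ran from 4.444% (without litter Dam11-2) to 6.963% (without litter Dam9). In 1 fit over all models Ts66Yah had 485, and without a fold cutoff Ts1Cje had 1190.

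For the p-values of upregulated against downregulated MDGs, Dp16 gave p = 0.0003862 with the dim filter, 0.003777 with quantile normalization again within the model, 0.007492 without the placentas whose Y-linked genes go against the sex label and 0.02655 without the placentas whose region Sod1 to Zbtb21 goes against the genotype label, against 0.132. Leaving out 1 litter gave 0.0002079 (Dam81) to 0.6626 (Dam34). For the p-values of upregulated against downregulated MDGs, Ts66Yah gave p = 0.2718 with litter as replicate block (fixed), 0.2245 with sex as covariate, 0.6233 with the methods' ANOVA and 0.1148 in 1 fit over all models, and 0.0003213 (Dam11) to 0.1098 (Dam12) without 1 litter, against 0.005321. In Ts1Cje it was 0.01492 in the other direction in 1 fit over all models. The share of MDGs that were higher turned with array medians equalised, to 63.71% in Dp16 (47.67% before) and 43.41% in Ts65Dn (53.25%), and with quantile normalization to 51.75% in Dp16 and 51.63% in Ts1Cje (43.28%).

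The lists that passed camera with an estimated correlation numbered 2 in Dp16, 0 in Ts65Dn, 1 in Ts66Yah and 0 in Ts1Cje, against 10, 11, 6 and 4, and 7 in Ts1Cje in 1 fit over all models. Leaving out 1 litter gave 5 (Dam33) to 13 (Dam34) in Dp16, 6 (Dam11 or Dam18), 7 (Dam125) and up to 10 (Dam42) in Ts65Dn, 4 to 8 in Ts66Yah and 3 to 6 in Ts1Cje. Over the 33 results that answer a comparison, 56 values in 13 results moved, 8 in 2 lost the threshold, 7 in 1 passed it and 1 turned its direction, while 538 values kept the call and not the exact value, where a tested result stayed on its side of the threshold, and in its direction if it passed, and a count stayed within 1.5 times. The cause of the changes was not tested.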

Differences from the paper's values

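The tests with Tukey biweight fold changes were chosen after the result was seen.

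For the trisomic Mmu16 genes that are upregulated MDGs, Ts1Cje had 19.72% (14 of 71), and the paper gives 13% (9). The genes beyond the paper's 9 are Brwd1, Dop1b, Ripk4, Tmem50b and Vps26c. With quantile normalization within the model the share was 14.08% (10 genes), and with litter as replicate block (fixed) it was 21.13%. With Tukey biweight fold changes it was 12.68% (9 genes), and those fold changes lay within a median of 0.003274 of the values of Table S1 on the log2 scale, against 0.04564 with group means. With them 922 of 927, 958 of 963, 824 of 831 and 590 of 595 MDGs of Table S1 passed in Dp16, Ts65Dn, Ts66Yah and Ts1Cje, against 875, 920, 778 and 525 with group means, and the direction was the same for all of them. The way of averaging is therefore consistent with the difference in this share.

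The paper states that upregulated MDGs had smaller p-values than downregulated ones in Dp16, Ts65Dn and Ts66Yah. In Dp16 the two-sided Mann-Whitney test over all autosomal MDGs gave p = 0.132. At a p under 0.001 in limma, Dp16 had 48 upregulated and 16 downregulated autosomal MDGs, which goes the same way as the paper. The paper describes Ts65Dn and Dp16 as overlapping in part in the PCA, and here the first component ran from -93.2 to -58.1 in Dp16 and from -36.5 to -23.6 in Ts65Dn. Sod1, Ttc3 and Wrb (named Get1 on the platform), which Table 2 of the paper counts as shared by Dp16, Ts65Dn and Ts66Yah, did not pass in all of them here. The text of the paper counts 29 shared genes in the trisomic Mmu16 region and 13 in non-trisomic regions, and its Table 2 shows 30 and 12. Cct8, Ltn1 and Usp16 passed in all 4 models here with a lower level in Ts1Cje.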

Other observations

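The tests of how often olfactory receptor genes pass without the fold cutoff, and of the giant cell list without prolactin genes, were chosen after the result was seen. The cell-type lists were set before the deposited values were examined, when the values of Table S1 had been seen.

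Some lists of placental cell-type markers differed from other genes in trisomic placentas of Dp16 and Ts65Dn in camera at a preset correlation, and none of the 4 lists here passed the permutation test after adjustment. In Dp16, genes of syncytiotrophoblast I, the layer that faces maternal blood, had a mean log2 fold change of -0.19 (standard error 0.062, above the euploid median in 2 of 20 placentas, permutation adjusted p = 0.115, camera adjusted p = 0.0117, and adjusted p = 0.273 with an estimated correlation). Genes of parietal and canal giant cells had 0.12 (standard error 0.050, 15 of 20, permutation adjusted p = 0.287, camera adjusted p = 0.00235, and adjusted p = 0.482 with an estimated correlation), and -0.02 (standard error 0.052) without the prolactin genes. The value was 0.10 for decidual genes (standard error 0.072, permutation adjusted p = 0.512, camera adjusted p = 0.0359, and adjusted p = 0.672 with an estimated correlation). In Ts65Dn, genes of glycogen trophoblast had 0.25 (standard error 0.11, 14 of 19, permutation adjusted p = 0.339, camera adjusted p = 0.0583, and adjusted p = 0.482 with an estimated correlation).

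Genes of the visceral yolk sac endoderm had a lower mean in Ts65Dn, with a log2 fold change of -0.78 (standard error 0.51, 28 of 28 genes, permutation p = 0.125, camera adjusted p = 5.6e-10, and adjusted p = 0.567 with an estimated correlation). Hypoxia targets had -0.06 in Dp16 (standard error 0.036, adjusted p = 0.0864, and adjusted p = 0.615 with an estimated correlation) and -0.05 in Ts65Dn (standard error 0.033, adjusted p = 0.066, and adjusted p = 0.482 with an estimated correlation).

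Olfactory receptor genes are dim on these arrays, and those that pass the MDG cutoffs may do so through noise of dim probe sets that pass the fold cutoff. The share of olfactory receptors called, divided by that of other genes, was 0.956, 1.22, 1.05 and 0.988 with the MDG cutoffs in Dp16, Ts65Dn, Ts66Yah and Ts1Cje, and 0.747, 0.881, 1.10 and 1.02 with p under 0.05 and no fold cutoff. It was at most 1 without the fold cutoff in 2 of the 4 models, which leaves this open.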
